# *FOSL2* regulates endothelial cell state and chromatin accessibility in systemic sclerosis pulmonary vascular remodeling

**DOI:** 10.1172/jci.insight.189107

**Published:** 2026-04-22

**Authors:** Rithika Behera, Yuechen Zhou, Peter H. Gerges, Jingyu Fan, Tracy Tabib, Alyxzandria M. Gaydosik, Mengqi Huang, Jishnu Das, Elena Pachera, Amela Hukara, Ying Tang, Florian Renoux, Miranda Tai, Oliver Distler, Gabriela Kania, Stephen Y. Chan, Harinder Singh, Eleanor Valenzi, Robert Lafyatis

**Keywords:** Pulmonology, Vascular biology, Endothelial cells

## Abstract

Systemic sclerosis (SSc) is characterized by fibrosis and vasculopathy affecting the skin and internal organs, leading to multiorgan dysfunction. Injury of microvascular endothelial cells (ECs) in SSc impairs blood flow and causes tissue ischemia, leading to vascular complications such as Raynaud’s, digital ulcers, and pulmonary hypertension (PH). PH in SSc presents as group 1 pulmonary arterial hypertension or as group 3 PH related to hypoxia and interstitial lung disease (ILD), both major causes of mortality. Analysis of multiome data from SSc ILD-PH lungs inferred transcription factors regulating EC phenotype, including FOSL2. Overexpression of FOSL2 in transgenic mice (*Fosl2^tg^*) leads to vascular changes mirroring human SSc-PH, such as intimal thickening and fibrosis. scRNA-Seq analysis of altered EC gene expression in *Fosl2^tg^* mice showed strong overlap with altered EC gene expression in SSc-ILD-PH. Overlapping as well as discrete EC gene expression in Sugen/hypoxia- and hypoxia-treated mice suggested that FOSL2 regulates both hypoxia-dependent and -independent pathways in *Fosl2^tg^* mice and SSc-ILD-PH. A deep learning model, ChromBPNet, inferred increased AP-1 binding at base pair resolution in SSc-ILD-PH ECs, and binding to the same motifs was found upon FOSL2 overexpression in primary vascular ECs, highlighting FOSL2’s key role in driving the pathological changes seen in SSc-ILD-PH.

## Abstract 2

Our study indicates that FOSL2 drives endothelial cell apoptosis, contributing to microvasculopathy and vascular remodeling. The Fosl2 transgenic mouse model offers insights into the disease mechanisms, showing that Fosl2, a member of the AP-1 transcription factor family, plays a pivotal role in SSc-ILD-PH.

## Introduction

Systemic sclerosis (SSc) is a rare autoimmune disorder characterized by vasculopathy and fibrosis of the skin and internal organs that leads to multiorgan dysfunction. The etiology of the disease remains unknown, and currently there are very limited therapeutic options. Microvascular endothelium regulates blood flow, maintaining a balance between coagulation and fibrinolysis, and transportation of nutrients. In SSc, changes in microvessels, initiated by damage and apoptosis of endothelial cells (ECs), is thought to trigger reduced blood flow and tissue ischemia, leading to vascular manifestations such as Raynaud’s phenomenon, digital ulcers, and pulmonary hypertension (PH) (1, 2). Prolonged damage to ECs in SSc can lead to loss of vessel elasticity, chronic tissue ischemia, and hypoxia, resulting in inflammation, organ dysfunction, and morbidity such as digital necrosis, scleroderma renal crisis, and progressive pulmonary hypertension (PH).

PH in SSc occurs in several settings. Some patients develop pulmonary arterial hypertension (PAH), most commonly associated with limited cutaneous disease, and grouped with group 1 PH. Other patients with SSc develop PH in the context of hypoxia and interstitial lung disease (ILD, group 3 PH), though the role of ILD and hypoxia in SSc pulmonary vasculopathy remains unknown. Although these patients are classified in different PH groups, vascular disease and fibrotic disease in SSc are closely linked, and the vascular disease may be intimately involved in driving the fibrotic disease and not just an associated complication of lung fibrosis. PH and ILD are the leading causes of death in patients with SSc (3) and up to 75%–90% of patients with SSc present with ILD of some degree (4). PH affects 31% of patients with significant SSc-ILD (5). The mortality rate due to ILD in patients with SSc is approximately 33%, and survival rates decrease when both pulmonary manifestations exist (6–8). In the majority of patients with SSc, vascular remodeling, inflammation, and parenchymal loss due to fibrosis contribute to PH (9); however, the precise pathophysiology and aberrant molecular mechanisms are not well understood.

The *Fosl2* transgenic mouse model (*Fosl2^tg^*) displays both fibrotic and vascular features of human SSc-ILD-PH. A study conducted by Maurer et al. (10) showed that transgenic mice overexpressing *Fosl2* exhibit significant vascular remodeling in their pulmonary arteries and display characteristics found in PH associated with SSc in humans such as intimal thickening with concentric laminar lesions, medial hypertrophy, inflammatory infiltrates surrounding blood vessels, and fibrosis in vessel walls. Their study also indicated that *Fosl2* may have a role in the onset of microvasculopathy by triggering EC apoptosis and diminishing both EC migration and chemotaxis (11). FOSL2 is a member of the activator protein-1 (AP-1) family of transcription factors (TFs). AP-1 is composed of heterodimers of JUN (JUNB*,* JUND, c-JUN) and Fos proteins (FRA-1, FRA-2/FOSL2, c-FOS, FOSB). These members are considered as immediate early genes and control a variety of responses such as apoptosis, wound healing, proliferation, and cancer. Fra-2/FOSL2 encoded by the *FOSL2* gene has been reported to be overexpressed in fibrotic lungs of patients with SSc (11–13). The interaction between the chromatin structure and TFs plays a vital role in controlling gene regulatory networks and the overall transcriptome of cells (14). This relationship influences how genes are expressed, which ultimately determines the state of the cell — whether it functions normally as a healthy cell or undergoes changes that lead to disease. By affecting these fundamental processes, the chromatin and TFs together help shape the cell’s identity and its responses to various internal and external signals. By directly analyzing changes in chromatin accessibility, we show here that *FOSL2* is predicted to regulate the altered state of ECs from patients with SSc-ILD and PH. Reexamining the EC states in mice overexpressing *Fosl2* indicates that this TF drives downstream gene expression seen in both human and murine PH, and when overexpressed, *Fosl2* binds to *cis*-elements, showing upregulated TF binding in human SSc-ILD-PH lungs.

## Results

### Single-cell multiome sequencing of SSc-ILD-PH and healthy control lungs can identify different subtypes of ECs.

To investigate the perturbed gene regulatory programs in SSc-ILD-PH, we performed single-cell multiome sequencing on explanted lung tissue from patients with SSc-ILD-PH (*n* = 9) and from healthy controls declined for transplantation (*n* = 6, Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.189107DS1). A total of 79,125 cells from SSc-ILD-PH and control lungs passed quality control (Supplemental Figure 1 and Supplemental Table 2) and were integrated using the Harmony (15) algorithm to remove the observed batch effects between samples (Supplemental Figure 2, A–C). We identified a total of 23 clusters (Supplemental Figure 2, D and E). Cell-type identities were assigned to each cluster based on expression of canonical marker genes (Supplemental Figure 2F and Supplemental Table 3).

To better understand the transcriptional regulatory mechanisms associated with SSc-ILD-PH vasculopathy, we subclustered the endothelial and mesenchymal populations (Figure 1, A–C, and Supplemental Figure 2G). Based on literature gene markers (16), we identified 6 endothelial subpopulations including *GJA5*^+^*IGFBP3*^+^*DKK2*^+^ arterial ECs, *COL15A1*^+^*VWA1*^+^*PLVAP*^+^ systemic venous ECs, *EDNRB*^+^*SOSTDC1*^+^ aerocytes, and *FCN3*^+^*IL7R*^+^*GPIHBP1*^+^ general capillary ECs. Fibroblasts were annotated based on the expression of previously reported markers for adventitial (*MFAP5*, *PLA2G2A*, and *PI16*), alveolar (*SPINT2*, *FGFR4*, and *CDH13*), and myofibroblast (*ACTA2*, *POSTN*, *CTHRC1*) subtypes (17, 18) (Figure 1D and Supplemental Table 4). We additionally identified 1 fibroblast cluster primarily composed of cells from a single patient, which had minimal expression of previously identified gene markers for fibroblast subtypes. Notably, comparing SSc-ILD-PH with healthy control lung samples, we observed a marked increase in the percentage of systemic venous ECs and a decrease in the percentage of arterial ECs (Figure 1E).

### Gene regulatory network analysis of vascular ECs in SSc-ILD-PH and healthy control lungs shows an enrichment of FOSL2 regulatory network.

To identify TFs associated with SSc-ILD-PH disease pathogenesis in ECs, we performed motif enrichment analysis using chromVAR (19). We found enrichment of binding sites for AP-1 family proteins (FOS, FOSL2, JUN, MAF, and MAFK) and their binding partners (NF-E2 and NFE2L2) in SSc vascular ECs compared with healthy control vascular ECs (Figure 1F and Supplemental Table 5). Notably, FOS and FOSL2 motifs were ranked as the top 2 most differentially enriched motifs, both showing higher activity across all vascular EC subtypes in SSc-ILD-PH compared with healthy control lungs (Figure 1G). On comparing the differential gene expression in healthy control and SSc-ILD-PH lungs, we found that expression of *FOSL2* was upregulated in ECs from SSc-ILD-PH lungs compared with healthy control lungs (Figure 1H). Notably, *FOSL2* was upregulated in all the vascular EC subtypes from SSc-ILD-PH lungs (Figure 1I). *FOS* also showed modestly increased expression restricted to arterial ECs and aerocytes, as did *NFE2L2* and *BACH1*.

We took advantage of joint chromatin accessibility and gene expression profiling to explore potential genomic regions and downstream genes targeted by disease-associated TFs using SCENIC^+^ (20). We identified 161 unique enhancer-driven regulons (eRegulons) targeting a total of 32,463 regions and 7,122 genes. We focused on high-quality eRegulons showing robust correlations between TF expression and target region enrichment score (correlation coefficient > 0.5 or < –0.5, Supplemental Figure 3A). A total of 20 activator eRegulons (positive TF-gene correlation, Figure 2A and Supplemental Figure 3B) and 5 repressor eRegulons (negative TF-gene correlation, Supplemental Figure 3, C and D) met these criteria.

Clustering of vascular ECs by eRegulon target region enrichment score suggested cell type–specific and disease-specific effects on the gene regulatory networks (GRNs) (Figure 2, D and E). SSc ECs clustered mainly in one group that included both systemic venous cells and a second cluster composed mainly of pulmonary venous cells (Figure 2F). eRegulons for aerocytes and capillary ECs largely overlapped when comparing SSc-ILD-PH with healthy controls (Figure 2G). Most striking was the difference in eRegulon clustering with SSc-ILD-PH compared with control arterial ECs (Figure 2, F and G).

Consistent with our chromVAR analysis, *FOSL2* showed higher expression and enrichment of predicted target genes and regions in SSc-ILD-PH across all vascular EC subpopulations (Figure 2, A, B, F, and G). Notably, among the 862 regions in the *FOSL2* eRegulon across all the EC subpopulations, 380 were significantly more accessible in SSc vascular ECs compared with healthy control vascular ECs, with only 22 showing decreased accessibility (Supplemental Table 6). Similarly, 187 out of predicted 201 *FOSL2* target genes showed significant upregulation in SSc vascular ECs, and only 4 were downregulated (*P*_adj_ < 0.05, Figure 2C).

To predict the role of *FOSL2* in regulating cell identity across the healthy to diseased state, we applied CellOracle (21) to perturb *FOSL2* across vascular ECs from healthy and SSc-ILD-PH lungs in silico. We created a GRN for both the healthy and SSc vascular ECs using the single-cell ATAC-Seq data. This network identified TF-binding motifs (including *FOSL2*) in our dataset. We performed in silico KO (gene expression set to 0) and overexpression (gene expression increased to 1.5 times the highest expression) perturbations of *FOSL2* in 11,720 vascular ECs. Clustering by gene expression recapitulated vascular EC subpopulations (Figure 3A). Our results based on simulation and vector visualization on the GRN model indicate a shift in vascular ECs from a diseased to healthy state when *FOSL2* is knocked out (Figure 3B) and an opposite trend, from a healthy state to diseased state when *FOSL2* is overexpressed (Figure 3C). These results collectively suggest a role for *FOSL2* in driving transcriptional and epigenetic alterations in SSc-ILD-PH vascular ECs.

### Single-cell RNA-Seq identifies cellular and transcriptomic changes in ECs from Fosl2^tg^ mice.

To further explore the function of *FOSL2* in vitro, we studied *Fosl2* transgenic mice (*Fos^tg^*) in which the murine *Fosl2* gene is expressed under the control of the MHC1 promoter H2Kb (12, 22). The histology on lung sections from WT mice showed well-formed air spaces, bronchioles, vascular channels, and thin-walled venules (Figure 4A). *Fosl2^tg^* mice lungs showed loss of air space and dense infiltration of fibrotic and inflammatory cells, as well as vascular smooth muscle cell hypertrophy, inflammatory vascular cuffing, and obliteration of vascular lumen (Figure 4A).

To explore changes in molecular characteristics at the single-cell level, we carried out single-cell RNA (scRNA) sequencing on lung tissue samples from 3 WT mice and 3 *Fosl2^tg^* mice. To minimize batch effects, all 6 samples were processed simultaneously using unique indexing and library preparation. We examined a total of 4,460 cells from 6 mice lung samples (Supplemental Table 7 and Supplemental Figure 4B) and identified 7 distinct cell types based on gene expression markers widely used to identify different mouse cell populations (Figure 4B). Cell type–specific markers for each cluster were identified based on the genes with the highest variable expression relative to all the other clusters (Supplemental Figure 4A and Supplemental Table 8). *Vwf*, *Lyve1*, *Pecam1*, and *Tek* expression identified a discrete cluster of cells and provided a strong transcriptome signature for murine vascular ECs (Supplemental Figure 4E).

On comparing the proportions of each cell type in WT and *Fosl2^tg^* mice, there was a decrease in the number of ECs, B cells, and macrophages and an increase in the cell proportions of T cell and monocyte-like macrophages identified from *Fosl2^tg^* mice (Supplemental Figure 4C). Cells in most of the populations showed similar transcriptomic changes when comparing WT with *Fosl2^tg^* mice, except for the myeloid and EC compartments, which showed divergent clustering on uniform manifold approximation and projection (UMAP) plots (Figure 4C). *Fosl2* gene expression was found to be increased in the vascular ECs from *Fosl2^tg^* mice (Figure 4D). *Fosl2* expression was slightly lower in T cells but not significantly different in other cell populations.

To better understand the heterogeneity and learn more about the different subpopulations, we subclustered the ECs. However, we couldn’t identify any markers to differentiate between the different subpopulations of ECs. To understand the disease-associated changes in vascular ECs due to *Fosl2* overexpression, we compared the differential gene expression between *Fosl2^tg^* and WT mice. Several of the upregulated genes in *Fosl2^tg^* mice have been reported to be increased in PH and are markers of disease progression, such as *Col4a1*, *Col4a2*, and *Edn1* (23) (Figure 4E). Other genes differentially overexpressed in *Fosl2^tg^* mice are involved in vascular remodeling and hypoxia, such as *Sparc*, *Rgcc*, *Anxa2*, and *Abl2* (24–27) (Figure 4E and Supplemental Table 9). We also found *Bmp6* and *Bmpr2* gene expression to be downregulated in *Fosl2^tg^* mice compared with WT mice. We used the Hallmark gene sets from Gene Set Enrichment Analysis (GSEA) to find enriched pathways from the differentially expressed genes in ECs from *Fosl2^tg^* compared with WT mice. Of all the Hallmark gene sets, TNF-α signaling through NF-κB, P53, MTORC1, and hypoxia had the highest normalized enrichment scores (*P*_adj_ < 0.05) (Figure 4, F and G and Supplemental Figure 4, D and G).

We compared results from the mouse data with human data to identify similarities to human vascular ECs isolated from the lungs of patients with SSc-ILD-PH. We used an scRNA-Seq dataset comprising lungs from patients with SSc-ILD-PH (*n* = 16) and healthy controls declined for transplantation (*n* = 15) (28). We used this dataset because it is larger than the single-cell multiome dataset, providing increased statistical power. The scRNA-Seq dataset identified identical vascular EC subpopulations as in the multiome dataset (28). As before (Figure 1H and Figure 2G), we observed increased *FOSL2* gene expression in the vascular ECs from patients with SSc-ILD-PH compared with healthy controls. We identified 295 genes to be differentially upregulated in vascular ECs from SSc-ILD-PH lungs, and 320 genes were differentially upregulated in vascular ECs from *Fosl2^tg^* mice (average log_2_ fold-change [FC] ≥ 0.32 and *P*_adj_ < 0.05; Supplemental Figure 4F). In addition,18 genes were differentially upregulated in ECs from both *Fosl2^tg^* mice and patients with SSc-ILD-PH (*P* < 0.05, Figure 5, A and B, and Supplemental Figure 4F). Genes such as *ANXA2* are sensitive to oxygen changes (29), and *MYC* and *ANXA2* have been reported to be increased during hypoxia in PH (30) and to induce angiogenesis (31). These observed common genes support similarity in human and murine disease. Gene ontology (GO) biological process analysis on these 18 common genes showed enrichment of angiogenesis, blood vessel formation, and tube development (Figure 5C).

### FOSL2 regulation of EC and T cell phenotypes before onset of significant fibrosis.

To more clearly separate fibrosis and inflammation and to better understand whether the effect of FOSL2 overexpression on ECs in murine lung disease is direct or indirect (related to hypoxia or inflammation), we next examined scRNA-Seq gene expression in *Fosl2^tg^* mice (*n* = 2) before the onset of significant lung fibrosis compared with WT mice (*n* = 2) and in *Fosl2^tg^* mice bred to *rag2*-KO mice (*Fosl2^tg^rag2ko*, *n* = 2), along with *rag2*-KO mice (*rag2ko,* *n* = 1). In these *Fosl2^tg^* mice, perivascular inflammation and smooth muscular hyperplasia was apparent but fibrotic disease was minimal by H&E (Supplemental Figure 5) and trichome stains (data not shown). scRNA-Seq was carried out on paraffin embedded sections using FLEX technology (10x Genomics) (32). 

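In the FLEX assay, pairs of probes hybridize to the RNA of fixed lung, and ligated pairs are counted per cell by unique molecular identifiers (UMIs). The deposited values are raw UMI counts per gene and called cell, with 1 library per mouse. *Fosl2 tg* mice carry *Fosl2* under H2Kb, an MHC class I promoter, and *rag2*-KO mice lack mature B cells and T cells. Libraries came from 2 WT, 2 *Fosl2 tg*, 2 *Fosl2 tgrag2ko* mice and 1 *rag2ko* mouse. The submitters name Cell Ranger 9.0, Seurat 5.0 and the mm10 build, and gene positions given with values are those of GRCm38. WT libraries held 10919303 and 11598288 UMIs, and *Fosl2 tg* libraries held 2800907 and 1162816. *Fosl2 tgrag2ko* libraries held 4900299 and 4134682 UMIs, and the *rag2ko* library held 2063629. Median UMIs per barcode were 936 and 1124 in WT, 256 and 342 in *Fosl2 tg*, 602 and 417 in *Fosl2 tgrag2ko*, and 607 in *rag2ko* lungs. Of 43562 barcodes, 40314 held at least 200 genes and at most 15% mitochondrial UMIs, the limits the paper gives for its other mouse dataset. The paper's reported number of cells is 40209. Scrublet then marked doublets, which left 38891 cells. The gene limit removed 3077 barcodes from the library of *Fosl2 tg* replicate 1. UMIs were summed over the cells of a type within each mouse, so that the mouse and not the cell was the replicate. The sums were scaled by TMM and tested in edgeR with 12 libraries in 1 model, which included the Hx and SuHx mice that shared the WT controls. Genes were called at a false discovery rate of 0.05 after Benjamini-Hochberg adjustment and an absolute log2 fold change above 0.25. In simulated data with the libraries' own dispersion, this comparison of *Fosl2 tg* with WT ECs recovered 42 of 50 genes raised by a log2 fold change of 2 and 13 of 50 raised by 1. The lone *rag2ko* mouse has no replicate, and its tests assume that it varies as the other groups do.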

Sequence reads were mapped and a total of 40,209 cells included from the 7 samples. Cells were clustered, and cell populations were identified by marker genes using Azimuth and manual assignment (Supplemental Figure 6A and Supplemental Table 10 shows cell counts/cluster). 

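B cells made up 5.48% ± 0.0452 (SD, n = 2 mice) of cells in WT lungs and 4.28% ± 4.63 in *Fosl2 tg* lungs. In *Fosl2 tgrag2ko* lungs their share was 0.0127% ± 0.0179, and in the *rag2ko* lung it was 0.0358% (95% Clopper-Pearson interval 9.1e-04% to 0.199%). T cells made up 2.92% ± 0.872 in WT, 3.99% ± 0.863 in *Fosl2 tg*, 0.139% ± 0.126 in *Fosl2 tgrag2ko* and 0.143% in *rag2ko* lungs (interval 0.0391% to 0.366%), and the SDs of WT and *Fosl2 tg* mice overlapped. This class leaves out T-like clusters without a name, and at Leiden resolution 2, where such a cluster joined the T cells, their share was 7.27% ± 1.12 in *Fosl2 tg* and 2.94% ± 0.906 in WT lungs, without overlap. ILC2s, which form without *Rag2*, made up 0.420% ± 0.292 in WT, 1.26% ± 0.435 in *Fosl2 tg* and 0.894% ± 0.259 in *Fosl2 tgrag2ko* lungs. ECs made up 33.5% ± 4.14 in WT, 33.3% ± 11.3 in *Fosl2 tg*, 47.0% ± 4.19 in *Fosl2 tgrag2ko* and 12.9% (interval 11.7% to 14.2%) in *rag2ko* lungs. *Rag2* (ENSMUSG00000032864, chromosome 2, 101624712–101632528) was read with 9 and 1 UMIs in the WT libraries, 2 in each *Fosl2 tg* library and 0 in each *rag2*-KO library, where a count of 0 allows up to 3 counts. It was also 0 in every Hx and SuHx library, so that a count of 0 does not tell *rag2*-KO mice apart. Over all cells and per total UMIs of a library (CPM), *Fosl2* (ENSMUSG00000029135, chromosome 5, 32136472–32157840) reached 75.0 and 151 CPM in WT, 334 and 326 in *Fosl2 tg*, 347 and 289.5 in *Fosl2 tgrag2ko*, and 126 in *rag2ko* lungs. *H2-K1* (ENSMUSG00000061232, chromosome 17, 33996012–34000619) reached 996 and 750.4 CPM in WT, 1268 and 814 in *Fosl2 tg*, 564 and 572 in *Fosl2 tgrag2ko*, and 495 in *rag2ko* lungs. Leiden clusters were named by the mean level of marker genes, and 8.66% ± 0.622 of cells in *Fosl2 tg*, 5.42% ± 2.12 in WT and 14.2% in *rag2ko* lungs lay in clusters without a name. *Krt13*, a keratin gene, was at 1057 CPM over all cells of the *rag2ko* lung and at most 1.82 in every other library. Ciliated cells made up 10.0% of that lung and 2.74% ± 0.370 of WT lungs, and cardiac muscle cells 2.11% and 0.561% ± 0.434. The tissue sampled in the *rag2ko* lung may thus differ, which bears on every comparison with it. Most *Fosl2 tg* and *Fosl2 tgrag2ko* ECs came from a cluster led by *Disp2*, *Dll4* and *Ildr2*, and most WT ECs from one led by *Glp1r*, *Slc26a10* and *Kit*. The intervals cover counting error only.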

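*Ildr2* (ENSMUSG00000040612, chromosome 1, 166254060–166316832), *Upp1* (ENSMUSG00000020407, chromosome 11, 9118008–9136170) and *Rgcc* (ENSMUSG00000022018, chromosome 14, 79288750–79301635) were higher in ECs of these prefibrotic *Fosl2 tg* mice than in WT ECs. *Ildr2* reached 359.5 ± 69.6 CPM (SD, n = 2 mice) in *Fosl2 tg* and 3.70 ± 1.14 in WT ECs (log2 fold change 6.52, standard error 0.34, adjusted p = 2.5e-07 from edgeR's quasi-likelihood test). *Upp1*, which encodes uridine phosphorylase 1, had a log2 fold change of 2.91 (standard error 0.25, adjusted p = 3.3e-05 from the same test), and *Rgcc* had one of 1.48 (standard error 0.30, adjusted p = 0.0061). Without *Fosl2 tg* replicate 1, the log2 fold change of *Rgcc* was 0.59 and not called. *Clec14a* (ENSMUSG00000045930, chromosome 12, 58264720–58269258), *Sntb1* (ENSMUSG00000060429, chromosome 15, 55636388–55907302) and *Bmp6* (ENSMUSG00000039004, chromosome 13, 38345716–38500314) were lower, with log2 fold changes of -2.89, -3.77 and -1.85. The paper's Table S9 compares ECs of fibrotic *Fosl2 tg* and WT mice, other animals than these, and at the thresholds of the main text it lists 153 genes with a positive and 320 with a negative fold change. Of the 142 tested genes of the first list, 34 were higher and 23 lower in prefibrotic *Fosl2 tg* ECs (42 and 25 adjusted over the list alone). Of the 307 tested genes of the second list, 91 were lower and 2 higher (113 and 7 adjusted over the list alone). *Nr4a1* (ENSMUSG00000023034, chromosome 15, 101253902–101274795), *Dusp1* (ENSMUSG00000024190, chromosome 17, 26505591–26508472) and *Egr1* (ENSMUSG00000038418, chromosome 18, 34861207–34864956), immediate early genes of the first list, moved the other way, with log2 fold changes of -4.37, -3.09 and -4.52, the last not called without *Fosl2 tg* replicate 1 (-6.07). Camera gave adjusted p = 1.4e-12 for the second list (adjusted p = 0.47 with an estimated correlation) and adjusted p = 0.0080 for the first (adjusted p = 0.64 with an estimated correlation). In *Fosl2 tgrag2ko* ECs, 28 of 142 genes of the first list were higher and 3 lower, and of the second list 18 were lower and 1 higher.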

Genes upregulated and downregulated in ECs from these mice overlapped largely with regulated genes in the more fibrotic lungs (data not shown). This FLEX RNA-Seq analysis showed more ECs, enabling arterial, capillary, and venous ECs to be discretely separated (Supplemental Figure 6B). 

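General capillary ECs made up 66.7% ± 2.22 (SD, n = 2 mice) of WT ECs, 83.9% ± 2.62 of *Fosl2 tg* ECs and 77.7% ± 2.68 of *Fosl2 tgrag2ko* ECs. Aerocytes, the capillary ECs that face the alveolar gas, made up 16.4% ± 0.332, 7.65% ± 0.471 and 12.7% ± 2.13 in the same order. Arterial ECs made up 7.40% ± 2.42 of WT, 3.45% ± 0.295 of *Fosl2 tg* and 4.50% ± 0.909 of *Fosl2 tgrag2ko* ECs, which is 337, 103 and 289 cells. Venous ECs made up 8.84% ± 0.358, 3.70% ± 1.28 and 4.48% ± 0.241. In the *rag2ko* mouse, with 361 ECs, 36.8% were general capillary (95% Clopper-Pearson interval 31.9% to 42.0%) and 42.9% aerocytes (interval 37.8% to 48.2%). The differences in general capillary, aerocyte, arterial and venous shares between WT and *Fosl2 tg* mice exceeded the SD of either group, and with 2 mice per group no test of shares was made. The subtypes come from a second clustering of the ECs, in which clusters took the name of the highest marker score with no minimum. Of *Fosl2 tg* ECs, 82.1% and 80.45% lay in 1 cluster named general capillary at a score of -0.077, with no such marker among its leading genes, and at most 0.0438% of the ECs of either WT mouse lay in it, so that enriched markers do not support the name for most *Fosl2 tg* ECs. Median depth was lower in *Fosl2 tg* than in WT ECs, at 275 against 922 UMIs per cell.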

Gene expression was generally consistent among phenotypes (Supplemental Figure 6C) and across samples (Supplemental Figure 6D). 

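In arterial ECs, *Bmpr2* (ENSMUSG00000067336, chromosome 1, 59764279–59878081) and *Eng* (ENSMUSG00000026814, chromosome 2, 32646595–32682669), a receptor and a coreceptor of BMP ligands, were lower in *Fosl2 tg* than in WT mice, and *Cd34* (ENSMUSG00000016494, chromosome 1, 194938821–194961292) was higher. *Bmpr2* had a log2 fold change of -2.21 in arterial ECs (standard error 0.62, adjusted p = 0.045 from edgeR's quasi-likelihood test) and of -1.46 in all other ECs (standard error 0.30). *Eng* had log2 fold changes of -1.995 and -1.65, and *Cd34* of 2.16 and 1.54. *Tek* (ENSMUSG00000006386, chromosome 4, 94739086–94874976), which encodes the angiopoietin receptor and was picked after its values were seen, was called in arterial ECs only (log2 fold change -3.38, standard error 0.71, adjusted p = 0.0035 from the same test), against -0.25 in other ECs (adjusted p = 0.61), a difference that was not itself tested. Of 5612 genes tested in arterial ECs, 4 were higher and 67 lower in *Fosl2 tg* mice, and of 11380 tested in other ECs 812 were higher and 1077 lower. Of the 71 arterial genes, 68 had the same sign in other ECs, 51 were called there in the same direction and 0 in the opposite one, where independent lists would share 7.25. The 2 sets of ECs come from the same mice, so that effects of a library enter both, and the genes called lower in both include genes of other cell types, such as *Scgb1a1* (-5.23 and -5.44) and *Sftpc* (-3.04 and -2.96), so that RNA of other cells enters the match. General capillary ECs gave 661 higher and 937 lower genes, aerocytes 46 and 183, and venous ECs 11 and 106. The *Fosl2 tg* mice had only 80 and 23 arterial ECs, at the low depth given above. Some lower arterial genes had large fitted values that other ECs did not share, such as *Srrm1* (-7.03 and 0.13) and *Prr14* (-7.02 and -0.02). No fit at equal depth was run for the subtypes, so that the excess of lower genes may rest on depth. Of 225 aerocyte genes also tested in general capillary ECs, 220 had the same sign there, and of 116 venous genes 111 did. Across genes, which are not independent replicates, the log2 fold changes of arterial and other ECs correlated at r = 0.456, and those of aerocytes and general capillary ECs at r = 0.494.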

The change in arterial EC gene expression in *Fosl2^tg^* mice compared with WT mice largely overlapped with the changes in gene expression of ECs found in the other clusters (data not shown). Since lungs contain relatively few arterial cells (Supplemental Figure 6B, cluster 4), we combined all ECs to provide more robust comparisons of statistically significantly regulated genes in *Fosl2^tg^* mice. 

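ECs of *Fosl2 tg* mice had more RNA of *Akr1b8* (ENSMUSG00000029762, chromosome 6, 34354146–34368461), an aldo-keto reductase gene, *Tgfa* (ENSMUSG00000029999, chromosome 6, 86195038–86275744) and *E2f7* (ENSMUSG00000020185, chromosome 10, 110745439–110787384), and less of *Paqr7* (ENSMUSG00000037348, chromosome 4, 134496761–134510237), which encodes a membrane progestin receptor. *Akr1b8* reached 203 ± 9.05 CPM (SD, n = 2 mice) in *Fosl2 tg* and 4.39 ± 0.744 in WT ECs (log2 fold change 5.49, standard error 0.42, adjusted p = 1.5e-05 from edgeR's quasi-likelihood test). *Tgfa* had a log2 fold change of 3.05 (standard error 0.48, adjusted p = 0.0017 from the same test) and *E2f7*, an E2F factor gene, one of 3.66 (standard error 0.41, adjusted p = 1.8e-04). *Paqr7* fell from 73.8 ± 15.8 CPM in WT to 0.718 ± 1.02 in *Fosl2 tg* ECs (log2 fold change -5.93, standard error 0.66, adjusted p = 1.6e-04 from the same test). *Myc* (ENSMUSG00000022346, chromosome 15, 61985341–61990361), a growth factor response gene, had a log2 fold change of 2.53 (adjusted p = 0.0076). The calls of *Myc* (2.81) and *Tgfa* (2.81) ended without *Fosl2 tg* replicate 1. Of 11480 genes, 835 were higher and 1058 lower in *Fosl2 tg* ECs. Of the 1893 called genes, 1884 had no overlap between the mice of the groups, as had 58.2% of all tested genes. Without *Fosl2 tg* replicate 1 the numbers were 170 and 192, without *Fosl2 tg* replicate 2 409 and 509, without WT replicate 2 833 and 986, and without WT replicate 3, the WT mouse whose library resembled those of the Hx and SuHx mice, 912 and 1328. With cells thinned to 250 UMIs they were 498 and 743. Of 18 BMP signaling genes, 6 were lower and 1 higher (6 and 1 adjusted over the list alone, camera adjusted p = 0.017, and adjusted p = 0.48 with an estimated correlation), with *Smad6* (ENSMUSG00000036867, chromosome 9, 63953076–64022085) at a log2 fold change of -1.79, which was not called without *Fosl2 tg* replicate 2 (-1.43). Of 30 interferon response genes, 6 were higher and 2 lower (6 and 2 adjusted over the list alone, camera adjusted p = 0.015), led by *Gbp4* (ENSMUSG00000079363, chromosome 5, 105115767–105139586) at 2.74 (adjusted p = 1.4e-04) and *Iigp1* (ENSMUSG00000054072, chromosome 18, 60373616–60392634) at 2.18 (adjusted p = 4.6e-04). Of 21 immediate early and heat shock genes, which also answer to the handling of tissue, 12 were lower and 0 higher (13 and 0 adjusted over the list alone, camera adjusted p = 2.5e-07). Of 35 MYC target and ribosome biogenesis genes, 5 were higher and 1 lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.0039), among them *Gnl3* (ENSMUSG00000042354, chromosome 14, 31012433–31019131) at 1.58. None of these list calls held with an estimated correlation (adjusted p = 0.47 to 0.76). Markers of other cell types moved with the genotype as well, with 10 of 10 AT1, 6 of 7 secretory and 7 of 11 AT2 markers lower in the EC sums of *Fosl2 tg* mice. Of the called EC genes found at a like level in both cell types, 70.6% (smooth muscle cells) to 95.0% (fibroblasts) moved the same way in 10 other cell types, and 80.65% to 93.5% of those called in *Fosl2 tgrag2ko* mice did.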

*Fosl2^tg^* compared with WT mouse EC shared 339 upregulated and 240 downregulated genes with SSc-ILD-PH compared with HC lung ECs (*P*_adj_ < 0.05 and log_2_FC > 0.25 for each comparison, Figure 6A and Supplemental Table 11). GO implicated multiple pathways in the overlapping upregulated genes, notably including positive regulation of leukocyte cell-cell adhesion (GO:1903039), regulation of TOR signaling (GO:0032006), cellular response to TGF-β stimulus (GO:0071560), and multiple pathways associated with RNA metabolism (Supplemental Table 12).

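Among 17 genes of leukocyte adhesion, *Icam1* (ENSMUSG00000037405, chromosome 9, 21015940–21028814) and *Cx3cl1* (ENSMUSG00000031778, chromosome 8, 94772180–94782427), which encode ligands for leukocytes on the EC surface, were lower in *Fosl2 tg* than in WT ECs. *Icam1* had a log2 fold change of -2.52 (standard error 0.46, adjusted p = 0.0034 from edgeR's quasi-likelihood test) and *Cx3cl1* one of -1.80 (standard error 0.43, adjusted p = 0.013). *Cd34*, read in all ECs, was higher (1.60, adjusted p = 0.0043). In all, 1 of these genes was higher and 4 were lower (2 and 4 adjusted over the list alone, camera adjusted p = 0.55). Of 32 genes of mTORC1 and its targets ATF4 and SREBP, 1 was higher, *Psmd14* (ENSMUSG00000026914, chromosome 2, 61711694–61800376) at a log2 fold change of 1.47 (adjusted p = 0.0025), and 1 was lower, *Pnp* (ENSMUSG00000115338, chromosome 14, 50944303–50953412) at -2.95 (adjusted p = 0.017). The median of that list was 0.09 and its mean -0.08, and camera called it in neither direction (adjusted p = 0.67). Of 19 TGF-β response genes, 0 were higher and 3 lower (4 lower adjusted over the list alone, camera adjusted p = 0.037, and adjusted p = 0.51 with an estimated correlation). These were *Ccn2* (ENSMUSG00000019997, chromosome 10, 24595442–24598683) at -2.79, *Ltbp4* (ENSMUSG00000040488, chromosome 7, 27305140–27339720) at -2.10 and *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224–94953042) at -2.83, the last of them a marker of fibroblasts, of whose 13 markers 8 were lower in these sums too. Of 37 RNA processing genes, 4 were higher and 9 lower (6 and 10 adjusted over the list alone), with *Srsf10* (ENSMUSG00000028676, chromosome 4, 135855752–135869908) at 1.68 (adjusted p = 5.3e-04) and *Hnrnpa2b1* (ENSMUSG00000004980, chromosome 6, 51460434–51470048) at -3.03 (adjusted p = 0.0019). The median of that list was 0.10 and its mean -0.38 (camera adjusted p = 0.76). Of 170 tested targets of the paper's FOSL2 eRegulon, 27 were higher and 12 lower (30 and 17 adjusted over the list alone, camera adjusted p = 0.18), led by *Ncoa7* (ENSMUSG00000039697, chromosome 10, 30645582–30807700) at 1.93 and *Nop58* (ENSMUSG00000026020, chromosome 1, 59684961–59711510) at 1.48. *Dll4* (ENSMUSG00000027314, chromosome 2, 119325784–119335666), which encodes a Notch ligand, was higher (1.21, adjusted p = 0.0060). Without *Fosl2 tg* replicate 1 the calls of *Icam1* (-1.85), *Pnp* (-1.81), *Col1a1* (-1.57), *Hnrnpa2b1* (-2.54) and *Dll4* (1.19) ended, and without *Fosl2 tg* replicate 2 that of *Cx3cl1* (-1.44).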

We next examined the role of the immune system in affecting the EC phenotype. 

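*Gadd45g* (ENSMUSG00000021453, chromosome 13, 51846675–51848475), *Socs3* (ENSMUSG00000053113, chromosome 11, 117966079–117970336) and *Atf3* (ENSMUSG00000026628, chromosome 1, 191170296–191183333), genes that answer to stress and cytokines, were higher in ECs of the *rag2ko* mouse than in WT ECs. *Gadd45g* reached 646 CPM in the *rag2ko* mouse and 58.3 ± 8.96 (SD, n = 2 mice) in WT mice (log2 fold change 3.47, standard error 0.37, adjusted p = 0.0023 from edgeR's quasi-likelihood test). *Socs3* had a log2 fold change of 3.72 (standard error 0.46, adjusted p = 0.0050 from the same test) and *Atf3* one of 3.48 (standard error 0.43, adjusted p = 0.0050). *Apold1* (ENSMUSG00000090698, chromosome 6, 134982001–134986836), *Nfkbiz* (ENSMUSG00000035356, chromosome 16, 55811375–55838954) and *Begain* (ENSMUSG00000040867, chromosome 12, 109032181–109068242) followed with log2 fold changes of 2.65, 2.21 and 2.08 (adjusted p = 0.039 each), though *Begain* also led an aerocyte cluster and aerocytes made up 42.9% of *rag2ko* and 16.4% of WT ECs. These 6 of 11480 genes were the only ones called higher, and 0 were called lower. At an unadjusted p under 0.05 there were 1123 genes, DESeq2 called 22 higher and 8 lower, and edgeR without a low-count filter called 60 and 59. Without WT replicate 2 edgeR called 58 higher and 11 lower, and without WT replicate 3 it called 7 and 8. All 6 genes lay outside the range of the WT mice, as did 78.2% of tested genes, a large share because the group holds 1 mouse. *Fosl2* had a log2 fold change of 0.32 (adjusted p = 0.88 from the same test), which was -0.08 without WT replicate 2. The *rag2ko* library gave 361 ECs.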

*Rag2ko* mice showed few differences in EC gene expression compared with WT ECs (data not shown). To show the set of genes consistently upregulated by *Fosl2* that are not dependent on B cells and T cells, we compared *Fosl2^tg^* with *Fosl2^tg^rag2ko* ECs. 

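*Ildr2*, *Akr1b8*, *Myc* and *Fosl2* were higher in ECs of *Fosl2 tgrag2ko* mice than in WT ECs, as they were in *Fosl2 tg* ECs. *Ildr2* reached 168 ± 34.0 CPM (SD, n = 2 mice) in *Fosl2 tgrag2ko* ECs (log2 fold change 5.45, standard error 0.33, adjusted p = 1.9e-06 from edgeR's quasi-likelihood test). *Akr1b8* had a log2 fold change of 4.00 (standard error 0.41, adjusted p = 5.4e-04 from the same test) and *Myc* one of 3.39 (standard error 0.47, adjusted p = 0.0033). *Dll4* and *Cd34* also were higher, with log2 fold changes of 1.08 (adjusted p = 0.037) and 1.81 (adjusted p = 0.010). *Itgb5* (ENSMUSG00000022817, chromosome 16, 33829665–33949338), an integrin gene, was lower in both genotypes, at -2.46 in *Fosl2 tg* and -1.39 in *Fosl2 tgrag2ko* ECs. The calls of *Myc* (2.81), *Cd34* (1.67), *Dll4* (1.07) and *Itgb5* (-1.30) ended without *Fosl2 tgrag2ko* replicate 1, and those of *Dll4* (1.08) and *Itgb5* (-1.49) without *Fosl2 tgrag2ko* replicate 2. Of 11480 genes, 96 were higher and 131 lower in *Fosl2 tgrag2ko* than in WT ECs, and all 227 had no overlap between the mice of the groups, as had 47.9% of tested genes. Without *Fosl2 tgrag2ko* replicate 1 the numbers were 13 and 7, without *Fosl2 tgrag2ko* replicate 2 58 and 17, without WT replicate 2 319 and 284, and without WT replicate 3 125 and 483. Of the 835 genes higher in *Fosl2 tg* ECs, 53 were also called higher in *Fosl2 tgrag2ko* ECs and 0 were called lower. Independent lists would share 6.98, and lists of the same length cut from 100 simulated sets that share only the WT mice shared a median of 42.0 and at most 52. No group was changed in these sets, so that their lists are made of spread alone. Of the 835 genes, 94.2% had a positive log2 fold change in *Fosl2 tgrag2ko* ECs, against a median of 80.5% in the simulated sets, and their median was 1.13 in *Fosl2 tg* and 0.53 in *Fosl2 tgrag2ko* ECs. Of the 1058 lower genes, 106 were also called lower and 2 were called higher, where independent lists would share 12.1 and the simulated ones a median of 46.5. These 1058 genes had a median of -0.64 in *Fosl2 tgrag2ko* ECs and also in ECs of the *rag2ko* mouse, which has no transgene. With that mouse, the covariance of *Fosl2 tg* log2 fold changes was 0.531, against 0.0824 simulated. These 2 measures thus do not single out the transgene. The 835 higher genes matched less in that mouse, with 71.7% positive, and r was 0.220. Between *Fosl2 tg* and *Fosl2 tgrag2ko* ECs, r was 0.563 and the covariance 0.530, against a mean covariance of 0.0711 in the simulated sets. Part of the excess may come from the shared controls, and the number of genes higher in both was 9 without *Fosl2 tgrag2ko* replicate 1, 20 without *Fosl2 tg* replicate 1, 83 without WT replicate 3 and 158 without WT replicate 2. Immediate early and heat shock genes moved apart, with 4 of 21 higher and 0 lower in *Fosl2 tgrag2ko* ECs (10 and 1 adjusted over the list alone), led by *Hspa1b* (ENSMUSG00000090877, chromosome 17, 34956429–34959238) at 4.28, whose call ended without *Fosl2 tgrag2ko* replicate 1 (3.03). Of 27 p53 target genes, 3 were higher and 0 lower in *Fosl2 tgrag2ko* ECs (6 higher adjusted over the list alone, camera adjusted p = 0.0012, and adjusted p = 0.16 with an estimated correlation). All 10 AT1 markers were lower in *Fosl2 tgrag2ko* ECs, the only list call there that held with an estimated correlation (adjusted p = 0.018 with an estimated correlation), and 4 of 13 fibroblast markers were lower too.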

Genes upregulated in *Fosl2^tg^* compared with WT overlapped strongly with genes upregulated in *Fosl2^tg^rag2ko* mice (Figure 6B), indicating that B cells and T cells are not requisite for most of the altered EC gene expression induced in *Fosl2^tg^* mice.

We further defined the upregulated genes shared between *Fosl2^tg^* and *Fosl2^tg^rag2ko* mice that overlap with genes upregulated in ECs from SSc-ILD-PH compared with healthy control lungs (*P*_adj_ < 0.05 and log_2_FC > 0.25, Figure 6C). This provided a group of 82 genes by the significant overlap between their overexpression in ECs in *Fosl2^tg^* and *Fosl2^tg^rag2ko* mice, and in SSc-ILD-PH (*P* = 5.0 × 10^–5^), including EDN1, SMAD5, JAG2, PDGFD, ABL2, as well as FOLSL2 (Supplemental Table 13A). 

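*Fosl2* reached 54.6 ± 27.5 CPM (SD, n = 2 mice) in WT, 311 ± 114 in *Fosl2 tg* and 279 ± 16.5 in *Fosl2 tgrag2ko* ECs, and 68.5 in ECs of the *rag2ko* mouse. Its log2 fold change against WT was 2.55 in *Fosl2 tg* (standard error 0.36, adjusted p = 9.5e-04 from edgeR's quasi-likelihood test) and 2.34 in *Fosl2 tgrag2ko* ECs (standard error 0.34, adjusted p = 0.0046). *Abl2* (ENSMUSG00000026596, chromosome 1, 156558590–156649619), a tyrosine kinase gene, reached 126 ± 6.29 CPM in *Fosl2 tg* and 66.4 ± 5.14 in WT ECs, with log2 fold changes of 0.92 (standard error 0.23, adjusted p = 0.018) in *Fosl2 tg* and 0.49 (standard error 0.21, adjusted p = 0.23) in *Fosl2 tgrag2ko* ECs. *Smad5* (ENSMUSG00000021540, chromosome 13, 56703010–56742378), which encodes a mediator of BMP receptors, reached 183 ± 7.44 and 111 ± 7.26 CPM, with log2 fold changes of 0.71 (standard error 0.22, adjusted p = 0.042) in *Fosl2 tg* and 0.37 (standard error 0.21, adjusted p = 0.35) in *Fosl2 tgrag2ko* ECs. *Abl2* and *Smad5* were thus called in *Fosl2 tg* ECs only, and both calls ended without either *Fosl2 tg* mouse, at 0.96 and 0.87 for *Abl2* and 0.74 and 0.67 for *Smad5*. The call of *Smad5* also ended without WT replicate 3 (0.65), and neither gene was called by DESeq2. *Edn1* (ENSMUSG00000021367, chromosome 13, 42301476–42307990), which encodes endothelin 1, reached 311 ± 34.0 CPM in *Fosl2 tg* and 193 ± 17.6 in WT ECs, with log2 fold changes of 0.68 (standard error 0.25, adjusted p = 0.078) in *Fosl2 tg* and 0.36 (standard error 0.24, adjusted p = 0.43) in *Fosl2 tgrag2ko* ECs. *Edn1* was called in *Fosl2 tg* ECs only when cells with at least 100 genes were kept (0.78). *Pdgfd* (ENSMUSG00000032006, chromosome 9, 6168363–6534284), a growth factor gene, had log2 fold changes of 0.91 (standard error 0.31, adjusted p = 0.062) in *Fosl2 tg* and 0.38 (standard error 0.30, adjusted p = 0.51) in *Fosl2 tgrag2ko* ECs, and was called in *Fosl2 tg* ECs without WT replicate 2 (1.29). *Jag2* (ENSMUSG00000002799, chromosome 12, 112907803–112929812), which encodes another Notch ligand, had log2 fold changes of 0.35 (standard error 0.37, adjusted p = 0.54) in *Fosl2 tg* and 0.52 (standard error 0.35, adjusted p = 0.44) in *Fosl2 tgrag2ko* ECs, the latter -0.37 without *Fosl2 tgrag2ko* replicate 1. All tests ran over 11480 genes, with 715198 and 183473 EC UMIs in the *Fosl2 tg* mice and 2115750 and 2375435 in the WT mice.

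**Figure D1:**
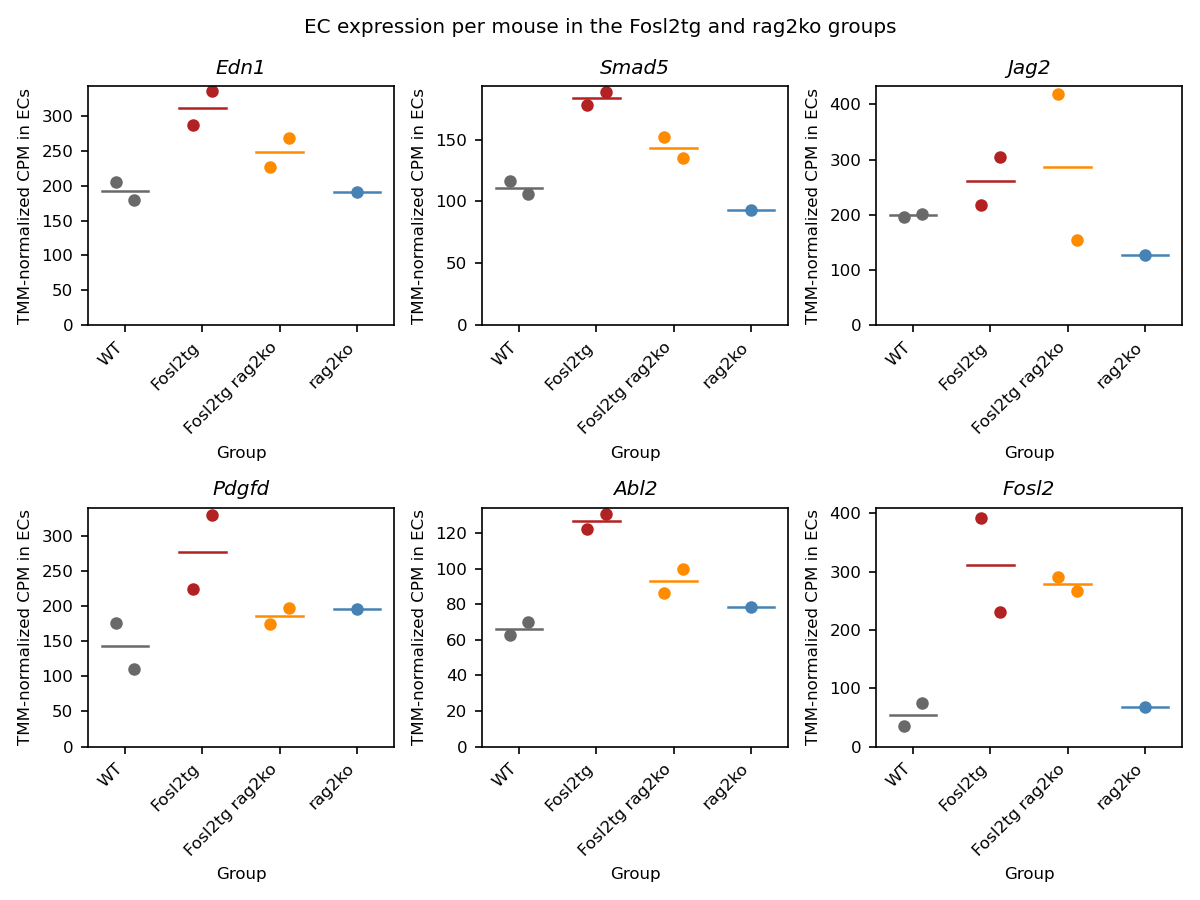
TMM-normalized CPM in ECs of *Edn1*, *Smad5*, *Jag2*, *Pdgfd*, *Abl2* and *Fosl2* per mouse (points) and group (lines are means) in WT (n = 2), *Fosl2 tg* (n = 2), *Fosl2 tgrag2ko* (n = 2) and *rag2ko* (n = 1) lungs. *Fosl2* lies between 230.5 and 392 in *Fosl2 tg* ECs and between 35.2 and 74.1 in WT ECs.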

Their upregulated expression in both overlapping gene sets suggests that their regulation is dependent on EC *Fosl2* overexpression but not on B cells and T cells.

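Compared directly with *Fosl2 tg* ECs, *Fosl2 tgrag2ko* ECs had more RNA of *Fosb* (ENSMUSG00000003545, chromosome 7, 19302696–19310118) and *Fos* (ENSMUSG00000021250, chromosome 12, 85473890–85477274), 2 genes of the Fos family, as is *Fosl2*, and of *Egr1*, and less of the interferon-induced GTPase gene *Igtp* (ENSMUSG00000078853, chromosome 11, 58199556–58207592) and of *Gbp4*. *Fosb* had a log2 fold change of 6.50 (standard error 1.23, adjusted p = 0.015 from edgeR's quasi-likelihood test) and *Fos* one of 4.79 (standard error 0.80, adjusted p = 0.0070), and these calls ended without *Fosl2 tg* replicate 1 (5.34 and 11.28) or *Fosl2 tg* replicate 2 (7.13 and 4.40), and that of *Fosb* without *Fosl2 tgrag2ko* replicate 1 (5.80). *Igtp* had a log2 fold change of -2.98 (standard error 0.41, adjusted p = 0.0024 from the same test) and *Gbp4* one of -2.35 (standard error 0.29, adjusted p = 0.0015), with the call of *Igtp* lost without *Fosl2 tg* replicate 1 (-1.76). *Bmp6* and *Bmpr2* were higher than in *Fosl2 tg* ECs, at 1.21 (adjusted p = 0.026) and 1.36 (adjusted p = 0.028), calls that ended without any 1 of the 4 mice (1.01 to 1.53 and 1.26 to 1.50). *Fosl2* had a log2 fold change of -0.21 (adjusted p = 0.78), *Edn1* -0.31, *Smad5* -0.34, *Jag2* 0.17, *Pdgfd* -0.53 and *Abl2* -0.43, none of them called. Without *Fosl2 tg* replicate 1 *Fosl2* was at 0.28 and *Jag2* at -0.08, and without *Fosl2 tgrag2ko* replicate 1 *Jag2* was at -0.73. Of 11480 genes, 304 were higher and 122 lower in *Fosl2 tgrag2ko* than in *Fosl2 tg* ECs, with 3 and 9 without *Fosl2 tg* replicate 1, 41 and 26 without *Fosl2 tg* replicate 2, 57 and 13 without *Fosl2 tgrag2ko* replicate 1 and 164 and 23 without *Fosl2 tgrag2ko* replicate 2. Of 30 interferon response genes, 0 were higher and 8 lower (2 and 12 adjusted over the list alone), and of 7 MHC class II genes 4 were lower (7 adjusted over the list alone). Of 21 immediate early and heat shock genes, 16 were higher and 0 lower (18 and 0 adjusted over the list alone), and the median of the list was above 0 in 10 of 10 other cell types too. None of these 3 lists was called with an estimated correlation (adjusted p = 0.14 to 0.49). The effect of the transgene differed between the *rag2* backgrounds for 69 genes, 53 with a positive and 16 with a negative interaction, a comparison that rests on the lone *rag2ko* mouse and its assumed variance. *Gbp4* had an interaction of -3.09 (standard error 0.46, adjusted p = 0.0099 from the same test), which was not called without *Fosl2 tg* replicate 1 (-2.69) or *Fosl2 tgrag2ko* replicate 1 (-2.94), and *Bmp6* one of 1.98 (adjusted p = 0.052), which was called without WT replicate 2 (1.85) or WT replicate 3 (2.03). Without *Fosl2 tg* replicate 1 the interaction was called for 0 genes, without *Fosl2 tg* replicate 2 for 11, without *Fosl2 tgrag2ko* replicate 1 for 14, without WT replicate 2 for 198 and without WT replicate 3 for 394. Over both backgrounds, fitted on the 7 libraries of this experiment, 53 genes were higher and 72 lower with the transgene, 125 in all. No other split of these libraries into groups of the same sizes that could be fitted gave any called gene. This does not exclude chance, since the other splits keep the real differences as spread. From the genes higher in both *Fosl2 tg* and *Fosl2 tgrag2ko* ECs, the paper concludes that B cells and T cells are not requisite for most of the altered EC gene expression of *Fosl2 tg* mice.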

To further address the role of Tregs, we reclustered the T cells in the scRNA-Seq data from nonfibrotic *Fosl2^tg^* mice (Figure 6E). The Tregs did not separate out as a discrete subcluster, and only a few cells (12 from WT and 10 from Fosl2^tg^ mice) expressed high levels of FOXP3, identifying them as Tregs. 

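*Foxp3* (ENSMUSG00000039521, chromosome X, 7579676–7595243), the lineage factor gene of Tregs, was read in 11 of 392 WT T cells, 2.81% (95% Clopper-Pearson interval 1.41% to 4.96%), with 8 of 220 cells from 1 mouse and 3 of 172 from the other. In *Fosl2 tg* mice it was read in 1 of 359 T cells, 0.279% (interval 0.00705% to 1.54%). Median depth was 882 UMIs per T cell in WT and 280 in *Fosl2 tg* mice, and with cells thinned to 250 UMIs the numbers were 6 of 392 and 1 of 246. ECs, which do not express *Foxp3*, had it in 0 of 4549 WT cells (median 922 UMIs) and 0 of 3098 *Fosl2 tg* cells (median 275 UMIs), for which the exact 95% intervals reach 0.0811% and 0.119%. At 2 UMIs or more, 6 WT and 1 *Fosl2 tg* cell were positive. A further cluster with a T cell score but without a name, in which *Il5* (ENSMUSG00000036117, chromosome 11, 53720794–53725103), *Ctla4* (ENSMUSG00000026011, chromosome 1, 60909025–60915832) and *Gata3* (ENSMUSG00000015619, chromosome 2, 9857078–9887953) stood out, held 206 and 80 cells of the *Fosl2 tg* mice and 2 and 0 of the WT mice. With that cluster and 2 others led by T cell genes added, a choice made after the values were seen, *Foxp3* was read in 13 of 458 WT and 8 of 647 *Fosl2 tg* cells. With doublets kept, also chosen after the values were seen, the numbers were 14 of 441 and 10 of 676.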

Surprisingly, these cells coexpressed CD8 rather than CD4, suggesting that they are CD8^+^ Tregs (33). 

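Of the 11 WT T cells with a *Foxp3* UMI, 3 also had a UMI of *Cd4* (ENSMUSG00000023274, chromosome 6, 124864693–124888247), 0 had one of *Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427–71379171) and 8 had neither. The 1 *Fosl2 tg* cell with *Foxp3* had neither. Over all T cells, *Cd8a* was read in 66 of 220 and 39 of 172 WT cells and in 42 of 275 and 7 of 84 *Fosl2 tg* cells. With the T-like clusters without a name added, 4 of 13 WT and 1 of 8 *Fosl2 tg* cells with *Foxp3* carried *Cd4* and 0 carried *Cd8a*. Per mouse, *Cd4* reached 342 ± 22.3 CPM (SD, n = 2 mice) in WT and 100.8 ± 36.1 in *Fosl2 tg* mice (log2 fold change -1.61, standard error 0.49, adjusted p = 0.032 from edgeR's quasi-likelihood test). The call of *Cd4* ended under DESeq2 and without WT replicate 2 (-1.54), *Fosl2 tg* replicate 1 (-2.18) or *Fosl2 tg* replicate 2 (-1.42). *Cd8a* had a log2 fold change of -0.17 (standard error 0.38, adjusted p = 0.86 from the same test), with 0.12 without WT replicate 2 and 0.21 without *Fosl2 tg* replicate 2.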

The small number of cells did not provide significant corrected *P* value differences in gene expression when comparing *Fosl2^tg^* with WT mice. However, when comparing the *Fosl2^tg^* with WT Treg transcriptomes, GSEA showed upregulated “Hallmark _inflammatory_response” (nominal *P* value 0.039) and downregulated “Hallmark IL6_JAK_STAT3 signaling” (nominal *P* value 0.036). 

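In T cells with a *Foxp3* UMI, *Il10* (ENSMUSG00000016529, chromosome 1, 131019845–131024970) and *Havcr2* (ENSMUSG00000020399, chromosome 11, 46454931–46481255) had 0 UMIs in the 1 *Fosl2 tg* cell and 0 in the 11 WT cells. *Tnfrsf18* (ENSMUSG00000041954, chromosome 4, 156026322–156028894), which encodes GITR, had 1 UMI in each group, and *Gzmb* (ENSMUSG00000015437, chromosome 14, 56258836–56262334) had 1 in the *Fosl2 tg* cell and 0 in the WT cells. The ratio of *Tnfrsf18* per total UMI was 28.1 (95% counting interval 0.358 to 2205). Over all T cells of a mouse, *Tnfrsf18* had a log2 fold change of -0.43 in *Fosl2 tg* against WT mice (standard error 0.58, adjusted p = 0.75 from edgeR's quasi-likelihood test), which was 0.23 with doublets kept and 0.34 with the T-like clusters without a name added, a class chosen after its values were seen. *Gzmb*, a granule protease gene, had one of 2.52 (standard error 0.99, adjusted p = 0.12). *Ctla4* had 0 UMIs in the *Fosl2 tg* cell and 14 in the WT cells. These numbers come from a single *Fosl2 tg* cell and leave changes within Tregs open. With the T-like clusters without a name added, *Il10* had 3 UMIs in *Fosl2 tg* and 0 in WT cells with *Foxp3* (lower counting limit of the ratio 1.92) and 0 in both at 2 *Foxp3* UMIs or more, and the ratio was 6.96 for *Tnfrsf18* (interval 0.797 to 83.3) and 2.20 for *Ctla4* (interval 0.876 to 5.10).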

*Fosl2^tg^* Tregs showed upregulated but not statistically significant changes in markers of Treg activation: *Il10* (5.9-fold increase), *Havcr2* (i.e., Tim-3, 38.5-fold increase); *Tnfrsf18* (i.e., GITR, 3.5-fold increase) as well as *Gzmb*. 

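The *Foxp3*-positive T cells held 4 *Foxp3* UMIs in *Fosl2 tg* and 18 in WT mice, from 1 and 11 cells. Per total UMI of these cells the ratio of *Fosl2 tg* to WT was 6.24 (95% counting interval 1.54 to 18.9). Cells were picked for having a *Foxp3* UMI and had a lower depth in *Fosl2 tg* mice, so that the ratio depends on depth. Over all T cells, *Foxp3* had a log2 fold change of -0.54 (standard error 0.89, adjusted p = 0.80 from edgeR's quasi-likelihood test). It was 1.04 with doublets kept and 0.77 with the T-like clusters without a name added, the class chosen after the values were seen.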

*Foxp3* itself was increased 3.2-fold in *Fosl2tg* CD8-expressing Tregs (nominal *P* value = 0.00025). GO reinforced the GSEA, showing significant FDR-corrected “Regulation of lymphocyte differentiation (GO:0045619)” and related pathways (Supplemental Table 13B).

We then examined changes in T cells broadly, providing a more robust statistical comparison. A broad shift in Th1, Th2, and CD8 phenotypes was seen in the UMAP clustering (Figure 6E). 

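T cells of *Fosl2 tg* mice had more RNA of *Gzma* (ENSMUSG00000023132, chromosome 13, 113093824–113100981), a granule protease gene, *Irf4* (ENSMUSG00000021356, chromosome 13, 30749233–30766981), a factor of activated and Th2 cells, and *Adam8* (ENSMUSG00000025473, chromosome 7, 139978932–139995207), and less of *Klf2* (ENSMUSG00000055148, chromosome 8, 72319062–72321654), a factor of resting T cells, than WT T cells. *Gzma* reached 390.5 ± 126 CPM (SD, n = 2 mice) in *Fosl2 tg* and 2.75 ± 3.90 in WT T cells (log2 fold change 6.64, standard error 0.80, adjusted p = 8.2e-11 from edgeR's quasi-likelihood test). *Irf4* had a log2 fold change of 4.73 (standard error 0.99, adjusted p = 4.5e-04 from the same test), *Adam8* one of 6.56 (adjusted p = 3.6e-19) and *Klf2* one of -2.62 (adjusted p = 2.1e-05). *Irf4* was not called without *Fosl2 tg* replicate 2 (3.27), nor *Gzma* by DESeq2. *Fosl2* itself reached 522 ± 6.45 CPM in *Fosl2 tg* and 43.8 ± 22.9 in WT T cells (log2 fold change 3.58, standard error 0.49, adjusted p = 2.7e-08 from the same test). Of 5797 genes, 86 were higher and 226 lower, tested over 9 libraries with enough T cells. The numbers were 45 and 78 without *Fosl2 tg* replicate 1, 32 and 87 without *Fosl2 tg* replicate 2, 71 and 143 without WT replicate 2, and 80 and 227 without WT replicate 3. All 17 tested proliferation genes had a positive log2 fold change and 1 was called higher (7 adjusted over the list alone, camera adjusted p = 2.8e-09, and adjusted p = 0.33 with an estimated correlation). RNA of other cells moved as well, with *Scgb1a1* (ENSMUSG00000024653, chromosome 19, 9083642–9087956), a secretory cell gene, at -5.94 and *Sftpc* (ENSMUSG00000022097, chromosome 14, 70520941–70524081), an AT2 gene, at -3.27. NK cell markers, which include *Gzma*, and B cell markers were higher in the same sums (camera adjusted p = 0.030 and 0.0052), neither with an estimated correlation (adjusted p = 0.34 and 0.34). WT T cells came mostly from 1 cluster, which also held 208 of 275 T cells of *Fosl2 tg* replicate 1 but 29 of 84 of *Fosl2 tg* replicate 2.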

Using GO to examine genes upregulated by all *Fosl2tg* T cells (FC > 2 and *P* value < 0.05) indicated multiple significant pathways (Supplemental Table 14), including “regulation of lymphocyte activation (GO:0051249).” 

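*Il5*, the eosinophil cytokine gene of Th2 cells, had 4 and 2 UMIs in the *Fosl2 tg* mice and 0 and 0 in the WT mice over all T cells, and *Il13* (ENSMUSG00000020383, chromosome 11, 53631323–53634702) had 2 and 0 UMIs in the *Fosl2 tg* mice and 0 and 0 in the WT mice. *Il21* (ENSMUSG00000027718, chromosome 3, 37222759–37232636) had 2 and 0 UMIs in the *Fosl2 tg* mice and 1 and 0 in the WT mice, and *Il10* had 1 and 0 UMIs in the *Fosl2 tg* mice and 0 and 0 in the WT mice. These counts are under the filter on low counts, so that none of the 4 genes was tested in the T cell class with that filter. Without it *Il5* had a log2 fold change of 5.60 (adjusted p = 0.18), *Il13* of 4.01, *Il21* of 2.16 and *Il10* of 3.11, none of them called, and DESeq2 gave them no adjusted p and called none. With doublets kept, *Il5* and *Il13* were tested and higher, with log2 fold changes of 6.58 (adjusted p = 6.6e-08 from edgeR's quasi-likelihood test) and 7.47 (adjusted p = 7.6e-04). *Havcr2*, read with 4 and 4 UMIs in the *Fosl2 tg* mice and 1 and 1 in the WT mice, was then higher as well, at 4.23 (adjusted p = 0.0065). Keeping doublets raised the T cells of the *Fosl2 tg* mice from 275 and 84 to 504 and 172. Only 255 and 103 cells of any type had been removed as doublets from these libraries. The gain may thus come from the T-like clusters without a name, whose addition gave 483 and 164 cells. With the T-like clusters without a name added to the T cells, a class chosen after the values were seen, *Il5* had 35 and 21 UMIs in the *Fosl2 tg* mice and 0 and 0 in the WT mice. *Il13* then had 25 and 6 UMIs in the *Fosl2 tg* mice and 0 and 0 in the WT mice, *Il21* had 5 and 4 UMIs in the *Fosl2 tg* mice and 1 and 0 in the WT mice, and *Il10* had 10 and 2 UMIs in the *Fosl2 tg* mice and 0 and 0 in the WT mice. In that class the log2 fold changes were 8.58 for *Il5* (adjusted p = 4.4e-08) and 7.54 for *Il13* (adjusted p = 0.0010), fitted values that depend on the model's prior count, since the WT mice had 0 counts of either gene. The added cluster scored 3.41 for T cells and 2.54 for ILC2s, which also express *Il5* and *Il13*, and the ILC2 class held 96 *Fosl2 tg* and 55 WT cells.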

Amongst the 13 genes in this pathway, *Fosl2^tg^* T cells showed increased expression of *Il5*, *Il21*, *Il13*, and *Il10*. Upregulated *Il5* and *Il13* suggest an activated Th2 response, *Il21* suggests an activated Tfh or Th17 response, and *Il10* suggests a regulatory response. Together, these results are consistent with activation of multiple T cell subsets in *Fosl2^tg^* mice and suggest that deficiency of Tregs may be only part of the T cell response driving inflammation and eventual fibrosis. *Fosl2^tg^* mice showed increased *Fosl2* expression in most cell populations, including T cells (Figure 6D).

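In B cells *Fosl2* reached 458 ± 57.3 CPM (SD, n = 2 mice) in *Fosl2 tg* and 17.6 ± 4.03 in WT mice (log2 fold change 4.53, standard error 0.52, adjusted p = 5.6e-17 from edgeR's quasi-likelihood test, adjusted over the 13 cell types). Without *Fosl2 tg* replicate 1 the B cell value was 3.39, from the 25 B cells and 3 *Fosl2* UMIs of *Fosl2 tg* replicate 2. In T cells its log2 fold change was 3.55 (standard error 0.52, adjusted p = 7.7e-11 from the same test). In AT2 cells it reached 294 ± 39.1 CPM in *Fosl2 tg* and 62.8 ± 4.37 in WT mice (log2 fold change 2.11, standard error 0.29, adjusted p = 2.4e-05 from the same test). In dendritic cells it reached 546 ± 158 and 117 ± 12.1 CPM (log2 fold change 1.90, standard error 0.41, adjusted p = 2.6e-04 from the same test). AT1 cells had a log2 fold change of 1.04 (standard error 0.39, adjusted p = 0.027), whose call ended without WT replicate 2 (0.71), *Fosl2 tg* replicate 1 (0.99) or *Fosl2 tg* replicate 2 (1.06). With ECs, 6 of 13 cell types were called higher and 10 of 13 had a positive log2 fold change. These fits used every library with counts of the type, 12 for T cells and 11 for B cells. Among them were *rag2*-KO libraries with 3, 4 and 18 T cells and with 1 and 2 B cells. Monocytes (1.10), secretory cells (1.01), pericytes (0.87) and ciliated cells (0.43) were positive without a call. Fibroblasts (-0.16), macrophages (-0.05) and smooth muscle cells (-0.61) had negative fitted log2 fold changes without a call, and the direction was not stable. By mean CPM without TMM, fibroblasts (184 in *Fosl2 tg* and 167 in WT mice) and smooth muscle cells (276 and 259.6) were higher in *Fosl2 tg* mice, so that their sign depends on the scaling and the fit. Fibroblasts were at 0.020 by DESeq2 and at 1.69 without WT replicate 3, with a call (adjusted p = 0.0067), and smooth muscle cells at 0.46 without WT replicate 3, where all 13 types were positive. Without WT replicate 3, 10 types were called, and without WT replicate 2 or without *Fosl2 tg* replicate 1, 5 were. AT2 cells came mostly from clusters 2 and 6 in WT and from cluster 6 in *Fosl2 tg* mice, B cells from cluster 11 in WT and from parts of cluster 29 in *Fosl2 tg* mice, and macrophages from a cluster led by *Siglecf*, *Chil3* and *Marco* in WT mice, while one led by *Arg1*, *Mmp12* and *Gpnmb* held 321 of 475 macrophages of *Fosl2 tg* replicate 2 but 55 of 261 of *Fosl2 tg* replicate 1.

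**Figure D2:**
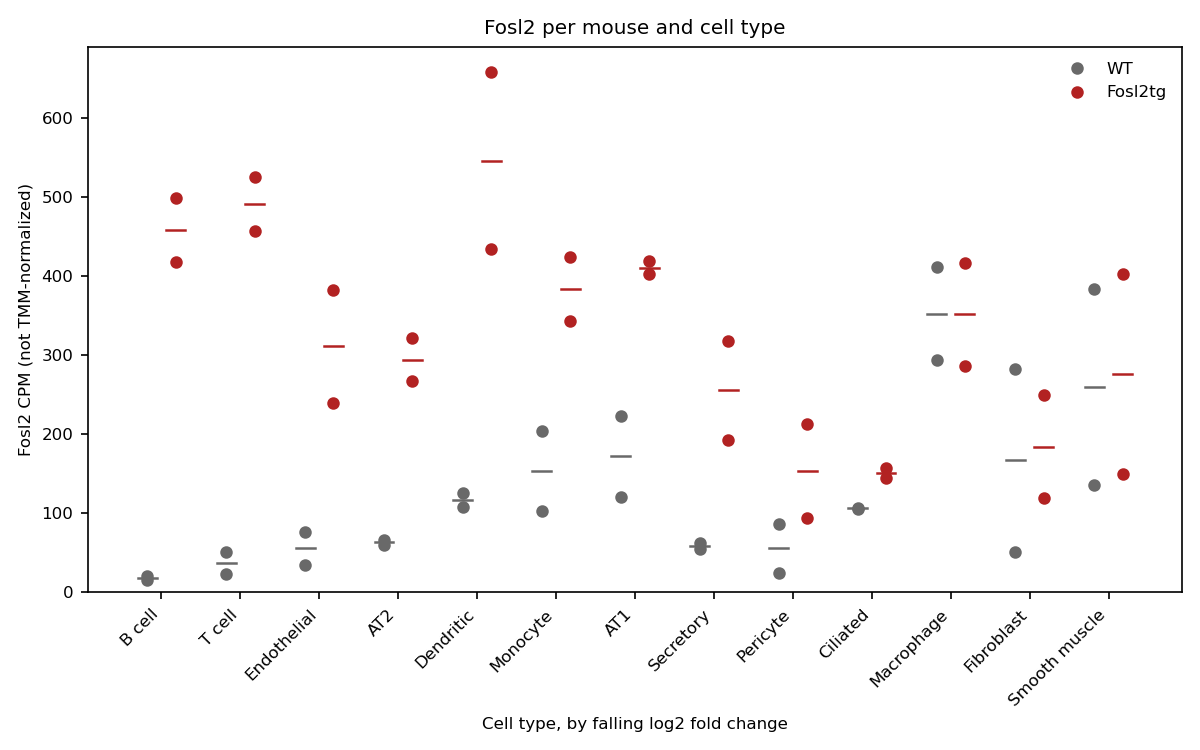
CPM of *Fosl2*, without TMM, per mouse (points) in 13 cell types of WT (n = 2) and *Fosl2 tg* (n = 2) lungs, with lines at the means and cell types in order of log2 fold change. Both *Fosl2 tg* mice lie above both WT mice in the first 10 cell types, and the mice overlap in macrophages, fibroblasts and smooth muscle cells.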

### AP-1 inhibitor treatment of Sugen-hypoxia.

We then tested the potential for broad AP-1 inhibition to ameliorate PH by treating mice with T-5224 during Sugen-hypoxia–induced (SuHx-induced) PAH. Mice (*n* = 12/group) were placed under hypoxia or placed under hypoxia after treatment with Sugen (SU5416, 20 mg/kg). These groups were split and treated daily by oral gavage with T-5224 (30 mg/kg; *n* = 6) dissolved in 10% polyvinylpyrrolidone (PVP) or 10% PVP (control; *n* = 6). At the end of the 21-day treatment period, the mice showed increased pulmonary ventricular systolic pressure under hypoxia (Hx) and further increased pressure with SuHx, as assessed by catheterization (Figure 7A). However, we did not observe a decrease in pulmonary ventricular systolic pressure associated with T-5224 treatment in either setting (Figure 7A). Further, T-5224 was not associated with any change in right ventricular/left ventricular plus septal mass (data not shown).

To further understand at a molecular level the effect of T-5224 on PAH, we examined EC gene expression by scRNA-Seq. 

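FLEX UMI counts were also read for lungs of mice kept in 10% oxygen (Hx) or in 10% oxygen after SU5416 (Sugen), an inhibitor of VEGF receptors (SuHx). The mice received T-5224, a small molecule that blocks the binding of AP-1 to DNA, or its solvent PVP. Libraries came from 1 HxPVP, 1 HxT-5224, 2 SuHxPVP mice and 1 SuHxT-5224 mouse, beside the 2 WT mice that also serve as the controls of *Fosl2 tg* mice. They held 5053625 (HxPVP), 8635675 (HxT-5224), 8278894 and 11864753 (SuHxPVP) and 12685683 UMIs (SuHxT-5224), with medians of 879 to 1477 UMIs per barcode. Of 45258 barcodes, 45222 passed the same limits and 43455 remained without doublets, and the paper's reported number of cells is 45153. ECs numbered 959 in the HxPVP, 1570 in the HxT-5224 and 1560 in the SuHxT-5224 mouse and 2402 in the SuHxPVP mice. In simulated data the comparison of SuHxPVP with WT ECs recovered 46 of 50 genes raised by a log2 fold change of 2, that of HxPVP with WT ECs 40, and that of SuHxT-5224 with SuHxPVP ECs 37. The HxPVP, HxT-5224 and SuHxT-5224 groups hold 1 mouse each and have no replicate check, and their tests assume that this mouse varies as the others do. By correlation between libraries, WT replicate 3 resembled the Hx and SuHx libraries and WT replicate 2 those of the *Fosl2 tg* set, so values without WT replicate 2 compare within this set.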

A total of 45,153 cells from WT (*n* = 2), HxPVP (*n* = 1), HxT-5224, HxSuPVP (*n* = 2), and HxSuT-5224 (*n* = 1) mice were sequenced and clustered, and the cell clusters were identified as above (cell counts/cluster provided in Supplemental Table 10). 

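ECs of SuHxPVP mice had more RNA of *Cyp1a1* (ENSMUSG00000032315, chromosome 9, 57687928–57703824) and *Cyp1b1* (ENSMUSG00000024087, chromosome 17, 79706940–79715061), targets of the aryl hydrocarbon receptor, and of *Gdf15* (ENSMUSG00000038508, chromosome 8, 70629393–70632470) and *Hspa1b*, genes of the response to stress, than WT ECs. *Cyp1a1* reached 2560 ± 526 CPM (SD, n = 2 mice) in SuHxPVP and 11.5 ± 7.60 in WT ECs (log2 fold change 7.81, standard error 0.52, adjusted p = 3.2e-06 from edgeR's quasi-likelihood test). *Cyp1b1* had a log2 fold change of 6.65 (standard error 0.40, adjusted p = 3.2e-06 from the same test), *Gdf15* one of 4.65 (adjusted p = 0.0011) and *Hspa1b* one of 4.89 (adjusted p = 9.8e-04). *Gdf15* was not called by DESeq2, and *Hspa1b* not with libraries thinned to the smallest. *Lama1* (ENSMUSG00000032796, chromosome 17, 67697127–67822645), a laminin gene, was higher by 3.94 (adjusted p = 7.4e-05). Lower genes included *Esm1* (ENSMUSG00000042379, chromosome 13, 113209659–113218104) (-3.58, adjusted p = 0.0045), *Cyp26b1* (ENSMUSG00000063415, chromosome 6, 84571414–84593908) (-3.71, adjusted p = 6.5e-06), which encodes an enzyme that clears retinoic acid, and *Dll4* (-2.76, adjusted p = 7.7e-05), all of which were read in ECs of untreated mice at 30.8 ± 15.8, 168 ± 20.4 and 448 ± 18.1 CPM. *Esm1* was not called without SuHxPVP replicate 2 (-4.20). Of 11480 genes, 149 were higher and 164 lower in SuHxPVP ECs. All 313 had no overlap between the mice of the groups, as had 48.2% of tested genes. Without WT replicate 3 the numbers were 452 and 707, without WT replicate 2 174 and 161, without SuHxPVP replicate 1 62 and 50, and without SuHxPVP replicate 2 40 and 25. With cells thinned to 250 UMIs, 87 were higher and 92 lower. In the clustering of all cells most WT and SuHxPVP ECs came from the same cluster, and a smaller one led by *Apln* and *Cyp1a1* came mostly from mice given Sugen. The clustering of ECs alone set the mice apart, with 61.2% (61.25 before rounding) and 61.1% of the ECs of WT replicates 2 and 3 in 2 different clusters and 42.4% and 58.1% of those of the SuHxPVP mice in another. AT2 markers in the EC sums were called for 0 of 11 genes (4 lower adjusted over the list alone).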

SuHx profoundly altered EC gene expression, showing upregulated expression of 1,610/8,354 detected genes (*P*_adj_ < 0.05 and log_2_FC > 0.25). 

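Of 27 p53 target genes, 13 were higher and 0 lower in ECs of SuHxPVP than of WT mice (14 and 2 adjusted over the list alone). *Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090979–29100722), which encodes the cell cycle inhibitor p21, had a log2 fold change of 3.04 (standard error 0.43, adjusted p = 0.0017 from edgeR's quasi-likelihood test), *Aen* (ENSMUSG00000030609, chromosome 7, 78895927–78911209) one of 2.59 (standard error 0.30, adjusted p = 3.9e-04) and *Bax* (ENSMUSG00000003873, chromosome 7, 45461695–45466903) one of 1.85 (adjusted p = 7.1e-04). Of 32 mTORC1 genes, 2 were higher and 0 lower (5 and 1 adjusted over the list alone), namely *Sesn2* (ENSMUSG00000028893, chromosome 4, 132492804–132510456) (3.17, adjusted p = 1.4e-04), also a p53 target, and the proteasome gene *Psmc4* (ENSMUSG00000030603, chromosome 7, 28041702–28050092) (0.92, adjusted p = 0.038). Of 35 MYC target and ribosome biogenesis genes, 2 were higher and 0 lower (14 higher adjusted over the list alone), *Fbl* (ENSMUSG00000046865, chromosome 7, 28168893–28179269) (1.31, adjusted p = 0.014) and *Grwd1* (ENSMUSG00000053801, chromosome 7, 45825223–45830994) (1.61, adjusted p = 0.021). Of 37 genes of extracellular matrix and epithelial-mesenchymal transition, 1 was higher, *Serpinh1* (ENSMUSG00000070436, chromosome 7, 99345375–99353239) (1.29, adjusted p = 0.023), and 1 was lower, *Ccn1* (ENSMUSG00000028195, chromosome 3, 145646971–145649985) (-2.04, adjusted p = 0.031). *Col18a1* (ENSMUSG00000001435, chromosome 10, 77052178–77166530), a basement membrane gene, was higher by 2.37 (adjusted p = 3.2e-04), as were 3 of 18 genes of that list in all (7 adjusted over the list alone). *Fbl*, *Grwd1*, *Psmc4*, *Serpinh1* and *Ccn1* were not called without SuHxPVP replicate 1 (1.31, 1.48, 0.91, 1.08 and -2.21) or SuHxPVP replicate 2 (1.31, 1.75, 0.93, 1.47 and -1.87), and *Grwd1*, *Psmc4* and *Ccn1* not without WT replicate 2 (1.49, 0.81 and -0.89). Camera called the p53 (adjusted p = 6.8e-15), MYC (adjusted p = 8.0e-08), basement membrane (adjusted p = 3.0e-04) and mTORC1 lists (adjusted p = 0.0028) higher, and not that of extracellular matrix (adjusted p = 0.18). Of these the p53 list alone held with an estimated correlation (adjusted p = 0.035 with an estimated correlation), and with libraries thinned to the smallest the mTORC1 list was not called (adjusted p = 0.52). The lists were drawn up for these pathways and are not the Hallmark sets.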

GSEA indicated that SuHx increased MTORC1, P53, Myc targets, epithelial-mesenchymal transition, and other GSEA Hallmark pathways (Figure 7B). In contrast, using the same criteria, only 55 genes upregulated in SuHx mice were inhibited in SuHx mice treated with T-5224. 

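*Cyp1a1* was at 2543 CPM in ECs of the SuHxT-5224 mouse, against 2932 and 2188 in the SuHxPVP mice. *Gdf15* was at 104 CPM against 209 and 118, and *Hspa1b* at 37.5 against 58.2 and 91.6. *Edn1* was at 446 CPM against 301 and 416 (log2 fold change 0.31, standard error 0.28, adjusted p = 1 from edgeR's quasi-likelihood test), and *Rgcc* had a log2 fold change of -0.69 (standard error 0.35, adjusted p = 1). Of 11480 genes, 0 were called higher or lower in SuHxT-5224 than in SuHxPVP ECs, and thus 0 of the 149 genes higher with SuHx. At an unadjusted p under 0.05 edgeR gave 156 genes, fewer than 5% of those tested, and DESeq2 gave 35 and called 0. Without a low-count filter edgeR called 6 higher and 3 lower, and with only the 2 groups compared it called 7 and 3. Of 32 mTORC1 genes, 11 were positive, with a median of -0.12 (camera adjusted p = 0.0037, lower), and of 27 p53 targets 6 were, with a median of -0.14 (camera adjusted p = 0.018, lower). MYC targets (camera adjusted p = 0.096) and genes of extracellular matrix and epithelial-mesenchymal transition (camera adjusted p = 0.58) were not called. Neither call held with an estimated correlation (adjusted p = 0.55 and adjusted p = 0.41 with an estimated correlation), and 0 genes of these lists were called alone or when adjusted over the list alone. Markers of heart muscle were lower in the same comparison (camera adjusted p = 4.6e-13) and neutrophil markers higher (camera adjusted p = 6.0e-06), RNA that ECs do not make, but neither with an estimated correlation (adjusted p = 0.41 and 0.27). The SuHxT-5224 group holds a single mouse.

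**Figure D3:**
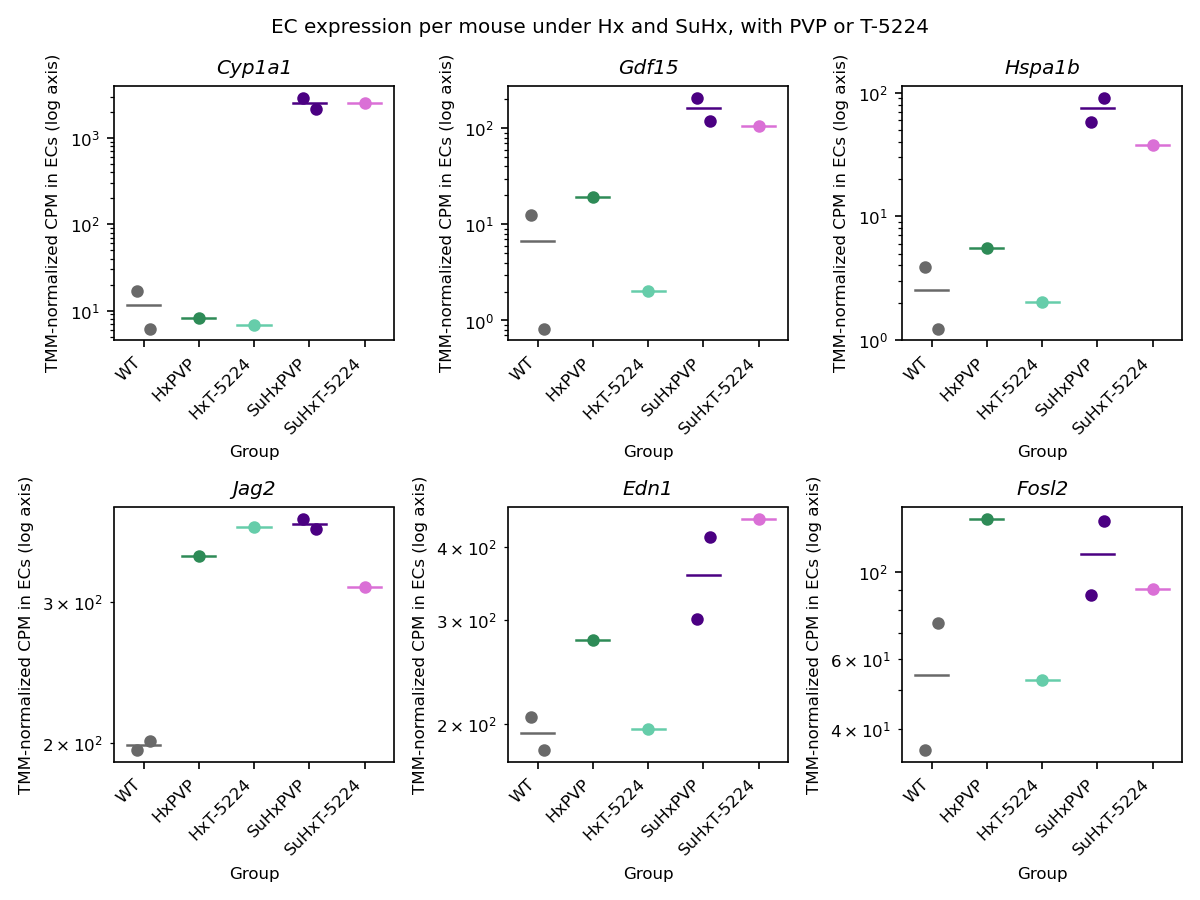
TMM-normalized CPM (log axis) in ECs of *Cyp1a1*, *Gdf15*, *Hspa1b*, *Jag2*, *Edn1* and *Fosl2* per mouse (points; lines are means) in WT (n = 2), HxPVP (n = 1), HxT-5224 (n = 1), SuHxPVP (n = 2) and SuHxT-5224 (n = 1) lungs. *Cyp1a1* lies between 2188 and 2932 with SuHx, with or without T-5224, and at 16.9 or lower in all other mice.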

Although this suggested that T-5224 had a relatively modest effect on EC gene expression, the pathways affected by T-5224 strongly overlapped, downregulating the same 4 top pathways upregulated by SuHx (Figure 7C). These observations suggest that T-5224 partially reverses the molecular changes in ECs induced by SuHx.

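*Fosl2* had a log2 fold change of -0.83 with T-5224 over the Hx and SuHx mice together (standard error 0.33, adjusted p = 1 from edgeR's quasi-likelihood test), and *Rgcc* one of -1.13 (standard error 0.26, adjusted p = 1), called without a low-count filter alone (-1.13). With SuHx alone, the log2 fold change of *Fosl2* was -0.31, and 0.048 without SuHxPVP replicate 2, so that the fall rests mainly on the Hx mice. In ECs under Hx, *Fosl2* reached 53.1 CPM in the HxT-5224 mouse (95% Poisson interval 42.0 to 66.2) and 136 in the HxPVP mouse (interval 111 to 166), and *Rgcc* reached 78.0 CPM in the HxT-5224 mouse (95% Poisson interval 64.4 to 93.5) and 234 in the HxPVP mouse (interval 199.9 to 272). *Csrnp1* (ENSMUSG00000032515, chromosome 9, 119971163–119984742), an immediate early gene, was at 97.5 and 385 CPM, and *Edn1* was at 196 and 278. Over all cells and without TMM, *Fosl2* was at 123 and 216 CPM. It was also lower in fibroblasts (106 and 243.5) and smooth muscle cells (128 and 520), but not in dendritic (79.9 and 75.4) or mesothelial cells (374 and 67.0). A difference shared by many cells of these 2 libraries is thus not excluded. The neutrophil genes *Csf3r* (72.6 and 161 CPM) and *S100a8* (59.8 and 113) were lower in the same EC sums, neutrophils made up 3.86% and 7.88% of the 2 lungs, and those of the HxPVP mouse had *Fosl2* at 770.4 CPM, so that neutrophil RNA is not excluded as a source of the difference, though the neutrophil list was not called for T-5224 over both settings (camera adjusted p = 0.80). The intervals cover counting error only, since each group is 1 mouse, and 0 genes were called for T-5224 over both settings, with 320 at an unadjusted p under 0.05 and 1 called by DESeq2. Of 21 immediate early and heat shock genes, 2 were positive with T-5224, with a median of -0.77 (0 higher and 3 lower adjusted over the list alone, camera adjusted p = 5.7e-16). The list of AP-1 genes was lower as well (camera adjusted p = 1.7e-09), as was that of p53 targets (camera adjusted p = 7.3e-06), and none held with an estimated correlation (adjusted p = 0.23 to 0.32). Immediate early genes also answer to the handling of tissue, and the HxPVP, HxT-5224 and SuHxT-5224 groups hold 1 mouse each. An effect of T-5224 on these lists therefore cannot be told apart from a difference between single libraries. Of the 149 genes higher with SuHx, 26.2% had a positive log2 fold change with T-5224, and their median was -0.20. Since the SuHxPVP mice enter both comparisons, genes called on them tend to be lower in any other mouse. In 100 simulated sets without an effect of T-5224 or of SuHx, the share was 14.1% and the median -0.41. Genes picked in those sets are spread alone, so that these values may overstate the fall to be reckoned with. Across genes, the covariance was -0.109 against -0.0801 in the simulated sets, while r was -0.326 against -0.425. The 2 measures point opposite ways, and as the simulated sets lack the changes of SuHx, neither decides. Part of the excess may come from the shared controls. With genes called on SuHxPVP replicate 1 alone and T-5224 compared with replicate 2 alone, 24 of 40 were negative (median -0.15), and with the replicates exchanged 34 of 62 were (median -0.07). From the pathways shared by both comparisons, the paper proposes that T-5224 partially reverses the changes that SuHx induces in ECs.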

### Overlapping EC genes between Fosl2^tg^ and SuHx.

Since we would anticipate that the SuHx model might be less dependent on AP-1 than the *Fosl2^tg^* model, we examined the relationship between the SuHx and *Fosl2^tg^* models and compared both with SSc-ILD-PAH. Upregulated genes in ECs from SuHx mice (*P*_adj_ < 0.05 and log_2_FC > 0.25; 1,610 genes) largely overlapped 479 genes (hypergeometric *P* value: 2.36 × 10^–28^) upregulated in ECs from *Fosl2^tg^* mice (*P*_adj_ < 0.05 and log_2_FC > 0.25; 1,947 genes). However, there were also significant differences in gene expression comparing the 2 models (Figure 7D).

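*Akr1b8* was called higher in ECs of both models, with a log2 fold change of 3.16 in SuHxPVP ECs (standard error 0.42, adjusted p = 0.0011 from edgeR's quasi-likelihood test). *Cx3cl1* was lower in both, at -1.97 in SuHxPVP ECs (adjusted p = 0.012 from the same test), though not without SuHxPVP replicate 2 (-1.53). *Hilpda* (ENSMUSG00000043421, chromosome 6, 29272488–29275449), a HIF target gene, was lower too (-1.51 in *Fosl2 tg* and -2.06 in SuHxPVP ECs). In all, 26 EC genes were called higher in both models, of 835 in *Fosl2 tg* and 149 in SuHxPVP mice, and 67 were called lower in both. *Dll4* moved apart, being higher in *Fosl2 tg* ECs and lower in SuHxPVP ECs, as did *Iigp1* (-1.24 in SuHxPVP ECs, adjusted p = 0.035), which was not called there without WT replicate 2 (-1.05), SuHxPVP replicate 1 (-1.40) or SuHxPVP replicate 2 (-1.06). Such opposite calls were made for 7 genes higher and 8 lower in *Fosl2 tg* ECs. Independent lists would share 10.8 higher and 15.1 lower genes, and lists of these lengths cut from simulated sets that share only the WT mice shared medians of 61 and 58. Of the 835 genes, 64.7% were positive in SuHxPVP ECs, against a median of 80.6% in the simulated sets. Across genes, the covariance of the log2 fold changes was 0.247 against 0.0716 in the simulated sets, at r = 0.266 against 0.326. The shared higher genes, the positive share and r lay below the simulated values, while the shared lower genes and the covariance lay above them. As no group was changed in the simulated sets, their lists are made of spread, so that values below theirs do not show a low overlap. At the threshold of the calls, the simulated sets shared at most 1 higher and 2 lower genes, but sets without a change also hold few calls. Part of the excess over independent lists may come from the shared controls. The number higher in both was 35 without WT replicate 2, 113 without WT replicate 3, 15 and 16 without *Fosl2 tg* replicate 1 and 2, and 8 and 5 without SuHxPVP replicate 1 and 2. The MYC target list was called higher by camera in both models but in neither with an estimated correlation (adjusted p = 0.47 in *Fosl2 tg* and 0.33 in SuHxPVP ECs), and that of p53 targets was called in SuHxPVP ECs but not in *Fosl2 tg* ECs (adjusted p = 0.24), a difference not tested between the models.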

### Overlapping genes between Fosl2tg, SuHx, and SSc-ILD-PH.

Reasoning that genes consistently regulated in PAH models are more likely key to pathogenesis, we compared EC genes regulated in these 2 models with SSc-ILD-PAH. Both models showed strong, highly significant overlap with altered gene expression in SSc-ILD-PH versus healthy control lung ECs: 104 genes overlapped between the 2 models and SSc-ILD-PH (Monte Carlo simulation *P* = 0.0013, Supplemental Table 15). Both models in parallel with SSc-ILD-PH showed upregulated expression of *Edn1*, *Jam2*, *Jag2*, *Pdgfd*, and *Fosl2*. 

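In SuHxPVP ECs, *Edn1* reached 359 ± 81.0 CPM (SD, n = 2 mice), a log2 fold change of 0.90 against WT (standard error 0.24, adjusted p = 0.062 from edgeR's quasi-likelihood test). *Jag2* reached 375 ± 7.65 CPM against 199 ± 3.89 in WT ECs (log2 fold change 0.92, standard error 0.35, adjusted p = 0.20 from the same test), and *Fosl2* reached 111 ± 33.5 (log2 fold change 1.03, standard error 0.34, adjusted p = 0.13 from the same test). *Pdgfd* and *Jam2* (ENSMUSG00000053062, chromosome 16, 84774123–84826380), which encodes a junctional adhesion molecule, were at 145 ± 52.8 and 251 ± 7.33 CPM, with log2 fold changes of 0.01 (standard error 0.30, adjusted p = 1.00) and 0.04 (standard error 0.26, adjusted p = 0.96). None of the 5 genes was called in SuHxPVP ECs. *Edn1* was called there with cells of at least 100 genes (1.01) or without a low-count filter (0.90), and *Jag2* (0.91) and *Fosl2* (1.03) without that filter, and *Fosl2* was also called without WT replicate 3 (1.67). *Pdgfd* was negative without WT replicate 3 (-0.30) and without SuHxPVP replicate 1 (-0.41), and *Jam2* without WT replicate 3 (-0.15). In *Fosl2 tg* ECs, *Jam2* reached 448 ± 159 CPM against 244 ± 48.0 in WT ECs (log2 fold change 0.84, standard error 0.27, adjusted p = 0.0502 from the same test), and was called without WT replicate 2 (1.06). Within the Hx and SuHx set, with WT replicate 3 as the only control, *Edn1* and *Jag2* were not called either.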

Even more genes in each model showed highly significant overlap with SSc-ILD-PH versus healthy controls (231 genes discretely upregulated in SuHx and 235 genes discretely upregulated in *Fosl2^tg^* mice compared with WT), suggesting significant differences between the way these models affect pulmonary vascular disease.

To minimize challenges related to multiple comparisons, we selected 4 genes upregulated in *Fosl2^tg^* SuHx mice and SSc-ILD-PH (Supplemental Table 15) based on their roles in vascular biology, *Edn1*, *Pdgfd*, *Jag2,* and *Jam2*, and examined the relationship between their expression and the pretransplant mean pulmonary artery pressure of the lung explants. Of these genes, only *Jag2* showed a trend toward correlating with the patient mean pulmonary artery pressure (*r* = 0.61, nominal *P* value = 0.08).

### Hypoxia-regulated genes differ from Fosl2^tg^-regulated EC genes.

To test the role of hypoxia in *Fosl2^tg^* mice, we compared EC gene expression in *Fosl2^tg^* lungs showing minimal fibrosis with mice treated with hypoxia. Prefibrotic *Fosl2^tg^* mice did not show a significant GSEA Hallmark hypoxia pathway or significant hypergeometric overlap in gene expression with Hx-treated mice, whereas Hx-treated mice did show the Hallmark hypoxic pathway (Supplemental Table 17). Collectively, these studies do not support hypoxia as the main driver of altered EC gene expression in *Fosl2^tg^* mice early in the disease. In addition, we did not see evidence in ChomeVAR or ChromBPNet for altered HIF1a binding (data not shown). However, a subset of genes regulated in SSc-ILD-PH strongly overlapped with EC genes regulated in Hx-treated mice (Supplemental Table 16, 37 upregulated and 35 downregulated genes, *P*_adj_ < 0.05, log_2_FC > |0.25|, hypergeometric *P* value: 3.2 × 10^–21^).

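*Ndrg1* (ENSMUSG00000005125, chromosome 15, 66929318–66969641), a HIF target gene, was higher in ECs of the HxPVP mouse than in WT ECs, at 181 against 40.9 ± 1.21 CPM (SD, n = 2 mice, log2 fold change 2.15, standard error 0.32, adjusted p = 0.012 from edgeR's quasi-likelihood test). *Ddit4* (ENSMUSG00000020108, chromosome 10, 59949675–59951770) and *Bnip3* (ENSMUSG00000078566, chromosome 7, 138890836–138909506), also HIF targets, had log2 fold changes of 2.61 (standard error 0.53, adjusted p = 0.058) and 2.08 (standard error 0.49, adjusted p = 0.12) and were not called. *Ddit4* was called by DESeq2 (2.62), without WT replicate 2 (1.92) and without WT replicate 3 (4.08), and *Bnip3* without a low-count filter (2.06). Of 29 HIF targets, 1 was higher and 0 lower (4 and 1 adjusted over the list alone), with a median of 0.10 and a mean of -0.13 (camera adjusted p = 0.081, on the side of the median). In *Fosl2 tg* ECs, 2 HIF targets were higher and 1 lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.93), with *Ankrd37* (ENSMUSG00000050914, chromosome 8, 45996908–46000414) at 2.97 and *Egln3* (ENSMUSG00000035105, chromosome 12, 54178981–54203874) at 4.11 (adjusted p = 0.0015 and 0.019 from the same test). Of 11480 genes, 32 were higher and 6 lower in HxPVP ECs, with 37 and 9 without WT replicate 2 and 195 and 327 without WT replicate 3, and all 38 lay outside the range of the WT mice, as did 73.8% of tested genes. *Rgcc* was among them (2.50, adjusted p = 0.0043), as were *Nfkbia* (ENSMUSG00000021025, chromosome 12, 55489409–55492647) (1.71, adjusted p = 0.014) and *Tnfaip3* (ENSMUSG00000019850, chromosome 10, 19000910–19015410) (1.85, adjusted p = 0.018), which NF-κB induces. The neutrophil genes *Csf3r* (ENSMUSG00000028859, chromosome 4, 126023441–126044975) (4.00) and *S100a8* (ENSMUSG00000056054, chromosome 3, 90669071–90670034) (3.63) were higher as well, with 4 of 8 neutrophil markers (camera adjusted p = 3.8e-30, and adjusted p = 0.012 with an estimated correlation), in a lung with 7.88% neutrophils against 0.672% ± 0.223 in WT lungs. With *Fosl2 tg* ECs, HxPVP ECs shared 6 higher and 6 lower genes, where independent lists would share 2.33 and 0.553 and simulated lists of these lengths medians of 13.5 and 2, and 4 genes lower in *Fosl2 tg* were higher in HxPVP ECs. Without WT replicate 3 they shared 56 higher and 256 lower genes. Of the 835 genes higher in *Fosl2 tg* ECs, 71.4% were positive under Hx, against 71.3% in simulated sets that share only the WT mice, and the covariance across genes was 0.398 against 0.0743. The shared higher genes lay below the simulated median, which does not show a low overlap, as no group was changed in the simulated sets. Part of the excess in lower genes and covariance may come from the shared controls. The HxPVP group is 1 mouse, whose variance is assumed.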

### Elucidating the epigenomic landscape of FOSL2-overexpressing primary ECs.

To evaluate the effects of *FOSL2* overexpression on primary vascular ECs, we isolated ECs from healthy control human lungs that were declined for transplantation (*n* = 2). To investigate the regulation of EC chromatin accessibility by *FOSL2*, we examined changes in lung ECs upon *AdV-FOSL2* infection using ATAC-Seq. We used ChromBPnet (34) to correct for Tn5 enzyme bias and predict DNA accessibility at base-pair resolution to gain granular insight into the *cis*-elements regulated by *FOSL2* overexpression at single base-pair resolution. We trained separate ChromBPnet models for bulk ATAC data generated from primary control and *AdV-FOSL2*–overexpressing ECs and pseudo-bulk single-cell ATAC data from healthy control and SSc-ILD-PH vascular ECs. Using the ChromBPnet models, we extracted a base-level contribution score of each nucleotide and implemented TF-MoDISco (35) to identify motifs and their associated seqlets (motifs with high absolute attribution scores).

TF-MoDISco identified the *FOS:JUN(AP-1)* motif as exhibiting an increased number of seqlets in *FOSL2*-overexpressing ECs and in SSc-ILD-PH vascular ECs (Figure 8, A and B). We then extracted all the *FOS:JUN(AP-1)* motif seqlets (TGAGTCA) and their respective contribution scores from our ATAC-Seq data and clustered them to find changes in contribution scores between primary control and *FOSL2*-overexpressing ECs and healthy control and SSc-ILD-PH vascular ECs (Figure 8C). Cluster 4 identified genomic regions with the same *FOS:JUN(AP-1)* motif showing increased contribution scores in both SSc-ILD-PH vascular ECs and *FOSL2*-overexpressing primary ECs. This enabled us to identify regions that have similar changes in AP-1 binding due to disease (SSc-ILD-PH) and *FOSL2* overexpression in ECs. Examining genomic regions that had the highest differences in their contribution scores between primary control and *FOSL2*-overexpressing ECs and healthy control and SSc-ILD-PH vascular ECs highlighted regions in the *ETS1*, *BMP4*, *TFEB*, and *ITGA2* genes (Figure 9A). SSc-ILD-PH ECs also showed upregulated expression of these genes (Figure 9A). The GO biological process associated with genes closest to *FOS:JUN(AP-1)* seqlets in cluster 4 pointed to integrin-mediated signaling pathway, regulation of angiogenesis, and extracellular matrix disassembly (Figure 9B).

In addition to these upregulated genes, we looked specifically at *BMPR2* due to its genetic association with familial PAH and its consistently downregulated expression in SSc-ILD-PH and murine models of PAH. We noted 2 adjacent consensus AP-1 motifs showing increased binding in the *BMPR2* first intron and increased binding upon *FOSL2* overexpression, suggesting that FOSL2 might downregulate *BMPR2* and other genes in certain contexts (Supplemental Figure 7).

## Discussion

The origin of and interconnections between vasculopathy, fibrosis, and inflammatory pathways in the lungs of patients with SSc-ILD-PH are not well understood. Our study indicates that *Fosl2* expression in ECs is a key driver in initiating and maintaining vascular pathology in patients with SSc-ILD-PH as well as *Fosl2^tg^* mice.

Machine learning through ChromBPnet provided single-nucleotide resolution of increased AP-1 binding. This provides strong evidence for the importance of these putative enhancers in the transition of healthy ECs to SSc-ILD-PH ECs. Three observations strongly infer that *FOSL2* is driving important aspects of this AP-1 activity and contributing to the altered vascular EC state in human SSc-ILD-PH. First, in silico analysis promotes this TF as both upregulated transcriptionally and associated with increased expression of predicted target genes in human SSc-ILD-PH ECs. Second, ECs from *Fosl2^tg^* mice show upregulated gene expression that parallels upregulated gene expression seen in human SSc-ILD-PH. These genes are mainly involved in blood vessel development and morphogenesis and have an active role in disease progression and vascular remodeling, one of the hallmarks of SSc-ILD-PH pathogenesis. Third, *FOSL2* overexpression in vitro leads to increased binding to most of the same AP-1 elements, showing increased AP-1 binding in single-cell multiome data from patients with SSc-ILD-PH.

It is likely that FOSL2/AP-1 does not act alone to regulate genes in SSc-ILD-PH ECs. Given that some of the seqlets showing increased binding in SSc-ILD-PH did not show increased binding with FOSL2 overexpression and vice versa, it appears that other AP-1–associated proteins and/or regulators of chromatin accessibility affect AP-1 binding in SSc-ILD-PH. *BACH2* shows downregulated expression in all the EC subpopulations and is predicted by SCENIC^+^ to affect the SSc-ILD-PH EC state. As it binds to the same AP-1 consensus sequence, *BACH2* might be affecting AP-1 binding at these sites. Expression of *FOS* is also upregulated in SSc-ILD-PH ECs and predicted to bind to the same consensus element. Although we cannot distinguish the relative importance of FOS versus FOSL2 in binding to these sites, our overexpression data indicate that increased *FOSL2* can lead to increased binding to these sites. In addition, the observed phenotype in *Fosl2* transgenic mice is distinct from the phenotype of *c-Fos* transgenic mice harboring a similar promoter. These mice develop osteosarcomas without reported ILD or PH (36).

SCENIC^+^ analysis infers other TFs that are potentially important in regulating the EC phenotype, such as PPARG, SOX6, and SMAD3. PPARG; SOX17, which binds to an overlapping consensus as SOX6; and SMAD3 have all been implicated in PH. ChromBPnet analysis also indicates increased binding of proteins to consensus elements for ETS family TFs, suggesting that these TFs are important in regulating the EC phenotype, as we recently described in ECs from SSc skin (37). As for AP-1, we have now clearly characterized the altered occupancy of these binding sites, leading the way for more precise identification of the specific TFs regulating the cell states.

Hallmark hypoxia genes were upregulated in ECs in the later fibrotic stage in *Fosl2^tg^* mice but not in the earlier stage of the disease. A significant subset of EC genes in Hx-treated mice were coregulated in and SSc-ILD-PH ECs, consistent with the classification of these patients into group 3 PH. However, even more genes were coregulated when comparing EC genes regulated at the early, prefibrotic stage of *Fosl2tg* with SSc-ILD-PH. In these mice, EC gene expression did not suggest hypoxia as a driving factor. Together these data support both hypoxia-dependent and hypoxia-independent regulation of the EC phenotype in SSc-ILD-PH. Several previous reports support the role of AP-1 in hypoxia. Hypoxia induces cell type–specific AP-1 activity through both JUN and FOS family members (38–40), and Chip-Seq data shows enhanced binding of FOSL2 and JUN in vitro in hypoxic human umbilical vein ECs (41). ATAC-Seq data from HeLa cells infers that hypoxia increases binding to HIF and AP-1 sites. However, the data presented here suggest that FOSL2 is also and perhaps more important in regulating hypoxia-independent pathways mediating EC dysfunction in PH.

Pathway analyses consistently implicated p53 and mTORC1 pathways in *Fosl2tg* and SuHx models and SSc-ILD-PH. p53 regulates apoptosis and controls cell survival and senescence (42). Wang et al. reported increased PAEC p53 in Hx and idiopathic pulmonary arterial hypertension, suggesting that it promotes EC apoptosis (43). However, another study has shown that EC deletion of p53 aggravates SuHx-induced PAH and regulates BMPR2 by inducing TLR3 and downstream IRF3 (44). Although neither p53 nor IRF3 binding was inferred in our SCENIC^+^ analysis, increased IRF1 was detected. Given that IRF1 and IRF3 binding sites are highly homologous, IRF1 eRegulon activity might represent IRF3. Both mTORC1 and mTORC2 have been studied in PAH, although are more strongly implicated in affecting vascular smooth muscle and mesenchyme (45, 46). mTORC1 inhibition with rapamycin alleviates the hypoxia-induced exacerbation of PAH in DP1-KO mice (45). In ECs, mTOR is important in maintaining EC integrity (47), but its role in ECs in PAH less studied. Recent studies have shown that *BMPR2* transcription is regulated by SIN3 as a coactivator and corepressor of gene expression (48). Although Sin3 has been shown to regulate AP-1 activity, there are no current reports directly implicating AP-1 in transcriptional regulation of BMPR2. On the other hand, loss of BMPR2 signaling has been associated with AP-1 activation (49), suggesting that altered BMP signaling might be affecting the inferred change in FOSL2 binding in SSc-ILD-PH.

Other studies show that AP-1 transcriptional regulation is important in vascular remodeling. Dominant negative c-Jun and AP-1 decoy oligonucleotides ameliorate balloon-induced intimal hyperplasia (50, 51). Although these studies focused on smooth muscle cells, decoy oligonucleotides were delivered to all layers of the injured artery, and dramatically increased AP-1 activity was shown by gel retardation (51). Although direct, specific FOSL2 inhibitors are not yet available, it can potentially be targeted by broad AP-1 inhibition as well as by epigenetic modulation. T-5224 blocks AP-1 binding to DNA, whereas ZN444B inhibits HDAC1 deacetylase activity on Sp1, disrupting Sp1 activation of the FOSL2 promoter (52). We did not detect an effect of T-5224, a broad AP-1 inhibitor, on pulmonary artery pressures but detected modest changes in gene expression in T-5224–treated mice, consistent with an inhibitory effect on the SuHx-induced EC phenotype. The lack of an observable effect on pulmonary pressures could be related to the relatively small sample size, insufficient inhibition of *Fosl2,* or coordinate inhibition of other AP-1 family members that might oppose the effect of *Fosl2* inhibition.

Previous studies in *Fosl2^tg^* mice have shown an activation of T cells and their contribution in systemic inflammation due to a reduction in Treg development (22). Few Tregs were detected in the scRNA-Seq study presented here, precluding statistically robust comparisons between *Fosl2tg* and WT mice. As previously reported, T cells in *Fosl2tg* mice show increased expression of Th2 as well as Th17 cytokines, suggesting broad T cell activation. However, altered EC gene expression in *Fosl2tg* mice was similar even in the absence of T and B cells, consistent with the notion that the effect of *Fosl2* on ECs does not depend on T and B cells. Rather the altered EC phenotype likely is at least partially responsible for the striking perivascular T cell accumulation in this model. In the *Fosl2^tg^* mouse strain used here, *Fosl2* expression was only modestly increased in pulmonary macrophages. However, we did see upregulated expression of *SPP1*/osteopontin and Arg in the monocyte/macrophage population, consistent with past observations (12). 

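*Arg1* (ENSMUSG00000019987, chromosome 10, 24915207–24927470), which encodes arginase 1, reached 2180 ± 2028 CPM (SD, n = 2 mice) in macrophages of prefibrotic *Fosl2 tg* mice and 0 ± 0 in WT mice, with a log2 fold change of 13.00 whose size rests on the model's prior count, as WT counts were 0, and which was 11.03 with libraries thinned and 11.47 without *Fosl2 tg* replicate 2 (standard error 1.18, adjusted p = 6.3e-05 from edgeR's quasi-likelihood test, and adjusted p = 0.0999 from DESeq2). *Spp1* (ENSMUSG00000029304, chromosome 5, 104435111–104441053), the osteopontin gene, reached 619 ± 561 CPM in *Fosl2 tg* and 328 ± 58.3 in WT macrophages (log2 fold change 0.94, standard error 0.50, adjusted p = 0.21 from the same test). *Spp1* was called without *Fosl2 tg* replicate 1 (1.64) and without a low-count filter (0.92), and was -0.60 without *Fosl2 tg* replicate 2. *Fosl2* reached 358 ± 108 CPM in *Fosl2 tg* and 375 ± 71.3 in WT macrophages (log2 fold change -0.05, standard error 0.35, adjusted p = 0.94 from the same test), and was 0.15 without WT replicate 3 and 0.23 without *Fosl2 tg* replicate 1. In macrophages of the *Fosl2 tgrag2ko* mice, which carry the same transgene, *Fosl2* reached 766 and 781 CPM, and it was at 456 in the *rag2ko* mouse. *Alox15* (ENSMUSG00000018924, chromosome 11, 70344147–70390538) and *Pdcd1lg2* (ENSMUSG00000016498, chromosome 19, 29410919–29472927), genes of macrophages exposed to IL-4 and IL-13, were higher, with log2 fold changes of 8.76 (adjusted p = 0.0016) and 9.67 (adjusted p = 9.2e-05), though *Alox15* was not called by DESeq2 and both had 0 counts in WT mice, so that these sizes rest on the prior count too. Of 10112 genes, 804 were higher and 961 lower in *Fosl2 tg* macrophages, with 717 and 779 without *Fosl2 tg* replicate 1, 141 and 160 without *Fosl2 tg* replicate 2, 723 and 890 without WT replicate 2 and 970 and 1264 without WT replicate 3. Macrophages came mostly from a cluster of alveolar macrophages in WT mice, and one that stood apart by *Arg1* itself held 321 of 475 macrophages of *Fosl2 tg* replicate 2, 55 of 261 of *Fosl2 tg* replicate 1 and 0 of the WT mice.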

Although the relationship between fibrosis and vascular pathology remains uncertain in SSc-ILD-PH, collectively, our data suggest that altered EC gene expression may drive not only the vasculopathy but also contribute to the inflammation observed in *Fosl2^tg^* mice and SSc-ILD-PH lungs.

Our most exciting observations take advantage of the machine learning algorithm ChomBPNet. Although it clearly discovers important consensus binding elements de novo at base-pair resolution, it remains uncertain why HIF sites are not identified as showing increased binding in SSc-ILD-PH. Perhaps HIF is not triggered or only triggered transiently by the relatively preserved O^2^ tension in SSc-ILD-PH lungs compared with in vitro experimental systems. Chronic hypoxia in many studies shows differences from acute hypoxia where HIF proteins have been most studied. Although we cannot exclude some predisposition for ChromBPNet in its detection of binding, perhaps related to the affinity of the TF, HIF binding sites were also not detected as upregulated in chromVAR, which does not depend on this algorithm and looks for known binding elements. It does not appear to be an issue with the ability for ATAC-Seq to detect HIF binding elements, as ATAC-Seq has detected HIF binding motifs in hypoxic HeLa cells (53). Thus, our data strongly point to a more important role of AP-1 family and other TFs in SSc-ILD-PH.

In summary, our study shows remarkable alterations in binding to AP-1 *cis-*elements in ECs from patients with SSc-ILD-PH who have group 3 PH and strongly implicates *FOSL2* in the EC dysfunction that leads to pulmonary vascular disease in both *Fosl2tg* mice and in patients with SSc-ILD-PH.

## Methods

### Sex as a biological variable.

Our study examined male and female healthy control donors and SSc-ILD-PH lung samples. Similar findings were reported for both sexes, and sex was not considered as a biological variable.

### Tissue processing and cell culture.

Explanted lung tissues were finely minced and digested for 1 hour in a mix of 1 mg/mL Liberase DL (Roche, 05466202001) and DNase I (Sigma-Aldrich, D5025) at 37°C with occasional agitation. The digested tissue was filtered, centrifuged, and washed with 2% FBS in 1× PBS. Pulmonary microvascular ECs were isolated using the CD31 MicroBead kit (Miltenyi Biotec, 130-091-935) according to the manufacturer’s instructions and cultured in EGM-2MV (Lonza, CC-3202) with 1% antibiotic-antimycotic (Gibco, 15240062).

### Adenoviral infection.

Ready-to-use genetically modified recombinant adenovirus (DE1/E3) was purchased from Vector Biolabs. The *FOSL2* transgene overexpression was driven by a CMV promoter. Primary ECs were infected by viruses at MOI of 1,000 for 4 hours. Cell culture medium was then changed and cells were cultured for an additional 44 hours. The expression of *FOSL2* transgene in the transduced primary ECs was assayed using RNA-Seq and qPCR 48 hours after infection.

### Histology of mouse lungs.

Frozen mouse lungs were obtained in-house. WT (*Fosl-2^wt^*) littermates were used as controls. To generate *Fosl-2^tg^* mice, a vector containing the murine *Fosl-2* gene (exons 1 to 4, corresponding introns, and truncated untranslated regions under the control of the MHCI promotor H2Kb) were randomly inserted into the genome (54).

The lung tissue was fixed with 10% neutral buffered formalin for 48–72 hours and then paraffin embedded. Next, 5 μm thick sections were cut and baked at 65°C for 45 minutes to adhere the section. The sections were deparaffinized, rehydrated, and stained with H&E.

### scRNA-Seq processing and data analysis.

Lungs from 3 WT and 3 *Fosl2^tg^* mice were digested using the mouse muscle kit (Miltenyi Biotec, 130-098-205). Samples were processed with 10x Genomics Chromium Single Cell 3′ v1.3 reagents as per the manufacturer’s protocol. The libraries were sequenced using the Illumina NovaSeq 6000 platform. Raw data were demultiplexed using Cell Ranger’s mkfastq function and aligned to the mm10 reference genome. Downstream data processing was performed with the R package Seurat v4.1.1. Potential doublets were predicted by the R package DoubletFinder (55) v2.0.3 and removed. Cells expressing less than 200 genes or more than 15% mitochondrial counts were excluded from further analysis. Gene expression matrix was normalized and scaled using NormalizeData and ScaleD atafunctions in Seurat, followed by dimensionality reduction using principal component analysis (PCA). A K-nearest neighbor graph was constructed using FindNeighbors function in Seurat. Cells were clustered with the Louvain algorithm, as implemented in FindClusters function. Cluster-specific markers were generated using the FindAllMarkers function, and cell identities were assigned based on extensive literature search of genes widely used. Clusters with low UMI counts and no known cell type–specific markers were considered low quality and removed.

### Murine Su-hx.

Male C57BL/6J mice (The Jackson Laboratory, stock number 000664) were injected with Sugen (SU5416) 20 mg/kg or left untreated (controls) and placed in 10% oxygen or left at room air (controls). At days 8–21, the experimental group was treated with T-5224 30 mg/kg or vehicle control (PVP) for 10 days daily by oral gavage. At 21 days, mice underwent right heart catheterization and were euthanized, and then lungs were fixed in formalin, and single-cell gene expression was analyzed by FLEX scRNA-Seq (10x Genomics).

### Bulk ATAC-Seq processing and data analysis.

ATAC-Seq libraries were prepared as described by Omni-ATAC (56). First, 50,000 fresh primary ECs were pelleted and washed with 1× PBS and 50 μL of chilled lysis buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP40, 0.1% Tween-20, and 0.01% Digitonin). Next, nuclei were pelleted at 500*g* for 10 minutes at 4^o^C and resuspended in 50 μL of transposition mix containing 1× TD buffer and 100 nM transposase (Illumina Tagment DNA enzyme and buffer small kit, 20034197) to tagment open chromatin. The reaction was incubated at 37°C for 30 minutes at 1,000 rpm on an orbital shaker. Tagmented DNA was purified using DNA Clean and Concentrator-5 kit (Zymo, D4014) and amplified 5–11 cycles using NEBNext 2× MasterMix (New England BioLabs, M0541S). The cycle number for further amplification was determined using a test qPCR. ATAC-Seq libraries were then purified using the Zymo DNA Clean and Concentrator-5 kit and quantified using KAPA library quantification kit (Roche, KK4854). The libraries were paired-end sequenced on the NovaSeq 6000 platform at a depth of 50 million reads per sample. Quality control on the raw reads was carried out using fastqc, and the sequences were aligned to human hg38 reference using Bowtie2 (57). Peaks were called using MACS2 (58), and differential accessible regions were quantified using DiffBind (59) with default parameters.

### Single-cell multiome sequencing nuclei isolation and data analysis.

Lung tissues were dissociated as previously described (17), and transposition of nuclei and library preparation were carried out as per the Chromium Next GEM Single Cell Multiome ATAC + Gene Expression kit protocol (10x Genomics, 1000283). The libraries were sequenced using the Illumina NovaSeq 6000 platform. Raw sequenced data were converted to fastq format using CellRanger’s mkfastq function, and the reads were aligned to GRCh38 (hg38) reference.

Cells with ATAC reads of 100,000 or more or 1,000 or less, RNA reads of 50,000 or greater, ratio of mononucleosomal to nucleosome-free fragments of 2 or higher, TSS enrichment score of 1 or less, or percentage of mitochondrial transcripts of 25% or higher were removed. Peak calling was performed on all filtered cells using MACS2, as implemented in Signac’s CallPeaks function. Gene expression data were log-normalized and scaled using Seurat’s NormalizeData and ScaleData functions. PCA was performed with Seurat’s RunPCA function using variable features determined with Seurat’s FindVariableFeatures function. Term frequency-inverse document frequency (TF-IDF) normalization and singular value decomposition (SVD) were performed on the DNA accessibility data using Signac’s RunTFIDF and RunSVD functions. Harmony (15) was run on the PCA and SVD embeddings separately to correct batch effects between samples. A joint neighbor graph was built with the Harmony embeddings of the gene expression and DNA accessibility count matrices using Signac’s FindMultiModalNeighbors function. Visualization and clustering were performed using Signac’s RunUMAP and FindClusters functions. Cell-type identities were determined using cluster-specific gene markers generated with the FindMarkers function in Seurat. Clusters with a high percentage of mitochondrial transcripts and low RNA and ATAC counts were considered low-quality. Peak calling was performed again on each individual cluster using MACS2, as implemented in Signac’s CallPeaks function. The resulting peak matrix was used subsequently for GRN analysis.

For reclustering of endothelial and mesenchymal clusters, we subsetted the following clusters: 1-Venous Endothelial, 3-Adventitial Fibroblast, 8-Arterial/Capillary Endothelial, 9-Myofibroblast/Interstitial Fibroblast, 11-Lymphatic Endothelial, 15-Smooth Muscle/Pericyte, 21-Endothelial_SC525, and 23-Endothelial_SC527, and performed normalization, dimensionality reduction, batch effect removal, weighted nearest-neighbor graph construction, and clustering and cell-type annotation as described above. Clusters expressing gene markers for 2 or more cell types were excluded from downstream analysis. Motif activity scores were calculated using chromVAR (19), as implemented in Signac’s RunChromVAR function. To identify motifs enriched in SSc vascular ECs, the Wilcoxon rank-sum test was performed on motif activity scores in SSc and healthy control vascular ECs using Seurat’s FindMarkers function.

### Construction of GRNs using SCENIC^+^.

RNA and ATAC count matrix for ECs were subsetted for GRN analysis. Latent Dirichlet allocation models were run on the subsetted ATAC count matrix using pycisTopic (60) to optimize region-topic and topic-cell probability distributions. A model of 60 topics was selected. Binarized region-topic probabilities and differentially accessible regions for each previously identified endothelial and mesenchymal subpopulation were used to infer candidate enhancer regions. Motif enrichment analysis was performed on the candidate enhancer regions using pycistarget with cistarget’s precomputed motif score database (retrieved from https://resources.aertslab.org/cistarget/). Enhancer-driven GRNs (eGRNs) were built using SCENIC^+^ (20). Briefly, target regions of each TF derived from the motif enrichment analysis were extracted to create cistromes. Region-gene and TF-gene relationships were assessed using Gradient Boost Machines. eRegulons (TF-region-gene triplets) were generated using target regions of a TF and genes associated with these regions. The target genes were further filtered based on TF-gene relationships using GSEA. Only eRegulons showing positive region-to-gene correlation were retained. Extended eRegulons were kept only if there was not an available direct eRegulon. Enrichment scores of target regions and target genes were calculated for each eRegulon as AUC at 5% of the ranking. Target region enrichment scores for each cell in the vascular EC cluster were used as input for clustering with Seurat. Briefly, enrichment scores were log-normalized and scaled as previously described. Dimensionality reduction with PCA was performed, followed by correction of sample-wise batch effects with Harmony and visualization with UMAP. Correlations between TF expression and eRegulon target region enrichment scores were assessed to identify high-quality eRegulons. To minimize noise, pseudo-bulks comprising 5 cells sampled from each cell type in SSc or control lungs were generated and used to recalculate eRegulon enrichment scores. eRegulons with correlation coefficients greater than 0.5 or less than –0.5 were retained. Differential expression analysis of target genes was performed using a Wilcoxon rank-sum test as implemented in Seurat’s FindMarkers function. Differential accessibility analysis of target regions was also performed using Seurat’s FindMarkers function (method = LR, latent variable = nCount_peaks_cluster).

### In silico perturbation of genes using CellOracle.

Single-cell ATAC-Seq count matrix for ECs was used as an input to build a base GRN. Using Cicero’s (61) make_cicero_cds function, the *cis*-regulatory or co-accessible pairs of DNA interactions from the single-cell ATAC-Seq peaks were identified. The human hg38 genome was used as a reference gene. The DNA sequences in the peaks were then scanned for TF motif binding using gimme.vertebrate.v5.0 database (62). *Cis*-regulatory peaks with a motif score less than 10 were filtered out, and a base GRN was constructed. scRNA-Seq data from ECs was filtered to remove nonvariable genes, and the top 3,000 variable genes were used for further analysis. ECs were grouped based on health status (healthy or SSc-ILD-PH). Health status–specific GRNs were constructed using CellOracle’s get_links function. To infer these GRNs, a Bayesian ridge regression model was used to provide network edge strength as a distribution. The edges were then filtered on *P* value less than 0.001 to remove weak and uncertain network edges, and the top 2,000 edges for each GRN were picked. The calculated GRN was then used for constructing a predictive model that can be used for perturbation simulations. For KO simulations, the gene expression was set to 0 and for overexpression simulations, the gene expression was set to 1.5 times the maximum gene expression.

### Pseudo-bulk single-cell ATAC-Seq file generation.

Fragment files containing the position of the Tn5 integration site along with the cell barcodes for ECs were extracted from the single-cell multiome experiment using Signac. Single-cell ATAC-Seq BAM files for ECs were subsetted from the entire single-cell multiome dataset using Sinto’s filterbarcodes -b function on the fragment file (https://timoast.github.io/sinto). Peak files were generated on the bam file using MACS2.

### ChromBPNet model training and contribution score generation.

To generate a Tn5 bias model using each sample’s IDR reproducible ATAC-Seq peak file, the chrombpnet bias pipeline function was used with default parameters. Bias model performance was assessed using pearsonr in peaks greater than –0.3, pearsonr in non-peaks greater than 0, and a higher median normalized Jensen Shannon Divergence score. The motifs generated from the Tn5 bias model resembled the Tn5 bias enzyme motif. Using the trained Tn5 bias model, a bias factorized ChromBPNet model was trained using the chrombpnet pipeline function with default parameters. The performance of the ChromBPNet model was assessed using pearsonr in peaks greater than 0.5, a lower mean squared error, and a higher median normalized Jensen Shannon Divergence score. Motifs generated from the ChromBPNet model did not resemble the Tn5 bias enzyme motif. This indicates that the ChromBPNet model was corrected for Tn5 bias. Contribution score bigwigs were generated using chrombpnet contribs_bw function on the counts head generated from the trained ChromBPNet model.

### Clustering of contribution scores and heatmap generation.

The outputs of the contribution count scores were converted to bedGraph files using UCSC Genome Browser’s bigWigToBedGraph function, and the bedGraph files were intersected with the original ATAC peak files generated using BEDTools (63). To identify TF binding sites from ATAC-Seq data, peaks were called on the intersected bedGraph file using MACS3 callpeak function with default parameters. The peaks were then intersected with JASPAR motif coordinates, and the contribution score for each nucleotide was extracted. K-means clustering of the peaks was carried out using the deepTools (64) computematrix and plotheatmap functions with default parameters.

### Statistics.

*P* values for differentially expressed genes were adjusted (*P*_adj_) using a Bonferroni correction by Seurat and considered significant for an adjusted *P* value less than 0.05. Hypergeometric comparisons between gene lists and Monte Carlo simulations were considered significant if *P* was less than 0.05.

### Study approval.

The University of Pittsburgh IRB approved procedures involving human samples. All animal studies were approved by the IACUC of the University of Pittsburgh and were conducted in accordance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and applicable institutional guidelines.

### Data availability.

The human multiome data are deposited in the NCBI’s Gene Expression Omnibus (GEO GSE302151). The murine scRNA-Seq data are deposited in GEO (GSE314055). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

RB and YZ contributed equally to this work. RB, YZ, SYC, and RL conceived and designed the study. RB, YZ, MT, and YT performed experiments and generated data. PHG, YZ, RB, JF, JD, AMG, TT, MH, and HS contributed to computational and bioinformatic analyses. SYC and EV provided human samples and clinical expertise. YT, MT, FR, EP, AH, OD, GK, and SYC contributed to mouse studies and data interpretation. RB, YZ, and RL analyzed the data and wrote the manuscript. All authors contributed to editing the manuscript and approved the final version.

## Conflict of interest

RL reports grants from Bristol-Myers Squibb, Formation, Moderna, Regeneron, and Pfizer. RL served or serves as a consultant with AbbVie, Mediar Therapeutics, Bristol-Myers Squibb, Formation, Thirona Bio, Sanofi, Boehringer-Ingelheim, Merck, Genentech/Roche, EMD Serono, Morphic, Third Rock Ventures, Bain Capital, and Zag Bio. RL sits on an independent data safety monitoring committees for Advarra/GSK and Genentech. RL holds stock in and is president of Modumac Therapeutics Inc. SYC has served as a consultant for Merck, Janssen, and United Therapeutics. SYC is a director, officer, and shareholder in Synhale Therapeutics and Amlysion Therapeutics. SYC holds research grants from United Therapeutics, Bayer, and WoodNext Foundation. SYC has filed patent applications regarding the targeting of metabolism and inflammation in pulmonary hypertension (US 10,925,869 B2; US20250295657 A1; PCT/US2015/029286; PCT/US2018/062013; PCT/US2020/059969; PCT/US2021/058511).

## Funding support

This work is the result of NIH funding, in whole or in part, and is subject to the NIH Public Access Policy. Through acceptance of this federal funding, the NIH has been given a right to make the work publicly available in PubMed Central.

- NIH (National Institute of Arthritis and Musculoskeletal and Skin Diseases grant 1P50AR080612).
- NIH grants R01 HL124021 and HL151228 as well as a WoodNext Foundation grant (to SYC).

## Supplementary Material

Supplemental data

Supplemental tables 1-17

Supporting data values

## Figures and Tables

**Figure 1:**
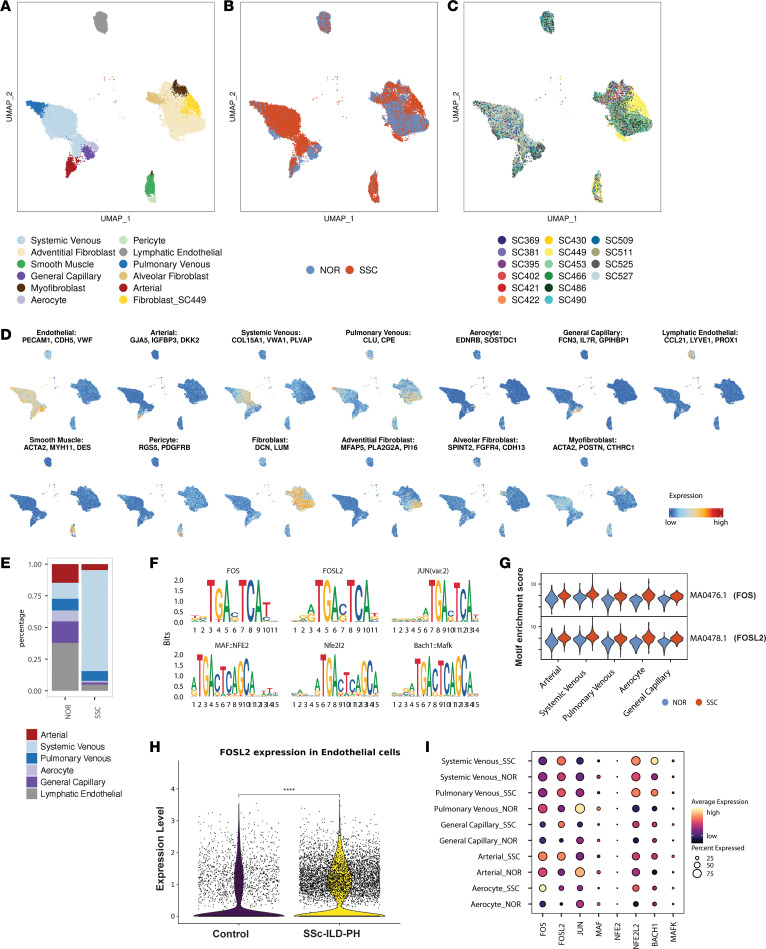
Single-cell multiome sequencing showed enrichment of FOS and FOSL2 motifs in SSc-ILD-PH vascular ECs. (**A**–**C**) UMAP visualization of endothelial and mesenchymal populations in SSc and control (NOR) lung tissues. Cells are colored by (**A**) cell types, (**B**) health status, or (**C**) samples. (**D**) Expression patterns of gene markers used for identification of endothelial or mesenchymal subpopulations. (**E**) Bar plot shows the percentage of each endothelial or mesenchymal subpopulation from control (NOR) and SSc-ILD-PH lungs. (**F**) Top 6 motifs showing enrichment in SSc-ILD-PH ECs compared with control ECs. (**G**) Violin plots showing chromVAR enrichment scores of MA0476.1 (FOS) and MA0478.1 (FOSL2) in each endothelial subpopulation from control (NOR; blue) and SSc-ILD-PH (red) lungs. (**H**) FOSL2 gene expression in ECs from lungs of healthy controls and patients with SSc-ILD-PH. (**I**) Average expression (dot color) of selected AP1 family transcription factors and percentage of cells showing expression (dot size) in endothelial subpopulations from healthy controls and patients with SSc-ILD-PH.

**Figure 2:**
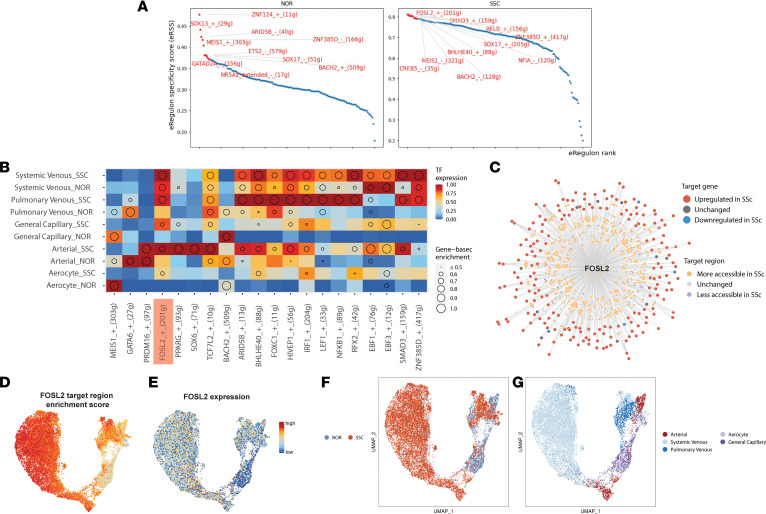
SCENIC^+^-identified enrichment of FOSL2 eRegulons in SSc-ILD-PH vascular EC populations. (**A**) TFs ranked according to eRegulon specificity score. TFs colored in red show the top 10 TFs for each condition. (**B**) Visualization of the FOSL2 eRegulon generated using SCENIC^+^. Predicted target regions and genes are color-coded by differential accessibility or expression (*P*_adj_ < 0.05) in SSc-ILD-PH ECs compared with controls. (**C**) TF expression and gene-based enrichment scores (dot size) for high-quality activator eRegulons. (**D** and **E**) Dimensionality reduction of vascular ECs using eRegulon enrichment scores. Cells are colored by (**D**) cell type or (**E**) health status. (**F**) Patterns of region-based enrichment score of FOSL2 eRegulon in the UMAP visualization of ECs. (**G**) FOSL2 expression patterns in the UMAP visualization of ECs.

**Figure 3:**
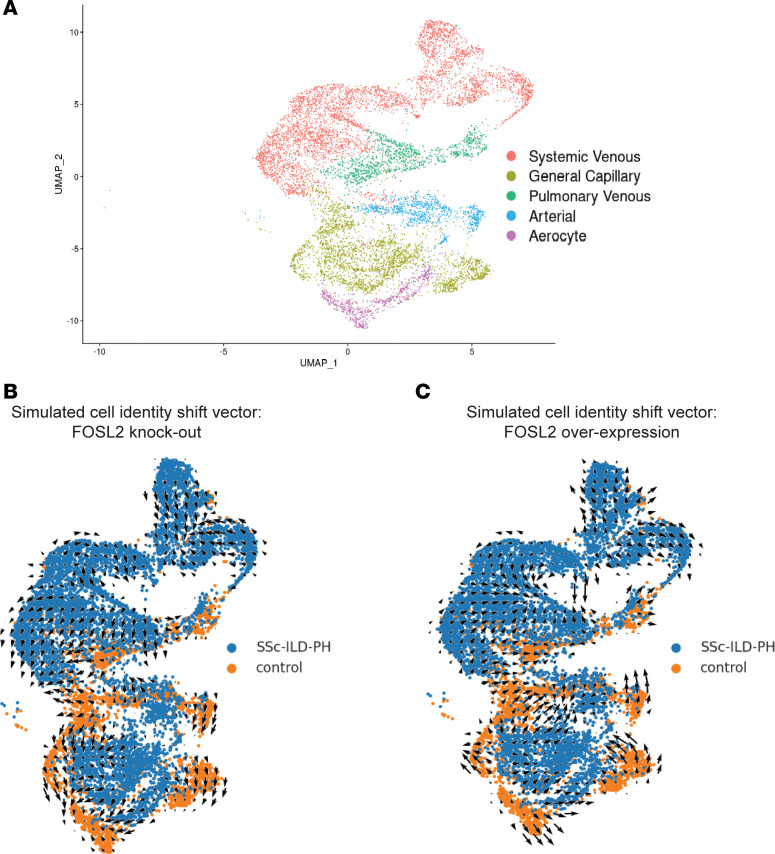
In silico FOSL2 perturbations using CellOracle identifies its role in maintaining healthy cell identity in vascular ECs. (**A**) UMAP dimensional reduction on ECs and its subtypes from lungs of controls (*n* = 16) and patients with SSc-ILD-PH (*n* = 16). Cells are colored by cell type. (**B** and **C**) Simulation of cell identity transitions due to FOSL2 perturbations: KO (**B**) and overexpression (**C**).

**Figure 4:**
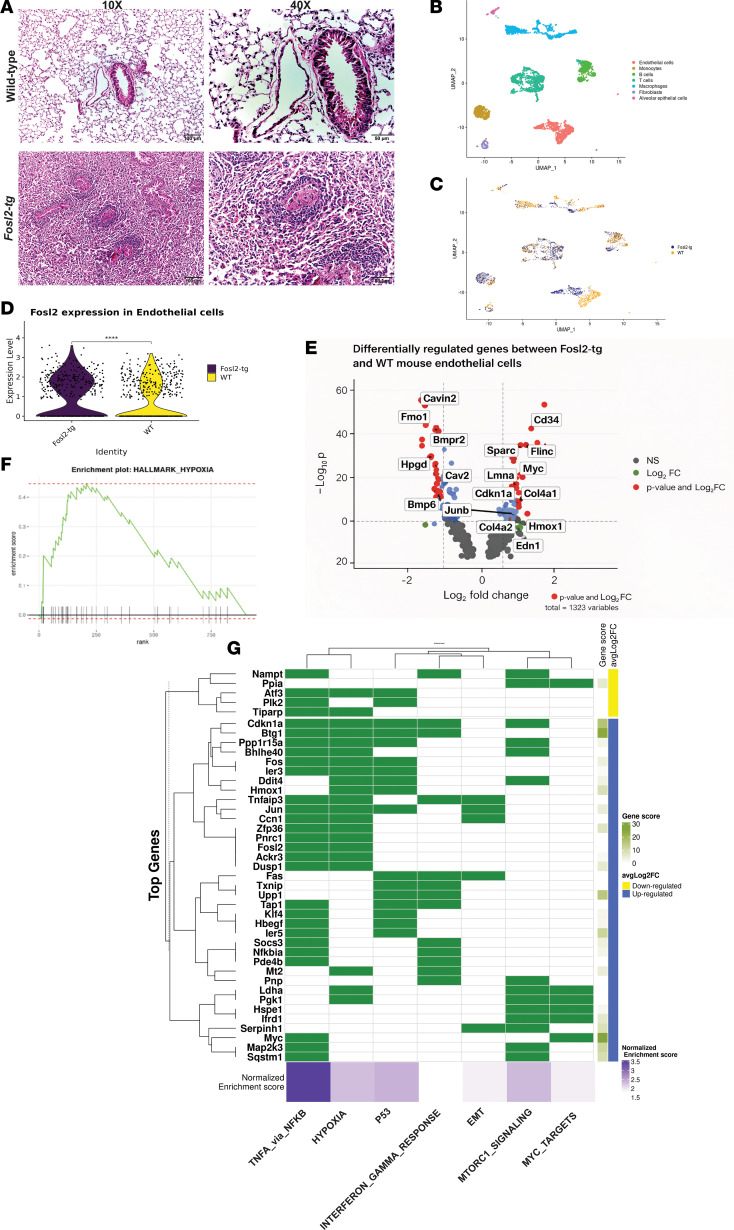
Vascular ECs from Fosl2^tg^ mice have dysregulated gene expression. (**A**) H&E staining on lungs isolated from WT and Fosl2^tg^ mice. Scale bars: 50 μm and 100 μm. (**B** and **C**) UMAP dimensional reduction visualization of cells isolated from single-cell RNA-Seq of WT and Fosl2^tg^ mice lungs. Cells are colored by (**B**) cell type or (**C**) mouse origin. (**D**) Fosl2 expression in ECs from lungs of WT and Fosl2^tg^ mice. (**E**) Differentially expressed genes between ECs from Fosl2^tg^ and WT mice. (**F**) Enrichment plot generated of Hallmark hypoxia. (**G**) Top differentially expressed genes from lungs of WT and Fosl2^tg^ mice that are a part of the top Hallmark gene sets by GSEA.

**Figure 5:**
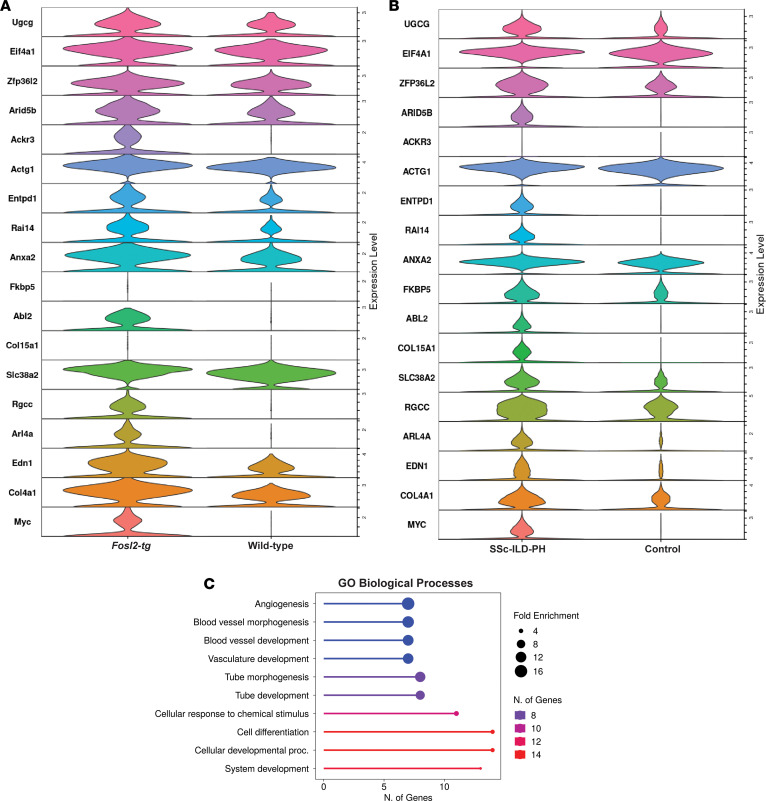
Transcriptomic similarity in ECs from Fosl2^tg^ mice and patients with SSc-ILD-PH. (**A** and **B**) Gene expression in ECs from Fosl2^tg^ mice (**A**) and patients with SSc-ILD-PH (**B**). (**C**) GO biological processes associated with the 18-gene overlap in Fosl2^tg^ mouse and SSc-ILD-PH lung ECs.

**Figure 6:**
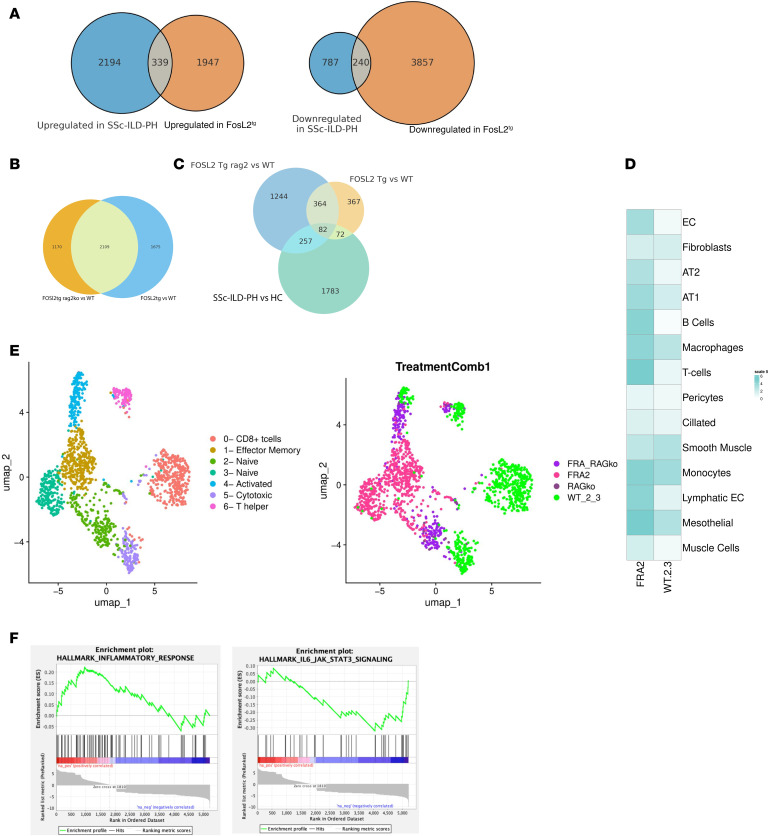
Altered gene regulation in Fra2^tg^ and SSc-ILD ECs. (**A**) Overlapping genes (*P*_adj_ < 0.05 and log_2_FC > 0.25) upregulated (hypergeometric *P* value: 6.91 × 10^–76^) and downregulated (hypergeometric *P* value: 1.54 × 10^–55^) when comparing Fra2^tg^ with WT mice and SSc-ILD-PH versus HC ECs. (**B**) Overlapping upregulated and downregulated genes (*P*_adj_ < 0.05 and log_2_FC > 0.1) in ECs when comparing Fra2^tg^ with WT and Fra2^tg^ rag2-KO versus WT mice (hypergeometric *P* value: 1.55 × 10^–268^). (**C**) Overlap of upregulated EC genes (*P*_adj_ < 0.05 and log_2_FC > 0.25) when comparing FOSL2^tg^ with WT, FOSL2^tg^ rag2-KO with WT, and SSc-ILD with HC lungs; Monte Carlo overlap *P* = 5.0 × 10^–5^. (**D**) Fosl2 expression in different cell populations in Fosl2^tg^ and WT mice. (**E**) Subclustering of T cells from Fosl2^tg^ mice. (**F**) GSEA pathway analysis of genes regulated in Fosl2 lung Treg cells.

**Figure 7:**
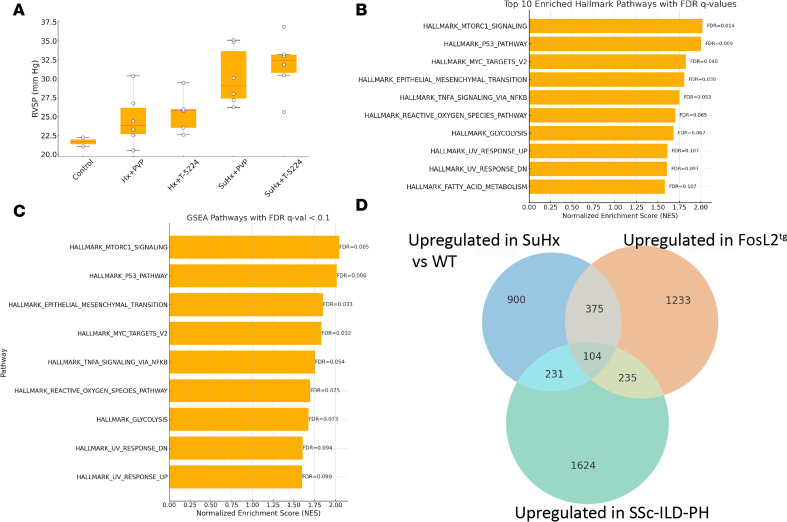
Ap-1 inhibitor T-5224 treatment of murine SuHx. (**A**) Pulmonary ventricular systolic pressure (PVSP) across experimental groups. Box plots show the distribution of PVSP values. Boxes indicate the IQR, with the horizontal line representing the median. Whiskers denote the range excluding outliers. (**B**) Pathways (FDRs as indicated) implicated in SuHx by GSEA of differentially regulated genes comparing SuHx with WT ECs (*P*_adj_ < 0.05). (**C**) Pathways downregulated by T-5224 in SuHx (FDRs as indicated). GSEA of differentially regulated genes comparing SuHx T-5224 with SuHx ECs (*P*_adj_ < 0.05). (**D**) Genes showing overlapping upregulated expression in Fosl2tg, SuHx, and SSc-ILD ECs.

**Figure 8:**
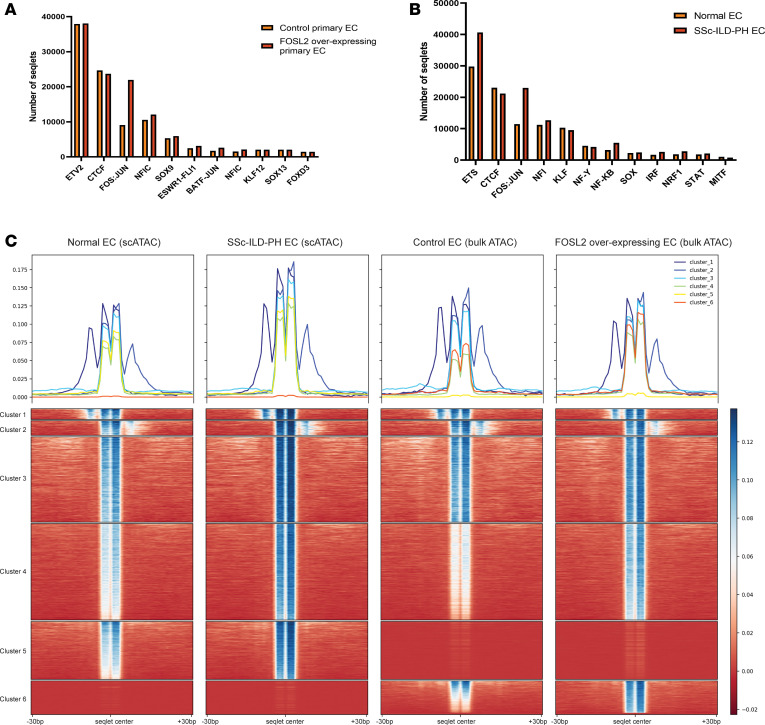
ChromBPNet identified FOS:JUN (AP-1) motifs to be expressed in SSc-ILD-PH and FOSL2 overexpressing ECs. (**A** and **B**) TF-MoDISco output on the number of seqlets identified from bulk ATAC data on primary control and FOSL2-overexpressing ECs (**A**), and single-cell ATAC data from healthy control and SSC-ILD-PH patient ECs (**B**). (**C**) Heatmap to observe contribution scores/genomic regions of AP-1 seqlets and nearby regions (± 30 base pair). Each row here is a specific genomic region with the AP-1 seqlet in the center. Each column is a contribution score associated with a particular nucleotide in the region. Cluster 4 has differences in contribution scores between single-cell ATAC healthy control and SSc-ILD-PH ECs, and primary control and FOSL2-overexpressing ECs, respectively.

**Figure 9:**
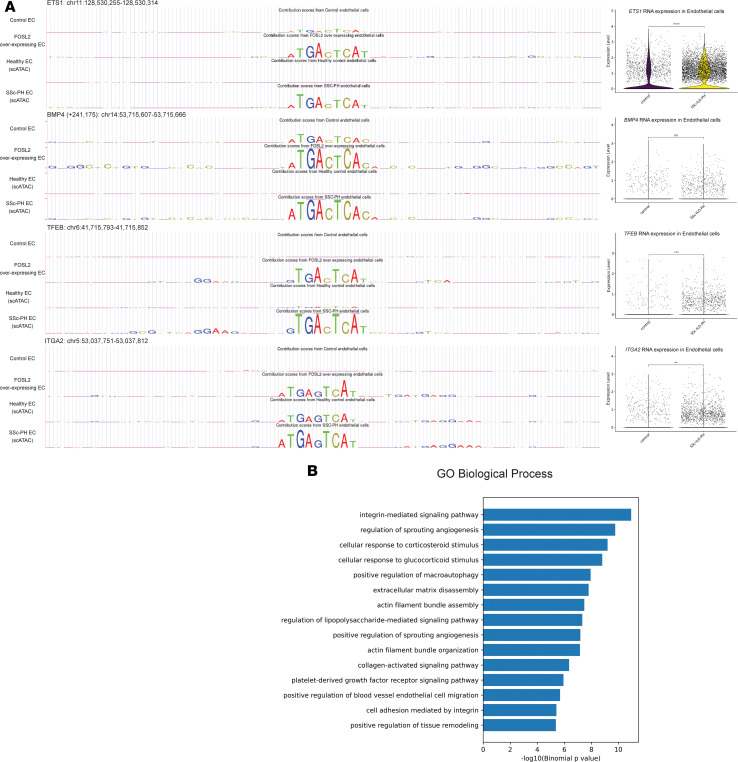
Parallel AP-1 binding in SSc-ILD-PH and FOSL2-overexpressing endothelial cells. (**A**) Genome browser visualization of FOS:JUN (AP-1) seqlets from genomic regions with highest difference in contribution scores from healthy control and SSc-ILD-PH ECs, and primary control and FOSL2-overexpressing ECs. RNA expression of nearest gene to the genomic region is indicated to the right. (**B**) GO biological processes associated with genomic regions in cluster 4.

## Version 1 04/22/2026

Electronic publication

# Supplementary material for: FOSL2 regulates endothelial cell state and chromatin accessibility in systemic sclerosis pulmonary vascular remodeling
**Source:** JCI Insight. 2026 Apr 22;11(8):e189107. doi: 10.1172/jci.insight.189107
**Supplement:** Supplemental data

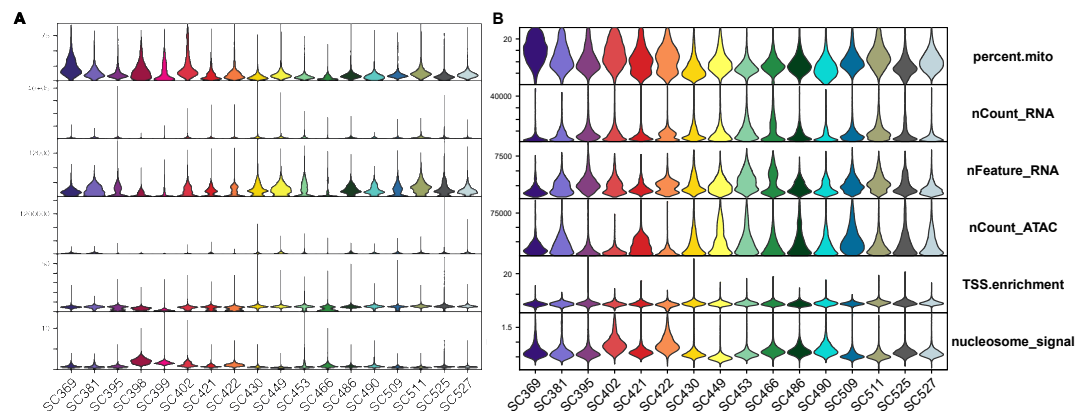

Supplemental Figure 1. Quality control for the single-cell multiome sequencing dataset of SSc and normal lungs.

Percentage of mitochondrial transcripts (“percent.mito”), number of RNA unique molecular identifier (UMI) counts (“nCount_RNA”), number of genes detected (nFeature_RNA), number of ATAC read counts (nCount_ATAC), transcription start site (TSS) enrichment scores (“TSS.enrichment”), and ratio of mononucleosomal to nucleosome-free fragments (“nucleosome_signal”) per cell before (A) and after (B) filtering are shown for each sample.

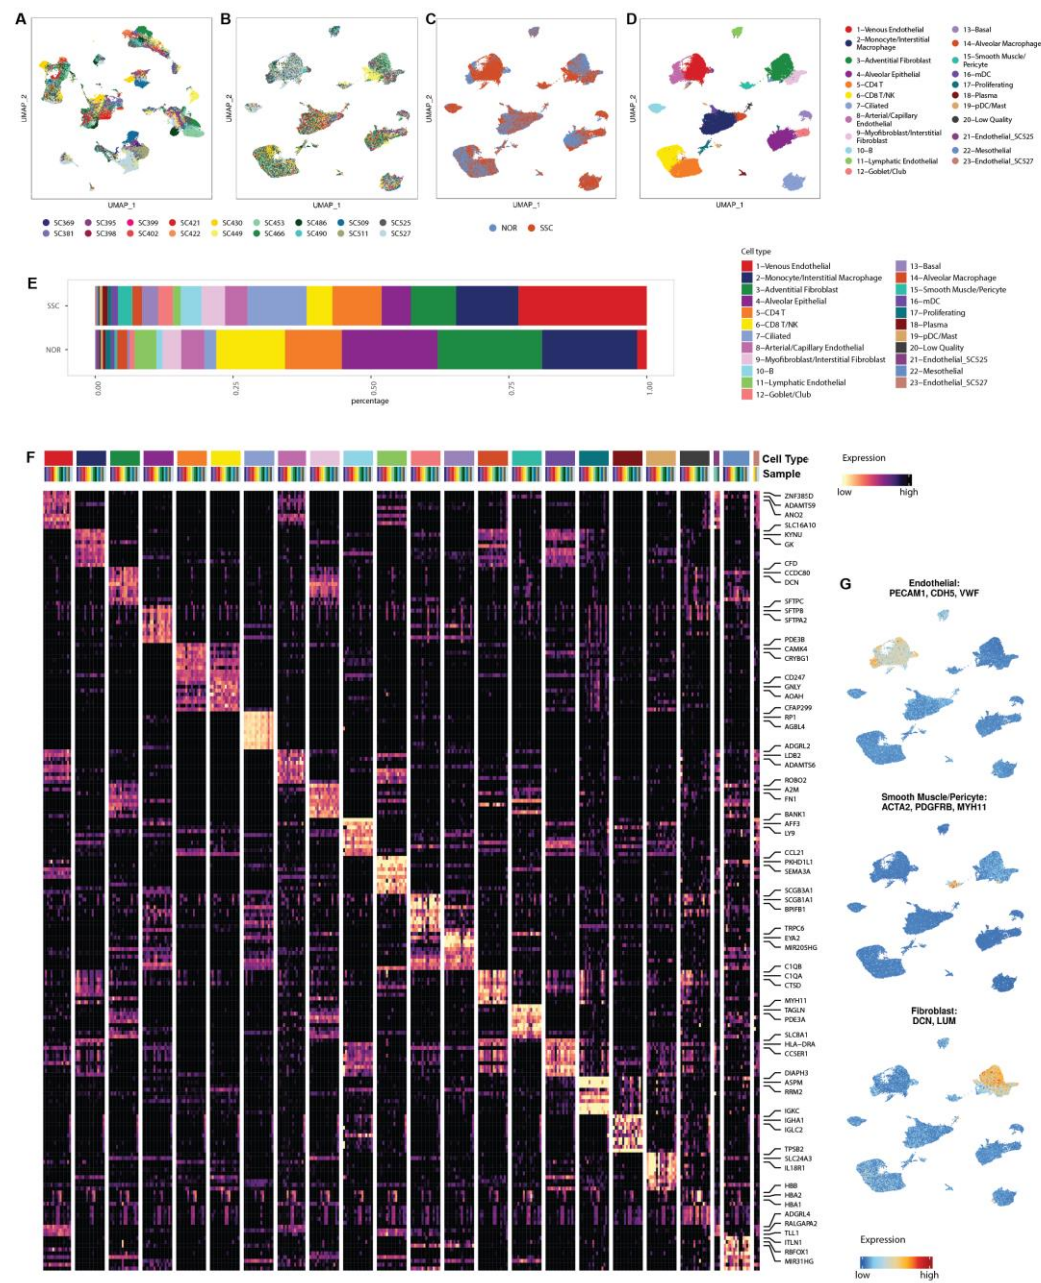

Supplemental Figure 2. Identification of cell types in SSC and normal lung samples using single-cell multiome sequencing. Panels A-B. UMAP visualization of cells grouped by sample ID with (B) or without (A) integration using Harmony. Panels C-D. UMAP visualization of cells grouped by (C) health status or (D) cell types. Panel E. Bar plots showing the percentage of each cell population from normal and SSC lungs. Panel F. Heatmap showing scaled expression of top 10 gene markers for each cell population ranked by fold change of average expression. Columns are grouped by cell type and each column represents the average expression level for one sample. Panel G. Expression patterns of gene markers used for identification of the endothelial, smooth muscle/pericyte, and fibroblast clusters.

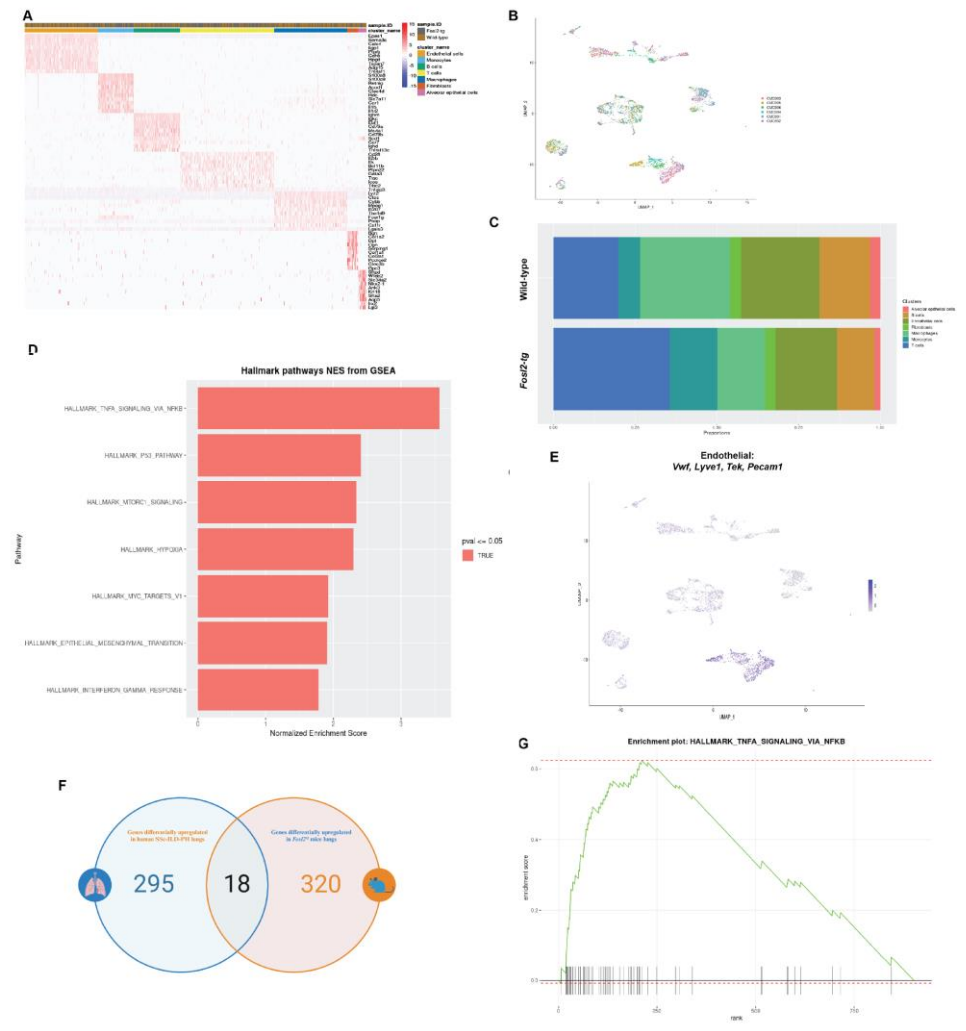

Supplementary Figure 4. Single cell RNA seq analysis on Fosl2-tg and wild-type lungs. Panel A: Markers used to identify cell types from the lungs of Fosl2tg and WT mice. Panel B: UMAP dimensional reduction visualization of cells isolated from each mouse lung sample. CMO301-303 (wild-type), CM304-CM306 (Fosl2-tg). Panel C: Proportion of cells in each cluster identified from wild type and Fosl2tg mice. Panel D: Top Hallmark pathways gene sets ($p_{adj} < 0.05$) and their Normalized Enrichment Score (NES) identified by GSEA. Panel E: Feature Plot of genes used to identify vascular endothelial cells from Fosl2tg and wild-type mice. Panel F: Venn diagram of differentially upregulated genes (average Log2Fold Change > 0.32 and $p_{adj} < 0.05$) shared between endothelial cells from human SSC-ILD-PH patients and Fosl2tg mice. The p value associated with finding 18 genes in common between the upregulated genes in mouse and human datasets is 1.417×10^{-6} (Exact hypergeometric test). Panel G: Enrichment plot generated of TNFA signaling via NFkB.

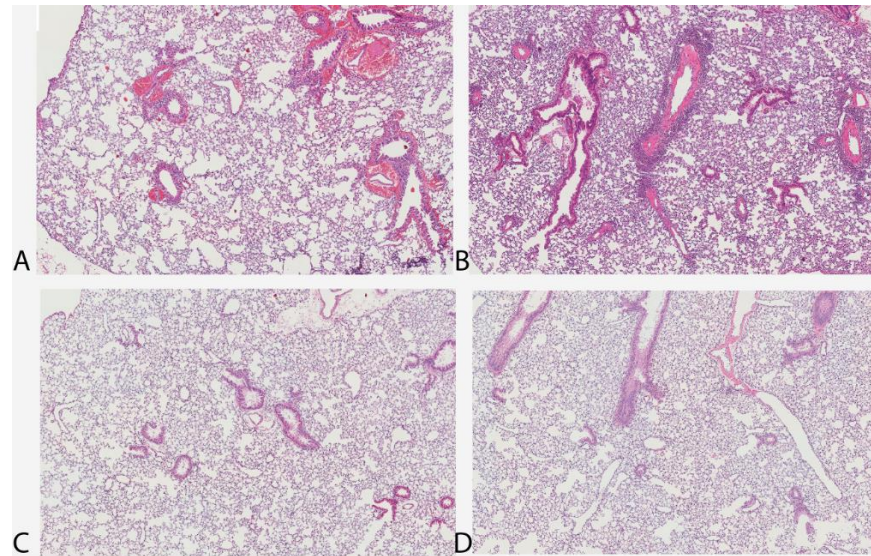

Supplementary Figure 5. Histopathology of early disease WT (panel A), Fosl2^{tg} (panel B), Rag2ko (Panel C) and Fosl2^{tg} rag2ko (panel D).

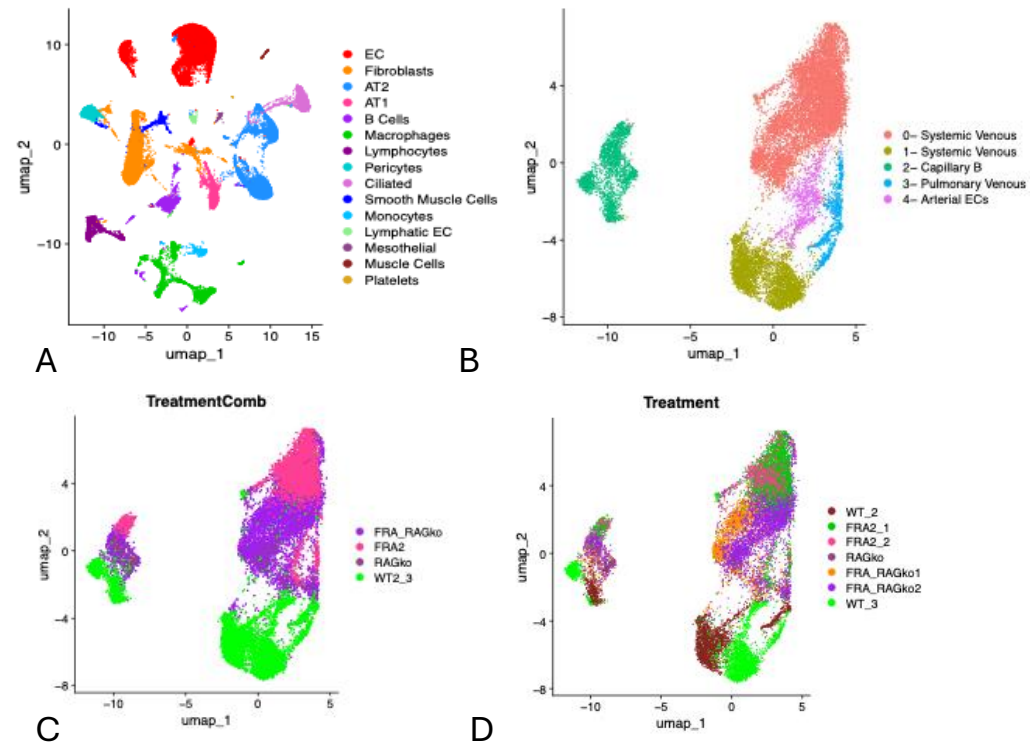

Supplementary Figure 6. UMAP showing all cell clusters (panel A); EC subclusters by EC subpopulation (panel B); EC subclusters by mouse genotype (panel C); and EC subclusters by sample (panel D).

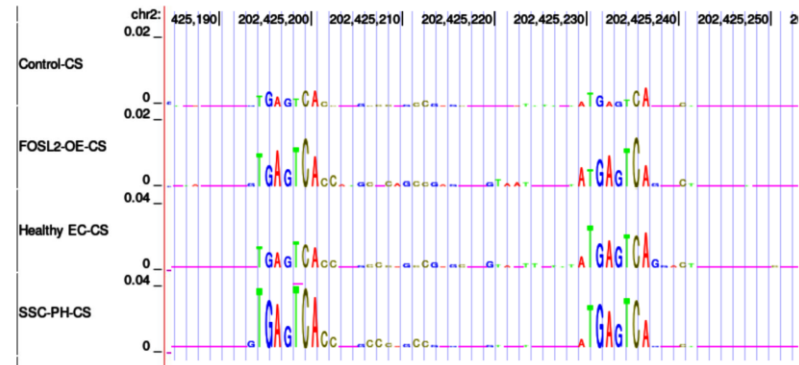

Supplemental Figure 7. Inferred binding to AP-1 enhancer elements is increased in the BMP2 first intron in SSC-ILD-PH and in FOSL2 overexpressing endothelial cells.

How the deposited data were processed for this re-analysis (not part of the article)

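The values come from 12 mouse lungs, 1 library per mouse, read with the probe-based FLEX assay of 10x Genomics on nuclei from paraffin-embedded tissue. The 8 groups were WT (2 mice), *Fosl2 tg* (2), *rag2ko* (1), *Fosl2 tgrag2ko* (2), HxPVP (1), HxT-5224 (1), SuHxPVP (2) and SuHxT-5224 (1). Groups were taken from the sample labels and the paper's numbers of mice. The label of WT replicate 2 gives a genotype and that of WT replicate 3 a treatment, which can be read as 1 control per experiment, but the paper counts 2 WT mice in both, and here the same 2 WT mice serve as controls of every other group. The labels say that barcoded samples were pooled for library construction. Which libraries were pooled, the probe set version and the days of preparation are not given in the sources used here.

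The authors' notes name Cell Ranger 9.0, Seurat 5.0 and the mm10 build, and do not say which of the tools wrote the values. The deposited values are raw counts of unique molecular identifiers (UMIs) per gene and barcode, whole numbers for 19059 genes, with barcodes already called as cells. The authors' cell names were not used here, and cells were clustered and named anew. Gene positions come from GRCm38.p6, in which the gene identifiers were looked up.

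Cells were kept with at least 200 genes and at most 15% mitochondrial UMIs, the limits the paper states for its other mouse dataset. Doublets were marked per library with Scrublet at an expected rate of 0.06. Where its own threshold marked under 0.5% of cells, the 4% of cells with the highest score were taken instead. Counts were scaled to 10000 per cell and logged. Clustering used 2000 variable genes ranked within libraries, 30 principal components without integration, 20 neighbours and the Leiden method at resolution 1. A cluster took the name of the cell type whose markers had the highest mean log2 ratio of CPM (total UMIs as the scale, 10 added) to the other clusters, if that mean was at least 1, 3 markers were detected and no other type had more markers among the genes that stood out most. Clusters in which a second type also scored above 1 were clustered again, with 1000 variable genes and 15 principal components, and parts in which 2 types lay within 0.25 of each other were left without a name. ECs were clustered a second time to name their subtypes, in clusters of at least 20 cells, by the highest score with no minimum, so that a name does not require enriched markers. The seed was 0.

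Library totals ran from 1162816 UMIs (*Fosl2 tg* replicate 2) to 12685683 (SuHxT-5224), and the median UMIs per barcode from 256 (*Fosl2 tg* replicate 1) to 1477. Beside 0 UMIs of a gene, the limit given is the 3 counts that a count of 0 allows, and beside 0 cells it is the upper end of the exact 95% interval. Intervals of shares and counts are exact 95% intervals and cover counting error only. SDs are over mice, and groups of 1 mouse have none.

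UMIs were summed over the cells of a type within each mouse. The sums were scaled by TMM, filtered by filterByExpr and tested with edgeR 4.0.16 (glmQLFit, glmQLFTest, limma 3.58.1) in a model with 1 mean per group. The EC model had 12 libraries, 4 residual and 9.81 prior degrees of freedom. Genes were called at a Benjamini-Hochberg false discovery rate of 0.05 and an absolute log2 fold change above 0.25. Groups of 1 mouse were tested on the assumption that they vary as the other groups do. The effect of the transgene over both *rag2* backgrounds was fitted on 7 libraries with the *rag2* genotype as a term. It is the comparison with at least 3 mice on each side, and its labels were also exchanged among these libraries. T cells were tested in the 9 libraries with at least 20 of them. The comparison of *Fosl2* across cell types instead used every library with counts of a type, 12 for T cells and 11 for B cells. Gene lists were written from textbook knowledge or taken from the paper's Tables S6 and S9, and lists with at least 3 tested members were tested with camera at a preset correlation of 0.01. The share of a list's genes that pass was also counted with p-values adjusted over the list alone. The model was tested on simulated data with the dispersions of the real libraries. Overlaps of called genes between groups that share the WT mice were set beside 100 simulated draws in which only those mice were shared and no group was changed.

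Named genes are those the paper names for the cells compared. For each comparison they also include up to 8 called genes of the largest positive and 8 of the largest negative log2 fold change, with no overlap between the mice of the groups and a mean of at least 20 CPM. For each list they include up to 4 members of the lowest p, and *Fosl2*, *Rag2* and *H2-K1* are named as checks of the labels. The values in the paper's text and tables had been seen when this rule was written. Genes outside it are said to be picked after their values were seen.

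Most alternatives changed 1 choice at a time. DESeq2 changed the test, the scaling and the low-count filter together, the filter of 100 genes also lifted the mitochondrial limit, the fit on 2 groups also changed which genes were tested, and the Wilcoxon test also took cells as replicates. The alternatives were DESeq2 1.42.0 with its own size factors, no low-count filter, doublets kept, a cell filter of 100 genes without a mitochondrial limit, Leiden resolution 2, cells thinned to 250 UMIs, library sums thinned to the smallest, capillary ECs alone, Bonferroni adjustment, a fit on the 2 groups compared, a Wilcoxon test over cells (also with thinned cells), and each library of the compared groups left out in turn. For lists they were camera with an estimated correlation, fry and thinned libraries. Replicate numbers of different groups share no litter or day that the sources name, so no block was used, and a block by replicate number was run as an alternative. The groups, tests, thresholds, markers, lists (apart from one of aryl hydrocarbon receptor targets), named-gene rule and these alternatives were set before the data were examined. After the values were seen, 3 alternatives were added: the blocked fit's libraries without the block, T cells together with clusters that had a T cell score of at least 2 but no name, and *Foxp3*-positive cells with doublets kept.

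Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9 and leidenalg 0.10.2, and R 4.3.3 for the tests. The human samples, the 3′ libraries of fibrotic mice and the chromatin data were not used here.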

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

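The tests of RNA from other cell types and that of depth for the immediate early genes were set before their results were seen, and the other tests in this part were chosen after the result was seen. The condition that a shared shift lie at least 10 percentage points above the share for *Fosl2 tgrag2ko* mice was added when both shares were known, and without it the shift passed its test. Each explanation below rests on the same mice in which the pattern was found and is a hypothesis.

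The difference between groups that stood out was the effect of the *Fosl2* transgene on ECs, which differed between the *rag2* backgrounds for 69 genes by a test of the interaction, 53 with a positive and 16 with a negative difference, and 1893 EC genes were called in *Fosl2 tg* against 227 in *Fosl2 tgrag2ko* mice (362 and 918 without *Fosl2 tg* replicate 1 or 2, and 20, 75, 603 and 608 without *Fosl2 tgrag2ko* replicate 1 or 2 or WT replicate 2 or 3). The tables argue against the lower depth of the *Fosl2 tg* libraries as the whole reason, since with all libraries thinned to the smallest the numbers were 902 and 95, a ratio of 9.49 (9.495 before rounding) against 8.34 unthinned, and with cells thinned to 250 UMIs 1241 and 184, though Wilcoxon tests that take cells as replicates gave 375 higher and 1126 lower against 75 and 760, and 63 and 72 against 39 and 48 with thinned cells, so that the size of the pattern depends on the test. They also argue against RNA of genes at least 4 times higher in another cell type of WT mice as the whole reason. Without these genes the ratio was 10.3, with 664 higher and 674 lower of 8375 genes in *Fosl2 tg* and 56 and 74 in *Fosl2 tgrag2ko* ECs. Of the 3105 genes left out, 171 were higher and 384 lower in *Fosl2 tg* ECs. RNA of cells gained in *Fosl2 tg* lungs, or of genes less than 4 times higher elsewhere, was not covered and stays open. A shift shared by the cell types of the *Fosl2 tg* libraries cannot be told apart, since the share of called EC genes of like level that moved the same way was 94.0% in macrophages and 95.0% in fibroblasts, the 2 highest of 10 cell types, down to 70.6% in smooth muscle cells, and it was nearly as high for genes called in *Fosl2 tgrag2ko* mice (93.5% and 90.3%). An effect of the transgene or of the making of the libraries stays open, since the pooling and days of preparation are not given. The interaction rests on 1 *rag2ko* mouse, and how many genes it called changed strongly with the mouse left out, as given above.

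Of 21 immediate early and heat shock genes, 12 were lower in ECs of *Fosl2 tg* mice and 4 higher in ECs of *Fosl2 tgrag2ko* mice, each against WT, and neither list call held with an estimated correlation (adjusted p = 0.47 and 0.22). The tables argue against depth, since with libraries thinned to the smallest the median log2 fold change of the list in *Fosl2 tg* against WT ECs was -1.44, beside -1.42 unthinned. Handling of the lungs, which all cells of a library share, is a candidate explanation, as 10 of 10 other cell types had a median below 0 in *Fosl2 tg* against WT mice and above 0 in *Fosl2 tgrag2ko* against *Fosl2 tg* mice. The *Fosl2* transgene cannot be told apart from it, since the median in *Fosl2 tgrag2ko* against *rag2ko* ECs was -0.39 (camera adjusted p = 0.99 with an estimated correlation) and rests on 1 *rag2ko* mouse.

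Of 30 interferon genes, 6 were higher and 2 lower in *Fosl2 tg* against WT ECs and 8 lower in *Fosl2 tgrag2ko* against *Fosl2 tg* ECs, and neither list call held with an estimated correlation (adjusted p = 0.76 and 0.49). The tables argue against RNA from other cell types, since 6 of the 6 called genes had an EC level of at least 25% of the highest other cell type in both *Fosl2 tg* libraries, with *Zbp1* the lowest at 28.6% and 35.7%. A response of all cell types stays open, as 5 of 10 other types had medians above 0.25 and below -0.25 in the 2 comparisons, too few for a shared response and too many to exclude it. A loss of B cells and T cells that lowers the genes in any genotype cannot be told apart either, since the median in *rag2ko* against WT ECs was 0.19 and rests on 1 mouse. An interferon response of *Fosl2 tg* mice that needs lymphocytes may therefore be one explanation among these, and it was not tested apart from them.

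The other values stood out as signals in genes or marker lists that the text of the paper does not discuss, measured against WT mice. *Ildr2* had a log2 fold change of 6.52 in *Fosl2 tg* and of 5.45 in *Fosl2 tgrag2ko* against WT ECs. *Cyp1a1* had one of 7.81 in SuHxPVP against WT ECs. *Csf3r* had one of 4.00 in ECs of the HxPVP mouse against WT ECs. The markers of AT1 cells had a median of -1.88 in *Fosl2 tgrag2ko* against WT ECs, and those of neutrophils a median of 4.01 in ECs of the HxPVP mouse against WT ECs.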

How the results depend on the processing

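Of the settings in this part, 3 were chosen after the data were seen: the 6 blocked libraries without the block, the wider T cell class and, for cells with *Foxp3*, keeping doublets. The 34 numbers of genes, cells and lists and the shares given here were computed 236 times under alternatives, and 113 values stayed within 1.5 times the reported number or the SD of a share, while 123 did not. The reported numbers were 1893 for *Fosl2 tg* against WT, 227 for *Fosl2 tgrag2ko* against WT, 426 for *Fosl2 tgrag2ko* against *Fosl2 tg*, 6 for *rag2ko* against WT, 69 for the interaction, 313 for SuHxPVP against WT, then 38 for HxPVP against WT, 125 for the transgene over both *rag2* backgrounds, 53 for genes higher in both *Fosl2 tg* and *Fosl2 tgrag2ko*, 26 for genes higher in both *Fosl2 tg* and SuHxPVP, 6 for genes higher in both *Fosl2 tg* and HxPVP, 312 for T cells and 1765 for macrophages, and 0 for SuHxT-5224 against SuHxPVP, for T-5224 over Hx and SuHx and for SuHx-higher genes lower with T-5224. Except where fewer libraries, fewer counts, fewer or more genes tested or a stricter adjustment change a number by construction, the cause was not tested.

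DESeq2 called 1071 for *Fosl2 tg* against WT, 138 for *Fosl2 tgrag2ko* against WT, 30 for *rag2ko* against WT, 172 for the interaction, 67 for HxPVP against WT and 1 for T-5224 over Hx and SuHx, and it gave 392 for the transgene over both *rag2* backgrounds, 35 for genes higher in both *Fosl2 tg* and *Fosl2 tgrag2ko*, 14 for genes higher in both *Fosl2 tg* and SuHxPVP, 53 for T cells and 834 for macrophages. Without a low-count filter, which tests more genes, the numbers were 847 for *Fosl2 tgrag2ko* against WT, 975 for *Fosl2 tgrag2ko* against *Fosl2 tg*, 119 for *rag2ko* against WT, 654 for the interaction, 837 for SuHxPVP against WT and 344 for HxPVP against WT, and 9 for SuHxT-5224 against SuHxPVP, 15 for T-5224 over Hx and SuHx, 881 for the transgene over both *rag2* backgrounds, 158 for genes higher in both *Fosl2 tg* and *Fosl2 tgrag2ko*, 67 for genes higher in both *Fosl2 tg* and SuHxPVP and 43 for genes higher in both *Fosl2 tg* and HxPVP. With libraries thinned to the smallest they were 902 for *Fosl2 tg* against WT, 95 for *Fosl2 tgrag2ko* against WT, 242 for *Fosl2 tgrag2ko* against *Fosl2 tg*, 27 for *rag2ko* against WT, 144 for the interaction and 135 for SuHxPVP against WT, and 29 for genes higher in both *Fosl2 tg* and *Fosl2 tgrag2ko*, 12 for genes higher in both *Fosl2 tg* and SuHxPVP, 3 for genes higher in both *Fosl2 tg* and HxPVP, 75 for T cells and 892 for macrophages. With cells thinned to 250 UMIs they were 1241 for *Fosl2 tg* against WT, 11 for *rag2ko* against WT, 179 for SuHxPVP against WT, 35 for genes higher in both *Fosl2 tg* and *Fosl2 tgrag2ko* and 12 for genes higher in both *Fosl2 tg* and SuHxPVP. The Bonferroni adjustment, stricter by construction, left 59 for *Fosl2 tg* against WT, 17 for *Fosl2 tgrag2ko* against WT, 19 for *Fosl2 tgrag2ko* against *Fosl2 tg*, 3 for *rag2ko* against WT, 7 for the interaction, 38 for SuHxPVP against WT, 6 for HxPVP against WT and 12 for the transgene over both *rag2* backgrounds.

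A fit on the 2 groups compared, with fewer libraries to estimate the spread, gave 1102 for *Fosl2 tg* against WT, 67 for *Fosl2 tgrag2ko* against WT, 733 for *Fosl2 tgrag2ko* against *Fosl2 tg*, 19 for *rag2ko* against WT, 195 for SuHxPVP against WT, 77 for HxPVP against WT and 10 for SuHxT-5224 against SuHxPVP. The Wilcoxon test took cells as replicates and gave 835 for *Fosl2 tgrag2ko* against WT and 933 for SuHxPVP against WT, and with thinned cells 135 for *Fosl2 tg* against WT, 87 for *Fosl2 tgrag2ko* against WT, 93 for *Fosl2 tgrag2ko* against *Fosl2 tg* and 87 for SuHxPVP against WT. Capillary ECs alone gave 11 for *rag2ko* against WT and 251 for the transgene over both *rag2* backgrounds, doublets kept gave 3 for *rag2ko* against WT, 25 for HxPVP against WT and 755 for T cells, a cell filter of 100 genes without a mitochondrial limit gave 133 for the interaction, and Leiden resolution 2 gave 25 for HxPVP against WT. With the T-like clusters without a name, a class chosen after the values were seen, T cells had 628 called genes. For SuHx-higher genes lower with T-5224, every alternative run gave 0 genes (DESeq2, no filter, thinned cells, thinned libraries and each WT or SuHxPVP mouse left out). *Fosl2 tg* replicate 1 and 2 were numbered alike with *Fosl2 tgrag2ko* replicate 1 and 2 but share no named litter or day. With a block by replicate number, *Fosl2 tgrag2ko* against *Fosl2 tg* gave 858 genes, and the same 6 libraries without the block, a fit chosen after the data were seen, gave 882, so that the pairing changed the number less than the choice of libraries did.

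Each library of the compared groups was also left out in turn, with the remaining mouse assumed to vary as the other groups do. The numbers then ran from 362 (without *Fosl2 tg* replicate 1) to 2240 (without WT replicate 3) for *Fosl2 tg* against WT, from 20 (without *Fosl2 tgrag2ko* replicate 1) to 608 (without WT replicate 3) for *Fosl2 tgrag2ko* against WT, from 12 (without *Fosl2 tg* replicate 1) to 187 (without *Fosl2 tgrag2ko* replicate 2) for *Fosl2 tgrag2ko* against *Fosl2 tg*, from 15 (without WT replicate 3) to 69 (without WT replicate 2) for *rag2ko* against WT and from 0 (without *Fosl2 tg* replicate 1) to 394 (without WT replicate 3) for the interaction. For other comparisons they ran from 65 (without SuHxPVP replicate 2) to 1159 (without WT replicate 3) for SuHxPVP against WT, from 46 (without WT replicate 2) to 522 (without WT replicate 3) for HxPVP against WT, from 15 (without *Fosl2 tg* replicate 1) to 1516 (without *rag2ko* replicate 1) for the transgene over both *rag2* backgrounds, from 119 (without *Fosl2 tg* replicate 2) to 307 (without WT replicate 3) for T cells and from 301 (without *Fosl2 tg* replicate 2) to 2234 (without WT replicate 3) for macrophages. Numbers of shared genes ran from 9 (without *Fosl2 tgrag2ko* replicate 1) to 158 (without WT replicate 2) for genes higher in both *Fosl2 tg* and *Fosl2 tgrag2ko*, from 5 (without SuHxPVP replicate 2) to 113 (without WT replicate 3) for genes higher in both *Fosl2 tg* and SuHxPVP and from 1 (without *Fosl2 tg* replicate 1) to 56 (without WT replicate 3) for genes higher in both *Fosl2 tg* and HxPVP. They were 0 in every case for SuHxT-5224 against SuHxPVP, for T-5224 over Hx and SuHx and for SuHx-higher genes lower with T-5224. *Fosl2* was called in 6 of 13 cell types, in 7 by DESeq2, and with libraries thinned in 4 of the 6 types that could be tested. The number of types also changed with 1 mouse left out, as given above. Without the *rag2ko* mouse, the model over both backgrounds compares *Fosl2 tg* with WT mice alone by construction. Leaving out the lone *rag2ko*, HxPVP or SuHxT-5224 mouse was not run for the comparisons that need it, since no mouse of that group would remain.

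Of 405 tests of lists, camera called 148 at the preset correlation, 3 of them with an estimated correlation, 17 of them among 18 called by fry, and 93 of them among 104 called in the 315 tests run with thinned libraries. The 3 are AT1 markers in *Fosl2 tgrag2ko* against WT, p53 targets in SuHxPVP against WT and neutrophil markers in HxPVP against WT, all in ECs. T cells made up 3.99% of *Fosl2 tg* lungs as reported, 6.78% with a cell filter of 100 genes and 7.27% at Leiden resolution 2, where a T-like cluster joined them. Their share in *Fosl2 tgrag2ko* lungs was 0.139% and became 0.511% at resolution 2. The share of B cells in WT lungs was 5.48% and became 5.91% with a filter of 100 genes. Cells with *Foxp3* numbered 11 in WT and 1 in *Fosl2 tg* mice. At 2 UMIs or more 6 and 1 remained, with the wider T cell class 13 and 8, and with doublets kept 14 and 10, the last 2 settings chosen after the data were seen.

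For 248 pairs of a named gene and a comparison, 3516 values were computed under alternatives. Of these, 2848 kept their direction and their side of the threshold, 558 kept their direction and were no longer called, 66 kept their direction and were newly called, and 44 changed direction, 0 of them with a call both times.

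Among these pairs the log2 fold changes that changed direction were these, with the cause not tested. In *Fosl2 tg* against WT ECs, *Col4a1* was reported at 0.018 and was -0.038 without a low-count filter, -0.0031 with doublets kept, -0.010 with libraries thinned, -0.082 in capillary ECs, -0.28 without WT replicate 3, -0.042 by Wilcoxon over cells, -0.095 by Wilcoxon over thinned cells, and ran from -0.28 without *Fosl2 tg* replicate 2 to 0.40 without WT replicate 2 with 1 mouse left out. *Col4a2* was reported at 0.13 and was -0.012 in capillary ECs, -0.14 without WT replicate 3, -0.042 by Wilcoxon over thinned cells, and ran from -0.25 without *Fosl2 tg* replicate 2 to 0.44 without WT replicate 2 with 1 mouse left out. *Sparc* was reported at 0.11 and was -0.031 with a filter of 100 genes, and ran from -0.23 without WT replicate 3 to 0.58 without WT replicate 2 with 1 mouse left out. *Anxa2* was reported at 0.31 and ran from -0.13 without *Fosl2 tg* replicate 1 to 0.60 without WT replicate 2 with 1 mouse left out. In *Fosl2 tgrag2ko* against WT ECs, *Jag2* was reported at 0.52 and ran from -0.37 without *Fosl2 tgrag2ko* replicate 1 to 1.07 without *Fosl2 tgrag2ko* replicate 2 with 1 mouse left out. *Bmpr2* was reported at -0.11 and ran from -0.48 without WT replicate 3 to 0.39 without WT replicate 2 with 1 mouse left out. In *Fosl2 tgrag2ko* against *Fosl2 tg* ECs, *Fosl2* was reported at -0.21 and ran from -0.50 without *Fosl2 tg* replicate 2 to 0.28 without *Fosl2 tg* replicate 1 with 1 mouse left out. *Jag2* was reported at 0.17 and was -0.080 without *Fosl2 tg* replicate 1, and ran from -0.73 without *Fosl2 tgrag2ko* replicate 1 to 0.72 without *Fosl2 tgrag2ko* replicate 2 with 1 mouse left out. In *rag2ko* against WT ECs, *Fosl2* was reported at 0.32 and was -0.49 with libraries thinned, and ran from -0.079 without WT replicate 2 to 0.96 without WT replicate 3 with 1 mouse left out. In SuHxPVP against WT ECs, *Jam2* was reported at 0.044 and was -0.015 at Leiden resolution 2, -0.045 with cells thinned, -0.022 in capillary ECs, and ran from -0.15 without WT replicate 3 to 0.26 without WT replicate 2 with 1 mouse left out. *Pdgfd* was reported at 0.0097 and was -0.0024 by DESeq2, -0.047 with doublets kept, -0.030 at Leiden resolution 2, -0.11 in capillary ECs, -0.30 without WT replicate 3, -0.029 by Wilcoxon over cells, and ran from -0.41 without SuHxPVP replicate 1 to 0.38 without WT replicate 2 with 1 mouse left out. In T cells of *Fosl2 tg* against WT mice, *Foxp3* was reported at -0.54 and was 1.04 with doublets kept and 0.77 with the T-like clusters added (chosen after the data were seen). *Tnfrsf18* was reported at -0.43 and was 0.23 with doublets kept and 0.34 with the T-like clusters added (chosen after the data were seen). *Cd8a* was reported at -0.17 and was 0.12 without WT replicate 2, and ran from -1.15 without *Fosl2 tg* replicate 1 to 0.21 without *Fosl2 tg* replicate 2 with 1 mouse left out. In macrophages of *Fosl2 tg* against WT mice, *Spp1* was reported at 0.94 and ran from -0.60 without *Fosl2 tg* replicate 2 to 1.64 without *Fosl2 tg* replicate 1 with 1 mouse left out. *Fosl2* was reported at -0.051 and was 0.0022 with libraries thinned, 0.0029 with doublets kept, 0.15 without WT replicate 3, and ran from -0.44 without *Fosl2 tg* replicate 2 to 0.23 without *Fosl2 tg* replicate 1 with 1 mouse left out. Outside the pairs, *Fosl2* in fibroblasts was reported at -0.16 and was 0.020 by DESeq2, 0.081 with libraries thinned, 0.32 without *Fosl2 tg* replicate 1 and 1.69 with a call without WT replicate 3, and in smooth muscle cells it was reported at -0.61 and was 0.46 without WT replicate 3.

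What can be called was read from simulated data, in which depth and the spread between mice were not varied apart. In data simulated with the dispersions and depths of these libraries, *Fosl2 tg* against WT recovered 13 of 50 genes raised by a log2 fold change of 1 and 5 of 50 lowered by 1, and 42 and 37 of those changed by 2. For *Fosl2 tgrag2ko* against WT these were 16, 13, 47 and 43, for SuHxPVP against WT 19, 4, 46 and 43, for HxPVP against WT 10, 0, 40 and 29, and for SuHxT-5224 against SuHxPVP 8, 2, 37 and 36. Of the genes simulated without a change, 8 to 12 were called per comparison. A low number of calls therefore leaves changes near 2-fold undecided, lower ones above all.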

Differences from the paper's values

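The settings that joined clusters without a name to the T cells, or kept doublets when cells with *Foxp3* were counted, were chosen after the values were seen, and the other alternatives were set before the data were examined. The paper's tests took cells as replicates and here mice were the replicates, and the paper's adjusted p-values and those here differ in the correction (the paper's is Bonferroni), while the log2 threshold of 0.25 is that of the paper's numbers for *Fosl2 tg* mice, for SuHx mice and for the genes they share. Elsewhere the paper uses other thresholds, a log2 fold change of 0.1 for the overlap of *Fosl2 tg* and *Fosl2 tgrag2ko* ECs, a fold change of 2 for T cell genes and 0.32 for Table S9.

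The paper gives 1947 genes higher in *Fosl2 tg* than in WT ECs, and 835 were called here. The value differs from the paper's under all 16 alternatives, from 20 with Bonferroni adjustment to 912 without WT replicate 3 or with a cell filter of 100 genes, which has no mitochondrial limit, and it was 375 with a Wilcoxon test over cells and 63 with thinned cells. For SuHxPVP against WT the paper gives 1610 genes higher, and 149 were called here. This value too differs under all alternatives, from 21 with Bonferroni adjustment to 790 with a Wilcoxon test over cells, which gave 35 with thinned cells, and 452 without WT replicate 3. The paper gives 479 genes higher in both models, against 26 here and 5 (without SuHxPVP replicate 2) to 113 (without WT replicate 3) under the alternatives, which all differ. Of the genes higher with SuHx, the paper gives 55 as lower with T-5224, and 0 were called here by edgeR, 0 by DESeq2 and 0 under each other alternative run, with 156 EC genes of either direction at an unadjusted p under 0.05.

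The paper gives 10 T cells with high *Foxp3* in *Fosl2 tg* mice, and here 1 had at least 1 UMI and 1 had at least 2, so that the alternative differs as well. With doublets kept, chosen after the values were seen, the number was 10 (14 in WT mice, for which the paper gives 12 and 11 were found in the T cell class), and with the T-like clusters without a name added, also chosen after the values were seen, it was 8. At 2 UMIs or more the number in WT mice was 6, which differs from the paper's 12. The paper gives a 3.2-fold higher *Foxp3* in these cells in *Fosl2 tg* mice, and the ratio here was 6.24 (95% counting interval 1.54 to 18.9), or 4.82 at 2 UMIs or more (interval 1.14 to 15.6). Both lie over 1.5 times above the paper's value, but both intervals contain it, so no difference is shown, and 1 *Fosl2 tg* cell here stands beside the paper's 10. It was 3.71 with the added clusters, 4.24 with these at 2 UMIs or more, 4.19 with doublets kept, and 3.32 with doublets kept at 2 UMIs or more, settings chosen after the values were seen. For *Tnfrsf18* the paper gives a 3.5-fold increase, and the ratio here was 28.1 from 1 UMI in each group (interval 0.358 to 2205), or 15.6 at 2 UMIs or more (15.65 before rounding, interval 0.199 to 1229). Both lie over 1.5 times above the paper's value, but both intervals contain it, so no difference is shown. In settings chosen after the values were seen it was 6.96 with the added clusters, 9.19 with these at 2 UMIs or more, 3.30 with doublets kept (interval 0.483 to 19.5) and 5.76 with doublets kept at 2 UMIs or more, and as the paper calls no single gene in these cells after correction, the settings with doublets or added clusters drop none of its called genes.

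Among genes, the paper places *Cd8a* rather than *Cd4* in the T cells with *Foxp3*. Here 3 of 11 WT cells with *Foxp3* carried *Cd4* and 0 carried *Cd8a*, and 0 carried *Cd8a* under the other settings for T cells. The paper lists *Edn1*, *Smad5*, *Jag2*, *Pdgfd*, *Abl2* and *Fosl2* as higher in ECs of *Fosl2 tg* and *Fosl2 tgrag2ko* mice. Of these 6, *Fosl2* was called in both genotypes (2.55 and 2.34), *Smad5* and *Abl2* in *Fosl2 tg* ECs only, and *Edn1*, *Jag2* and *Pdgfd* in neither, though all 6 had a positive log2 fold change in both. By the Wilcoxon tests over cells *Fosl2* was not called in *Fosl2 tg* ECs (2.68, and 2.72 with thinned cells). In *Fosl2 tg* ECs, *Edn1* was called with a cell filter of 100 genes (0.78), and *Pdgfd* with that filter (0.95), without a low-count filter (0.86), with cells thinned (0.99), with libraries thinned (1.04) and without WT replicate 2 (1.29). *Jam2*, which the paper gives as higher in both models, was called in *Fosl2 tg* ECs without a low-count filter (0.79), with a cell filter of 100 genes (0.91), in capillary ECs (1.04) and without WT replicate 2 (1.06). Of the 5 genes the paper gives as higher with SuHx, none was called in SuHxPVP ECs. There, *Edn1* was called without a low-count filter (0.90), with a cell filter of 100 genes (1.01) and by the Wilcoxon test over cells (0.97), *Jag2* without a low-count filter (0.91) and by that test (0.86), and *Fosl2* without a low-count filter (1.03), in capillary ECs (1.39), without WT replicate 3 (1.67) and by that test (1.11). *Jag2* in *Fosl2 tg* ECs and *Jam2* and *Pdgfd* in SuHxPVP ECs were called under none of the settings run.

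The paper reports more *Fosl2* in most cell populations of *Fosl2 tg* mice. Of 13 cell types, 10 had a positive fitted log2 fold change (12 had a higher mean CPM, since fibroblasts and smooth muscle cells differ in sign between the fit and the means) and 6 were called (5 without WT replicate 2 or *Fosl2 tg* replicate 1, 7 without *Fosl2 tg* replicate 2, 10 without WT replicate 3, and 7 by DESeq2). In macrophages, where the paper reports a modest increase of *Fosl2*, the log2 fold change was -0.051, and *Spp1*, which it reports as higher in monocytes and macrophages together, was not called in the macrophage class alone (0.94), though *Arg1*, which it also reports there, was. Macrophage *Fosl2* was higher in both *Fosl2 tgrag2ko* mice (766 and 781 CPM) than in the WT mice (324 and 425 CPM). *Spp1* was called without *Fosl2 tg* replicate 1 (1.64) and without a low-count filter (0.92). For T cells the paper reports more *Il5*, *Il21*, *Il13* and *Il10*, whose counts were under the low-count filter here, and none was called without that filter or by DESeq2. *Il5* (6.58) and *Il13* (7.47) were called with doublets kept, and *Il5* (8.58) and *Il13* (7.54) with the T-like clusters added, which was chosen after the values were seen and leaves out 2 of the paper's 4, *Il21* and *Il10*, as does the setting with doublets kept. Both settings gave T cell classes of similar size and may hold the same added cells, so they are not independent support. *Havcr2*, which the paper reports in the cells with *Foxp3*, was called over all T cells with doublets kept (4.23) and with the added clusters (4.58), the latter chosen after the values were seen.

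Of the pathways, the paper reports leukocyte adhesion, TOR signaling, the TGF-β response and RNA metabolism among genes higher in *Fosl2 tg* mice and in patients. Over the mouse genes of the lists drawn up here, leukocyte adhesion (camera adjusted p = 0.55), mTORC1 (0.67) and RNA processing (0.76) were not called in *Fosl2 tg* ECs, and the TGF-β list was called lower (0.037), with 3 of 19 genes lower, though not with an estimated correlation (0.51). For SuHx the paper reports epithelial-mesenchymal transition among the higher pathways, and that list was not called (0.18), whereas p53, MYC and mTORC1 lists were called higher, as in the paper, and of these p53 alone with an estimated correlation (0.035). The paper reports the hypoxia pathway in Hx-treated mice, and the HIF target list was not called (0.081), nor in *Fosl2 tg* ECs (0.93), for which the paper does not report it either. With T-5224 the paper reports the 4 top pathways of SuHx as lower, and of the 4 lists here mTORC1 (0.0037) and p53 (0.018) were called lower and MYC (0.096) and extracellular matrix (0.58) were not, and none of the 4 was called with an estimated correlation (0.41 for p53, 0.55 for mTORC1, 0.90 for MYC and 0.95 for extracellular matrix). The paper's text calls its 320 EC genes in fibrotic *Fosl2 tg* mice higher, and Table S9 at the same thresholds lists 320 genes with a negative and 153 with a positive fold change, where *Col4a1* and *Sparc*, which the paper calls higher, are positive and *Bmp6* and *Bmpr2*, which it calls lower, negative.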

Other observations

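In this part, the tests of aryl hydrocarbon receptor targets and p53 targets in other cell types were chosen after the result was seen, and the exchange of labels was set before. In ECs of prefibrotic *Fosl2 tg* mice, genes of extracellular matrix and epithelial-mesenchymal transition were lower, with 16 of 37 called lower and 1 higher (20 and 2 adjusted over the list alone, camera adjusted p = 2.0e-06). Markers of fibroblasts were lower in the same EC sums, so that RNA of fibroblasts is not excluded as a source. AP-1 and related factors were lower too, with 7 of 13 called lower and 1 higher (7 and 1 adjusted over the list alone, camera adjusted p = 0.031), and so were NRF2 antioxidant genes, with 7 of 17 lower and 2 higher (9 and 2 adjusted over the list alone, camera adjusted p = 0.023). Of 16 proliferation genes, 4 were higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.032). *Sparc*, *Col4a1* and *Col4a2*, which the paper reports for fibrotic mice, had log2 fold changes of 0.11, 0.018 and 0.13 in prefibrotic *Fosl2 tg* ECs, each of which turned negative without WT replicate 3 (-0.23, -0.28 and -0.14), and of 1.10 (adjusted p = 0.065), 0.73 (adjusted p = 0.26) and 1.02 (adjusted p = 0.093) in SuHxPVP ECs. In *Fosl2 tgrag2ko* against WT ECs, all 7 MHC class II genes were negative, with 3 called lower (4 adjusted over the list alone, camera adjusted p = 9.3e-06), as were all 11 MHC class I genes, with 0 called (8 lower adjusted over the list alone, camera adjusted p = 9.3e-06). In SuHxPVP ECs, 4 of 17 NRF2 genes were higher and 0 lower (4 and 0 adjusted over the list alone, camera adjusted p = 0.0072). None of these lists was called with an estimated correlation.

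The lungs also differed in their cells. Lymphatic ECs made up 0.447% ± 0.200 (SD, n = 2 mice) of WT, 1.22% ± 0.0941 of *Fosl2 tg* and 2.42% ± 0.216 of SuHxPVP lungs, 1.725% of the HxPVP lung and 1.72% of the HxT-5224 lung. Plasma cells made up 0.117% and 2.74% of the *Fosl2 tg* lungs and 0% and 0.0268% of the WT lungs. Macrophages made up 4.59% ± 0.715 of WT and 4.37% and 19.1% of the *Fosl2 tg* lungs. Neutrophils made up 3.86% of the HxT-5224 lung, 1.77% ± 1.37 of SuHxPVP and 3.21% of the SuHxT-5224 lung. Outside ECs, *Fosl2 tg* against WT gave 168 higher and 293 lower genes in fibroblasts, 133 and 142 in AT2 cells, 301 and 1054 in secretory cells and 1 and 87 in smooth muscle cells. SuHxPVP against WT gave 42 higher and a greater number of lower genes in pericytes, 12 and 29 in smooth muscle cells, 3 and 14 in fibroblasts and 4 and 0 in macrophages. Across genes, the log2 fold changes of pericytes correlated with those of ECs at r = 0.554 with SuHx.

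*Cyp1a1* and *Cyp1b1* were higher in ECs of SuHxPVP mice, and a candidate explanation is that Sugen activates the aryl hydrocarbon receptor, in ECs and elsewhere. A list of its targets, written after *Cyp1a1* was seen, had a median log2 fold change above 1 in 5 of 10 other cell types with SuHx, namely pericytes (5.46), macrophages (5.21), monocytes (3.93), ciliated cells (3.90) and AT1 cells (2.86), beside 4.88 in ECs. In 3 others it lay at 0.94 (AT2), 0.84 (secretory) and 0.35 (fibroblasts), and dendritic and smooth muscle cells had too few of its genes to test. These medians rest on 3 to 5 genes per cell type and 6 in ECs. With Hx alone, 1 other type passed, AT1 cells at 1.53, and ECs were at -1.34. Over all cells, *Cyp1a1* was at 1.90 CPM in the HxPVP and 1.36 in the HxT-5224 mouse. It was at 710 and 607 in the SuHxPVP mice and 685 in the SuHxT-5224 mouse. These values argue against hypoxia alone for *Cyp1a1*. Sugen alone cannot be told apart from Sugen with hypoxia, because no mouse was given Sugen without hypoxia. As 5 of the 10 types passed, activation of the receptor stays open.

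p53 targets were higher in ECs of SuHxPVP mice, with a median log2 fold change of 0.90. A response of all cell types was tested as the explanation. The highest median in another cell type was 0.35, in macrophages, followed by 0.25 in pericytes, under 0.5 of that in ECs, and the lowest was -0.22 in dendritic cells. This argues against a response of like size in all cell types, and a response led by ECs may be a hypothesis to test in other mice.

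Over both *rag2* backgrounds the transgene changed 125 EC genes, 53 higher and 72 lower. The highest number in any other split of the 7 libraries was 0, and 1 of the 34 splits fitted, the real one, reached 125 (1 further split could not be fitted). This does not exclude chance, since 34 splits are few and the other splits keep the real differences as spread. The number was 15 without *Fosl2 tg* replicate 1, 19 without *Fosl2 tg* replicate 2, 54 and 35 without WT replicate 2 and 3, 84 without *Fosl2 tgrag2ko* replicate 1, 61 without *Fosl2 tgrag2ko* replicate 2 and 1516 without the *rag2ko* mouse.

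*Fosl2 tgrag2ko* and *rag2ko* ECs, compared after the data were seen, differed by 1 higher and 9 lower genes, with 971 at an unadjusted p under 0.05 by edgeR. SuHxPVP and HxPVP ECs, also compared after the data were seen, differed by 9 higher and 22 lower genes, with 1037 at an unadjusted p under 0.05, and each comparison holds a group of 1 mouse.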
